# Serum apolipoprotein H determines ferroptosis resistance by modulating cellular lipid composition

**DOI:** 10.1038/s41419-024-07099-2

**Published:** 2024-10-01

**Authors:** Xiang He, Jiahui Zhang, Masha Huang, Jie Wang, Simin Yang, Xiang Yu, Yingjie Xu, Wen Yang

**Keywords:** Necroptosis, Lipid peroxides

## Abstract

Ferroptosis is a regulated cell death process dependent on iron, triggered by the accumulation of lipid peroxidation. The environmental context significantly impacts cellular sensitivities to ferroptosis. Serum, constituting the extracellular fluid composition in vivo, provides crucial environmental biomolecules. In this study, we investigated the influence of sera on ferroptosis induction, pinpointing the serum protein apolipoprotein H (APOH) as a pivotal inhibitor of ferroptosis. Moreover, we elucidated that APOH suppresses ferroptosis by activating the phosphoinositide 3-kinase (PI3K)-AKT-sterol regulatory element-binding proteins (SREBPs) pathway, thereby elevating stearoyl-CoA desaturase (SCD) levels and augmenting cellular monounsaturated fatty acid-containing phospholipids (MUFA-PLs). Furthermore, ApoHinfer, the peptide derivative of the active region of APOH, mimics its ferroptosis inhibitory activity. Our findings underscore the critical role of serum protein APOH in the inhibition of ferroptosis and indicates potential therapeutic applications in treating cancer and diseases associated with ferroptosis.

## Introduction

Ferroptosis is a cell death triggered by the accumulation of lipid peroxidation due to metabolic dysfunctions [1, 2]. Increasing evidence suggests that variations in the efficiency of ferroptosis induction occur at both organismal and cellular levels, highlighting the influence of the extracellular environment on ferroptosis [3, 4]. Extracellular environments play a pivotal role in determining sensitivity to ferroptosis. For example, when cells reach higher confluence, many cell types develop resistance to ferroptosis due to reduced biosynthesis of polyunsaturated fatty acid-containing phospholipids (PUFA-PLs), which is regulated by acyl-CoA synthetase long chain family member 4 (ACSL4) [5–7]. Notably, the addition of exogenous monounsaturated fatty acids (MUFAs) to the culture medium induces ferroptosis resistance by displacing oxidizable PUFAs from membrane phospholipids [8]; this highlights the crucial role of extracellular components in influencing the occurrence of ferroptosis.

Serum, similar to the extracellular fluid composition, is a crucial extracellular environments component in vivo. It provides biomolecules that regulate cellular metabolism and ferroptosis. A recent study revealed that serum cystine can be reduced to cysteine, essential for cytosolic glutathione (GSH) synthesis [9, 10]. GSH could then be used by GSH peroxidase 4 (GPX4) to convert lipid peroxides to non-toxic lipid alcohol [11]. Moreover, supplying cancer cells with albumin during treatment with an inhibitor of the mammalian target of rapamycin (mTOR) boosts albumin breakdown in lysosomes. This process releases cysteine, countering ferroptosis induced by extracellular cystine deprivation [12]. These studies underscore the impact of serum composition on ferroptosis. While ferroptosis inducers are effective in cultured cells, few interventions have proven effective in vivo [13]. This prompts speculation about the crucial regulatory role of the in vivo environment, particularly serum, in modulating ferroptosis. However, despite the importance of serum in regulating ferroptosis, understanding of its influence on cellular sensitivity to ferroptosis remains limited because of its complexity.

In this study, we aimed to systematically unveil serum components that is essential for cellular sensitivity to ferroptosis based on the diverse ferroptosis induction abilities among cells cultured in different sera. Through a process of purification and systematic identification of the active serum components, we revealed APOH, an apolipoprotein involved in lipid metabolism for lipid transport, as a potent ferroptosis inhibitor. We discovered that APOH exerts this inhibitory effect by increasing cellular levels of MUFA-PLs via the PI3K-AKT-SREBP-SCD signaling pathway, a novel function of APOH in regulating lipid composition and protecting against ferroptosis.

## Results

### Serum changes the cell sensitivity to ferroptosis

Ferroptosis is susceptible to influences from the extracellular environment. Owing to the complex composition and variations in the sera of different individuals, and the crucial role played by serum in this environment, it was hypothesized that different sera exhibit varying abilities to induce ferroptosis. To test this hypothesis, mouse embryonic fibroblasts (MEFs) were cultured with fetal bovine serum (FBS) that was available on the market at that time, sourced from different countries and companies. The ferroptosis-inducing abilities of these sera were systematically evaluated under these conditions. Notably, MEFs cultured in different sera showed varied responses to ferroptosis induction by RSL3/ERS2 (Fig. 1A, B). The MEFs cultured in FBS-7 and 8 exhibited the highest resistance to ferroptosis; however, those cultured in FBS-1 and 2 displayed higher sensitivity (Fig. 1A, B). FBS-1 was designated as S-FBS (FBS sensitive to ferroptosis) because it sensitizes MEFs to ferroptosis. Complete medium (cm) containing 10% S-FBS is referred to as 10% Scm or Scm. FBS-7 was named R-FBS (FBS resistant to ferroptosis) because it confers resistance to ferroptosis in MEFs. Complete medium with 10% R-FBS is referred to as 10% Rcm or Rcm.

**Fig. 1:**
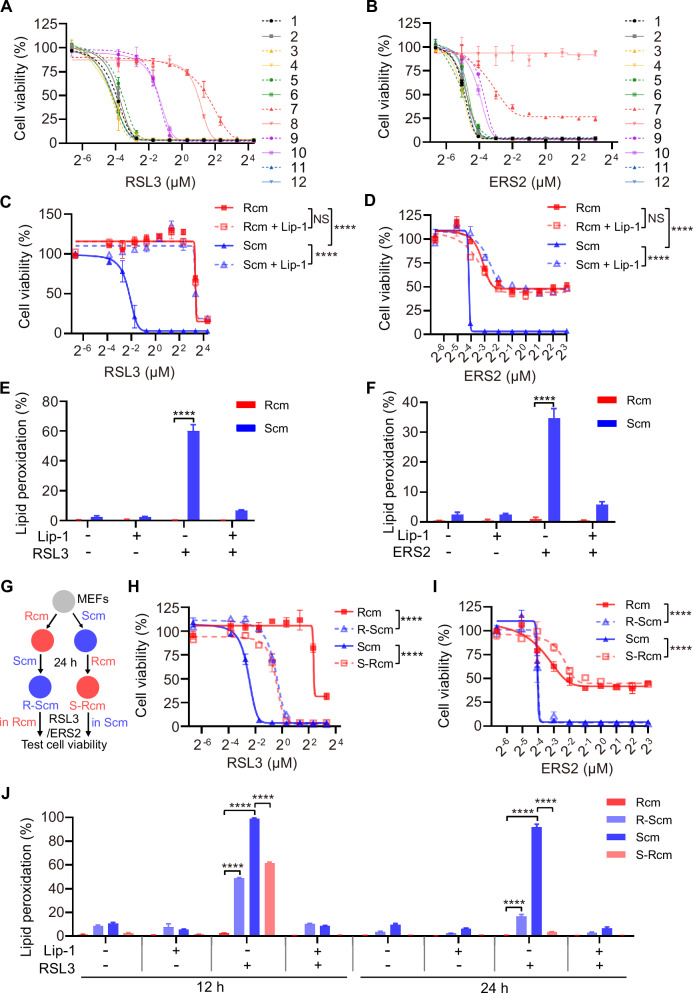
Serum changes the sensitivity of cells to ferroptosis. Cell viability of MEFs cultured with 10% FBS-1 to FBS-12 and treated with different doses of RSL3 (**A**) or ERS2 (**B**) for 24 h. Cell viability of MEFs cultured in Rcm or Scm and treated with different doses of RSL3 (**C**) or ERS2 (**D**) with or without liproxstatin-1 (Lip-1, 1 μM) for 24 h. Rcm, R-FBS complete medium; Scm, S-FBS complete medium. Lipid peroxidation level of MEFs that were treated with 2 μM RSL3 for 2 h (**E**), 2 μM ERS2 for 4 h (**F**) with or without Lip-1 (1 μM) for 2 h before staining with 2.5 μM BODIPY-C11 (C11). **G** Scheme for the procedure of MEFs originally cultured in Rcm or Scm and then switched to Scm or Rcm for 24 h, followed by treatment with RSL3/ERS2 dissolved in the original Rcm or Scm medium, and cell viability was assessed after 24 h. R-Scm, MEFs culture medium changed from Rcm to Scm; S-Rcm, MEFs cultured medium changed from Scm to Rcm. Cell viability of MEFs treated with different doses of RSL3 (**H**) or ERS2 (**I**) dissolved in original medium for 24 h according to the procedure shown in Fig. 1G. **J** Lipid peroxidation level of MEFs cultured in indicated medium for 12 h or 24 h and treated with 2 μM RSL3 with or without Lip-1(1 μM) for 2 h before staining with 2.5 μM C11. Data are presented as mean ± s.d., *n* = 3 independent repeats. Unpaired, two-tailed *t*-test; ****P < 0.0001. NS not significant.

Ferroptosis and lipid peroxidation of MEFs cultured in Scm could be rescued by ferroptosis inhibitor liproxstatin-1 (Lip-1), which inhibits lipid peroxidation; the ferroptosis-inhibiting activity of Rcm is comparable to that of Lip-1 (Fig. 1C–F). Additionally, it was observed that Rcm conferred resistance to ferroptosis induction in all cell lines tested, including Hepa 1-6, H1299, BT549, C2C12, CT26, 4T1, and SK-OV-3; conversely, cells cultured in Scm were sensitive to ferroptosis induction, consistent with the effects observed in MEFs (Fig. S1A–G).

To further elucidate the effect of serum on the ability to induce ferroptosis, the culture medium in MEFs was exchanged by swapping from Rcm to Scm for 24 h (R-Scm) and ferroptosis was induced by adding RSL3/ERS2 to Rcm, and vice versa (Fig. 1G). It was observed that MEFs cultured in R-Scm exhibited greater susceptibility to ferroptosis than those cultured in Rcm, despite the dissolution of RSL3/ERS2 in Rcm. Similarly, compared with cells cultured in the Scm, MEFs showed significantly increased resistance to ferroptosis after the medium was changed to Rcm for 24 h (S-Rcm), despite the dissolution of RSL3/ERS2 in Scm (Fig. 1H, I). These results indicate that the pharmacological activity of the ferroptosis inducers RSL3/ERS2 is independent of the type of culture medium in which they are dissolved. Moreover, the effect of serum on lipid peroxidation generation was consistent with ferroptosis induction (Fig. 1J). These results suggest that serum composition affects the sensitivity of cells to ferroptosis rather than influencing the pharmacological activity of ferroptosis-inducing agents.

### Serum protein APOH inhibits ferroptosis

Some proteins present in R-FBS could responsible for the increase of cellular resistance to ferroptosis. To test this hypothesis, ammonium sulfate precipitation (ASP) was used to fractionate various proteins from R-FBS. The principle of ASP involves precipitating proteins by competing for water molecules, which reduces the hydration layer around proteins and leads to aggregation and precipitation [14]. Different proteins precipitate at specific concentrations of ammonium sulfate. Using this characteristic of ammonium sulfate, we can separate the proteins in R-FBS and verify their ferroptosis resistance activity. Each fraction of R-FBS was added to S-FBS and examined to evaluate whether the addition enhanced the resistance of cells cultured in Scm to ferroptosis (Figs. 2A and 2A). The effect of ASP fractions ranging from 50% to 90% in R-FBS was investigated, with a 10% increase per fraction, on cellular ferroptosis. However, due to insufficient protein amounts, the 30% and 40% fractions were not further investigated (Fig. S2B). The culture medium of MEFs was changed from Scm to complete medium containing 5% S-FBS (v/v) and each ASP fraction with a protein amount equal to that of 5% S-FBS (5% Scm + each ASP fraction) (Fig. 2A). It was observed that the 60%, 70%, and 80% ASP fractions induced resistance to ferroptosis; conversely, the 50% and 90% fractions did not show this effect (Figs. 2B and S2C). Consequently, the mixture of 60–80% ASP fraction (Rmix) inhibited ferroptosis more significantly than R-FBS, suggesting that Rmix enriched the active components (Fig. S2D). The active proteins of Rmix were fractionated using ion-exchange column chromatography. Rmix was separately loaded onto anion-exchange HiTrap-Q (Q) and cation-exchange HiTrap-SP (SP) chromatography columns (Fig. S2A). The fractions eluted with 100–200 mM NaCl in Q (Q100–200) and 100–500 mM NaCl in SP (SP100–500) retained their ferroptosis-inhibiting activity; however, those eluted with 300–500 mM NaCl in Q (Q300–500) did not (Figs. 2C and S2E).

**Fig. 2:**
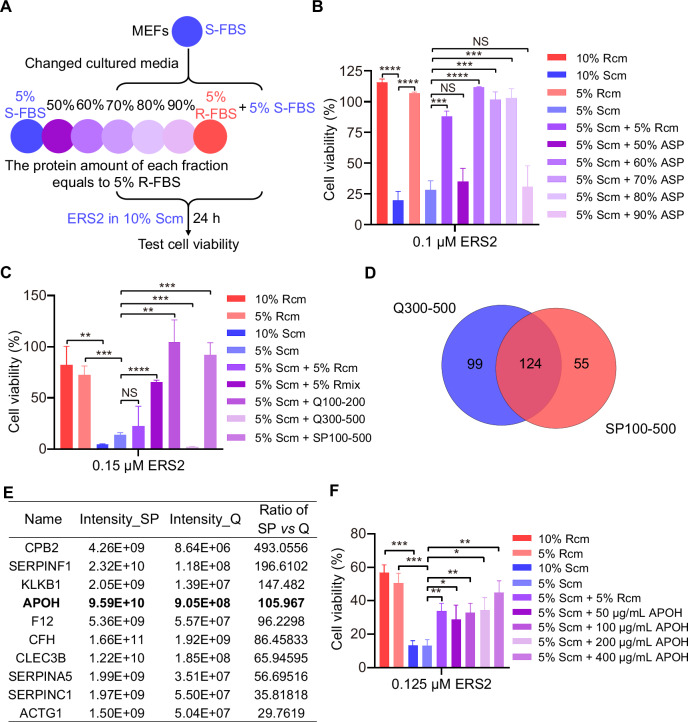
Serum protein APOH inhibits ferroptosis. **A** Scheme for the procedure of MEFs cultured in Scm changed to medium containing 5% S-FBS adding 5% S-FBS or 5% R-FBS or 50–90% ASP or not for 24 h. The protein amount of 50–90% ASP was equal to 5% R-FBS. MEFs were treated with ERS2 in Scm for 24 h before cell viability was tested with CCK-8. ASP, ammonium sulfate precipitation. **B** Cell viability of MEFs cultured in indicated medium for 24 h and treated with ERS2 (0.1 μM) for 24 h in Scm according to the procedure shown in (**A**). **C** Cell viability of MEFs cultured in 5% or 10% of Rcm or Scm, or medium containing 5% S-FBS with the addition of various components, including 5% R-FBS, 5% Rmix, Q100–200, Q300–500, or SP100–500 for 24 h. Subsequently, the cells were treated with ERS2 (0.15 μM) for an additional 24 h in Scm. The protein amount of Rmix, Q100–200, Q300–500, and SP100–500 equals 5% R-FBS. Q100–200 or Q300–500, protein eluted with 100–200 mM or 300–500 mM NaCl in HiTrap-Q (Q) column; SP100–500, protein eluted with 100–500 mM NaCl in HiTrap-SP (SP) column. Rmix, the mixture of 60–80% ASP of R-FBS. **D** Venn diagram illustrates the overlapping proteins detected in the SP100–500 and Q300–500 fractions identified by mass spectrometry (MS). **E** Protein list of overlap proteins of SP100-500 and Q300–500 identified by MS and ranged by the intensity ratio of SP100–500 to Q300–500. **F** Cell viability of MEFs cultured in Scm changed for medium containing 5% S-FBS adding 5% R-FBS or different amounts of purified APOH for 24 h and treated with ERS2 (0.125 μM) for 24 h in Scm. Data are presented as mean ± s.d., *n* = 3 independent repeats. Unpaired, two-tailed *t*-test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. NS not significant.

The fractions were then analyzed using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and Coomassie brilliant blue staining. It was discovered that the band with a molecular weight between 50 kDa and 70 kDa was enriched in the active fractions (Q100–200 and SP100–500), but Q300–500 was not (Fig. S2F). SP100–500 and Q300–500 mass spectrometry (MS) analyses were performed (Fig. 2D, E, and Table S1). Because the two fractions were originally from Rmix but had different activities, it was speculated that the ferroptosis-inhibiting protein should be present in both fractions but enriched in the SP100–500 fraction. Among all the candidate proteins selected using this approach, APOH was the only protein with functions related to lipid metabolism [15], and its molecular size (55 kDa) falls within the 50 kDa to 70 kDa range (Fig. 2E).

To determine the ferroptosis-inhibiting effect of APOH, recombinant mouse APOH tagged with His was purified and added to 5% Scm at different concentrations (Fig. S2G); APOH inhibited lipid peroxidation (Fig. S2H) and ferroptosis dose-dependently (Fig. 2F). Notably, the protein levels of APOH were significantly higher in R-FBS (FBS-7) and FBS-8, which were more resistant to ferroptosis than the other sera (Figs. S2I and 1A, B). In addition, it was observed that the APOH protein level in R-FBS was ~15 times higher than that in S-FBS (FBS-1) (Fig. S2J). These results suggested that APOH plays an essential role in protecting MEFs from ferroptosis.

### APOH increases the fatty acid and cholesterol biosynthesis pathway

Given the effect of serum on cellular sensitivity to ferroptosis, this study aimed to elucidate the mechanisms by which R-FBS/APOH mediates cellular resistance to ferroptosis. The transcriptomes of MEFs cultured in Rcm, Scm, and exchange medium for 12 h (referred to as R-Scm 12 h or S-Rcm 12 h, respectively) and 24 h (referred to as R-Scm 24 h or S-Rcm 24 h, respectively) was analyzed using RNA sequencing (RNA-seq) (Fig. 3A). 

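RNA was sequenced from 6 groups of MEFs (mouse embryonic fibroblasts), with 3 libraries in each group. MEFs were kept in Scm, the medium with the serum that left cells sensitive to ferroptosis, or in Rcm, the medium with the serum that conferred resistance. The other groups were moved from Scm to Rcm or from Rcm to Scm and harvested 12 h or 24 h later. The sample titles label the libraries of Scm and Rcm as 0 h. A comparison of an exchange group with the group it left can therefore also hold an effect of longer culture. The authors extracted the RNA with the RNeasy mini kit, sequenced it as paired-end reads on the NovaSeq platform, aligned the reads to the mouse genome GRCm38 with HISAT2 and deposited the count of reads on each of 55487 genes, without normalization. The paper's text does not name the counting tool, whether strand was used, or how reads with several alignments were treated. Total counts were 14534906, 14617734 and 18717939 for the libraries of Scm and 15037323, 16025841 and 19787163 for those of Rcm. They were 16739046, 17264985 and 17897649 for S-Rcm 12 h, and 15831356, 16849962 and 17742958 for S-Rcm 24 h. In the opposite exchange they were 16502175, 18204471 and 19240246 for R-Scm 12 h, and 16468901, 16871619 and 20313715 for R-Scm 24 h. Libraries of a group differed by more than counting error, with a chi-square per degree of freedom of 10.1 to 46.2 over the pairs of replicates. The sample labels give no sequencing batch or date, so that no comparison within batches was possible. Counts were normalized with edgeR's TMM factors, which lay between 0.963 and 1.03, and 15381 genes passed edgeR's filter on low counts. A single quasi-likelihood model was fitted to the 18 libraries, with 12 residual degrees of freedom and a biological coefficient of variation of 0.173. Each exchange group was compared with the group it had left, and Rcm was compared with Scm. Expression is given as CPM, counts scaled to the TMM-normalized library size, with the SD (n = 3), and changes as log2 fold changes with their standard error and a p adjusted by the Benjamini-Hochberg method over the 15381 genes. For a single value per library, an exact permutation test of 3 libraries against 3 cannot give a p below 0.1.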

Differentially expressed genes (DEGs) whose expression levels were altered by changes in the culture medium were analyzed. DEGs were selected based on a cutoff fold-change of 1.5. 

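DEGs were taken as genes with an absolute log2 fold change above 0.58 and an adjusted p under 0.05. Between MEFs cultured in Rcm and in Scm, 354 DEGs were observed, 257 higher and 97 lower in Rcm. At 12 h after the change from Rcm to Scm, 421 DEGs were observed against Rcm, 233 higher and 188 lower, and at 24 h there were 58, of which 28 were higher and 30 lower. The change from Scm to Rcm gave 132 DEGs against Scm at 12 h, 92 higher and 40 lower, and 52 at 24 h, 34 higher and 18 lower. With DESeq2, the tool the paper used, in place of edgeR on the 18 libraries, the numbers of DEGs in the same order were 484, 558, 163, 254 and 136. Among the alternatives that left out no library of the compared groups, 1 moved a number of these 5 comparisons by the largest factor. It was edgeR's model of the 2 compared groups alone, with 4 DEGs between R-Scm 24 h and Rcm, all of them higher. The libraries of the compared groups did not overlap for 3680 of the 15381 genes between Rcm and Scm (23.9%), against the 10% that chance gives for 3 libraries against 3. The shares were 23.4% and 11.2% for R-Scm 12 h and 24 h, and 26.4% and 19.5% for S-Rcm 12 h and 24 h.
Leaving out 1 library moved several of these numbers, in part because fewer libraries were left. Without R-Scm 24 h replicate 1, 501 DEGs were found between R-Scm 24 h and Rcm, 167 higher and 334 lower, and they included 57 of the 58. Without R-Scm 24 h replicate 3, 14 were found. The number between Rcm and Scm ran from 178 without Scm replicate 2 to 574 without Rcm replicate 3. For S-Rcm 12 h it ran from 36 without Scm replicate 1 to 76 without S-Rcm 12 h replicate 1, and for S-Rcm 24 h from 6 without Scm replicate 1 to 28 without S-Rcm 24 h replicate 2. Both ranges lie below the 132 and 52 of all libraries, so that the fall in S-Rcm does not single out a library. Between R-Scm 12 h and Rcm the number of DEGs fell to 275 without R-Scm 12 h replicate 3. The R-Scm comparisons at 12 h and 24 h shared 46 DEGs. Since these comparisons share the Rcm libraries, 20 data sets without any change were simulated, and equally many top genes of each comparison shared 18.85 genes on average (15 to 25). Genes were drawn independently in these data sets, so that the ranges take no account of correlation between genes. The S-Rcm comparisons shared 26 DEGs, against 9.4 (4 to 13) in the simulated data.
Several genes with large changes and no overlap between libraries belong to neither biosynthesis pathway. Tafa5 (ENSMUSG00000054863, GRCm38 chromosome 15, 87544299 to 87759364) was at 12.6 ± 0.588 CPM in Scm and 2.37 ± 0.589 CPM in Rcm, a log2 fold change of -2.40 (standard error 0.18, adjusted p = 4.02e-06). Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) rose 12 h after either exchange. It went from 8.33 ± 1.39 CPM in Rcm to 69 ± 18.7 CPM in R-Scm 12 h, a log2 fold change of 3.05 (standard error 0.49, adjusted p = 0.00266), and from 8.71 ± 0.228 CPM in Scm to 47.3 ± 4.85 CPM in S-Rcm 12 h, a log2 fold change of 2.44 (adjusted p = 0.0236). At 24 h, Cckar (ENSMUSG00000029193, chromosome 5, 53697776 to 53707705) had risen from 1.54 ± 0.18 CPM in Rcm to 5.6 ± 2.16 CPM in R-Scm, a log2 fold change of 1.86 (standard error 0.26, adjusted p = 0.00612). Mylk (ENSMUSG00000022836, chromosome 16, 34745210 to 35002420), which shares a stretch of 222 bases with E130310I04Rik, had fallen from 9.62 ± 2.15 to 3.36 ± 1.06 CPM, a log2 fold change of -1.52 (standard error 0.23, adjusted p = 0.00803). Neither Cckar nor Mylk passed in the model of the 2 groups alone, and over the alternatives their adjusted p ran from 6.05e-07 to 0.275 and from 1.75e-06 to 0.325. Between Scm and S-Rcm 24 h, Penk (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819) fell from 10.2 ± 1.27 to 3.39 ± 0.739 CPM, a log2 fold change of -1.59 (standard error 0.25, adjusted p = 0.0136). It was no longer a DEG in 3 of the 6 fits that each left out 1 library, where its log2 fold change stayed between -1.73 and -1.43.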

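Cholesterol and fatty acid biosynthesis were examined with a list of textbook enzymes each. The cholesterol list held 21 genes, among them Acat2, Hmgcs1 and Fdps, all of which passed the filter on low counts. The fatty acid list held 26 genes of synthesis, elongation, desaturation and activation, of which 25 passed and Elovl3 did not. Of the 21 cholesterol genes, 13 were DEGs between Rcm and Scm, where 0.483 would have been expected for a list of this size (Fisher's exact test, adjusted p = 3.52e-16 over 30 tests of 6 lists). In R-Scm 12 h 19 were DEGs (adjusted p = 2.04e-27), in R-Scm 24 h 5 (adjusted p = 3.39e-08) and in S-Rcm 24 h 3 (adjusted p = 9.95e-05). None was a DEG in S-Rcm 12 h, where 1 gene had an unadjusted p under 0.05. Adjusted over the list alone, the numbers past both thresholds were 15, 19, 18 and 11, and 0 in S-Rcm 12 h.
The median log2 fold change of the cholesterol list was 0.76 in Rcm against Scm, with 21 of 21 genes positive. It was -1.37 in R-Scm 12 h and -0.74 in R-Scm 24 h, each with 21 of 21 genes negative, and 0.10 and 0.59 in S-Rcm 12 h and 24 h, with 17 and 21 genes positive. The rank of the list among all genes was tested with camera at a preset correlation of 0.01. Its adjusted p was 8.28e-25 in Rcm against Scm, 4.15e-80 and 4.04e-43 in R-Scm 12 h and 24 h, 4.37e-30 in S-Rcm 24 h and 0.244 in S-Rcm 12 h. The 4 calls also held in the rotation test fry (largest adjusted p 0.00192) and with an estimated correlation (largest adjusted p 0.00981). The mean log2 CPM of the list did not overlap between the compared groups in any of the 5 comparisons (exact permutation test, two-sided p = 0.1, the smallest possible). Removing the trend on GC content and transcript length, an alternative chosen after seeing the data, moved the median in Rcm against Scm from 0.76 to 0.71 and that of the fatty acid list from 0.27 to 0.19. Without Scm replicate 3 the median of the cholesterol list was 0.82.
The fatty acid list moved less. Its median log2 fold change was 0.27 in Rcm against Scm, -0.36 and -0.19 in R-Scm 12 h and 24 h, and 0.094 and 0.24 in S-Rcm 12 h and 24 h, with adjusted p from camera of 5.92e-06, 7.78e-09, 5.17e-06, 0.226 and 1.76e-08. With an estimated correlation the 4 calls held at adjusted p of 0.0485, 0.02, 0.0468 and 0.0222. The value in R-Scm 24 h rested on single libraries: it was -0.33 without R-Scm 24 h replicate 1 and -0.10 without R-Scm 24 h replicate 3, and the mean log2 CPM of the list overlapped between R-Scm 24 h and Rcm (exact permutation test, two-sided p = 0.3). In Rcm 4 genes were DEGs, all higher, and in R-Scm 12 h 10 were DEGs, of which 9 were lower and 1 was higher. The numbers adjusted over the list alone were 7 and 10. At 24 h no gene was a DEG in either exchange, with 9 genes at an unadjusted p under 0.05 in each and 3 in each past both thresholds when adjusted over the list alone. There was no DEG in S-Rcm 12 h either, where 2 genes had an unadjusted p under 0.05. The medians were also taken over the 18 genes of the list without a near-identical copy elsewhere. They were 0.27 in Rcm, -0.21 and -0.16 in R-Scm 12 h and 24 h, and 0.069 and 0.21 in S-Rcm 12 h and 24 h.
Fdps (ENSMUSG00000059743, GRCm38 chromosome 3, 89093588 to 89101959) encodes farnesyl diphosphate synthase, and it overlaps the gene Gm43738 on its strand and can share reads with the copies Gm3571 and Gm5873. Its expression was 188 ± 9.07 CPM in Scm and 388 ± 3.76 CPM in Rcm, a log2 fold change of 1.04 (standard error 0.15, adjusted p = 9.16e-04). It was 103 ± 2.42 CPM in R-Scm 12 h, a log2 fold change of -1.91 against Rcm (standard error 0.16, adjusted p = 5.08e-06), and 201 ± 68.1 CPM in R-Scm 24 h, where replicate 1 was nearest to Rcm. In S-Rcm it was 200 ± 8.91 CPM at 12 h and 343 ± 25.1 CPM at 24 h. Of the fatty acid genes, Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879), whose sequence is similar to that of Scd2, was at 271 ± 12.8 CPM in Scm and 431 ± 19.3 CPM in Rcm. Its log2 fold change of 0.67 (standard error 0.19) had an adjusted p of 0.0673, which ran from 3.99e-11 to 0.114 over the alternatives. Scd1 was a DEG under 4 of them: with a replicate block (0.67), in edgeR's model of the 2 groups alone (0.66), and with DESeq2 on the 18 libraries (0.66) or on the 2 groups (0.66). In R-Scm 12 h Scd1 was at 214 ± 12.1 CPM, a log2 fold change of -1.01 (standard error 0.19, adjusted p = 0.00469). Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547) changed by 0.051 between Rcm and Scm (adjusted p = 0.85) and by -0.75 in R-Scm 12 h (adjusted p = 0.00122). The former changed sign, to -0.017, without Scm replicate 2.

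**Figure D1:**
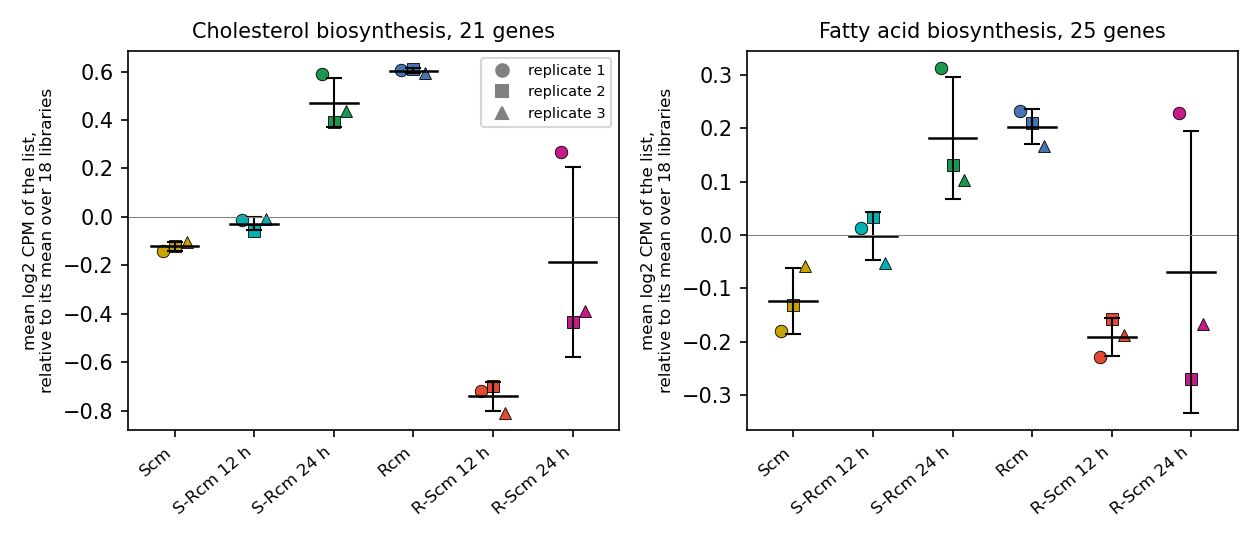
Mean log2 CPM of the cholesterol list (21 genes) and of the fatty acid list (25 genes) in each of the 18 libraries, relative to the mean of the list over the libraries. Points are libraries, with the symbol giving the replicate, bars are group means and whiskers are SDs (n = 3). R-Scm 24 h replicate 1 lies at 0.27 on the cholesterol list, and the other R-Scm 24 h libraries at -0.43 and -0.39.

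**Figure D2:**
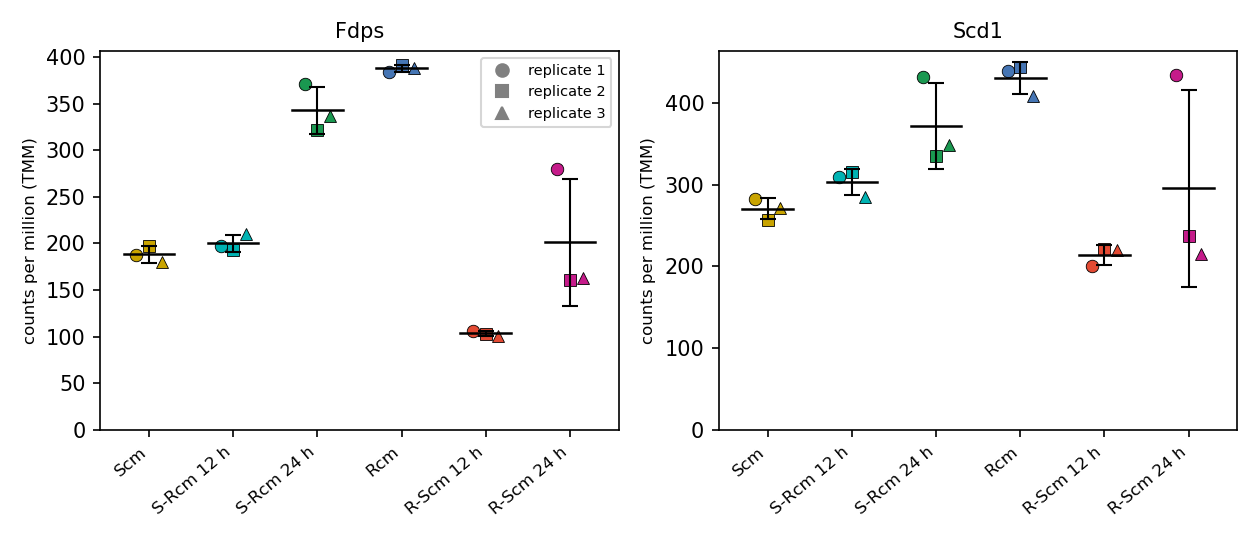
Expression of Fdps and Scd1 in CPM in each of the 18 libraries, with group means and SDs (n = 3) and the vertical axis starting at 0. Fdps was at 388 ± 3.76 CPM in Rcm and 103 ± 2.42 CPM in R-Scm 12 h.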

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that fatty acid and cholesterol biosynthesis pathways were enriched in these DEGs (Figs. 3B and S3A, B). The activity of the transcription factor SREBP1 was activated when switching from Scm to Rcm; however, it was inhibited when switching from Rcm to Scm (Fig. 3C, D). 

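Targets of SREBP were examined with 2 lists. The 27 genes that the paper measured by RT-qPCR as targets of SREBP1 (Figs. 3F and S3C) include Srebf1 and Srebf2 themselves and share most of their members with the cholesterol list. A second list of 12 SREBP targets, among them Insig1 and Lpin1, holds no gene that the paper's figures name. The median log2 fold change of the 27 genes was 0.72 in Rcm against Scm, -1.17 and -0.67 in R-Scm 12 h and 24 h, and 0.13 and 0.56 in S-Rcm 12 h and 24 h. The adjusted p from camera was 1.87e-23, 7.99e-72, 6.1e-37, 0.0645 and 1.8e-30, and the calls held with an estimated correlation (largest adjusted p 0.0165). The adjusted p in S-Rcm 12 h ran from 0.0162 to 0.604 over the alternatives, and the list passed at 0.15 without S-Rcm 12 h replicate 3. DEGs among the 27 genes numbered 14 in Rcm, all higher, 22 and 3 in R-Scm 12 h and 24 h, all lower, and 3 in S-Rcm 24 h, all higher. In S-Rcm 12 h there was none, with 1 gene at an unadjusted p under 0.05. Adjusted over the list alone, the numbers were 18, 23, 17 and 12.
The 12 targets outside the figures had a median log2 fold change of 0.42 in Rcm against Scm (12 of 12 genes positive, camera, adjusted p = 5.33e-08), of -1.002 in R-Scm 12 h (11 negative, adjusted p = 1.06e-31) and of 0.39 in S-Rcm 24 h (12 positive, adjusted p = 1.52e-09). In R-Scm 24 h it was -0.56 (11 negative, adjusted p = 3.74e-15), and it was -0.73 without R-Scm 24 h replicate 1 and -0.36 without R-Scm 24 h replicate 2. It was 0.020 in S-Rcm 12 h (adjusted p = 0.872), from 0.0092 without S-Rcm 12 h replicate 1 to 0.045 without S-Rcm 12 h replicate 3, and changed sign, to -0.029, with the trend on GC content and length removed. The calls held with an estimated correlation (largest adjusted p 0.0261). DEGs among the 12 genes were 10 in R-Scm 12 h, all lower, and 1 each in Rcm and in R-Scm 24 h. There was none in S-Rcm 24 h, where 9 genes had an unadjusted p under 0.05, and none in S-Rcm 12 h, where 0 genes had. The numbers adjusted over the list alone were 4 in Rcm, 10 and 5 in R-Scm 12 h and 24 h and 2 in S-Rcm 24 h. Insig1 (ENSMUSG00000045294, GRCm38 chromosome 5, 28071363 to 28078662) fell from 175 ± 5.26 CPM in Rcm to 46.5 ± 3.48 CPM in R-Scm 12 h, a log2 fold change of -1.91 (adjusted p = 3.76e-05). In the opposite exchange at 24 h, Insig1 changed by 0.53 (adjusted p = 0.371), not past the thresholds, though the libraries did not overlap.
The mRNA of the factors themselves was measured as well. Srebf1 (ENSMUSG00000020538, chromosome 11, 60199089 to 60222581), the gene of SREBP1, was at 92.7 ± 2.52 CPM in Scm and 82.4 ± 11.5 CPM in Rcm, a log2 fold change of -0.17 (adjusted p = 0.436). Its libraries overlapped between the groups in all 5 comparisons and it was a DEG in none. Srebf2 (ENSMUSG00000022463, chromosome 15, 82147181 to 82205379) was a DEG in R-Scm 12 h only, where it fell from 499 ± 23.3 to 285 ± 38.6 CPM, a log2 fold change of -0.81 (adjusted p = 0.00307).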

SREBP1 is a master transcription factor that regulates the synthesis of fatty acids and cholesterol. The mature form of SREBP1 (mSREBP1) is translocated to the nucleus to regulate its downstream transcriptional targets [16]. It was discovered that the protein level of mSREBP1 is increased upon changing the medium from Scm to Rcm (Fig. 3E).

**Fig. 3:**
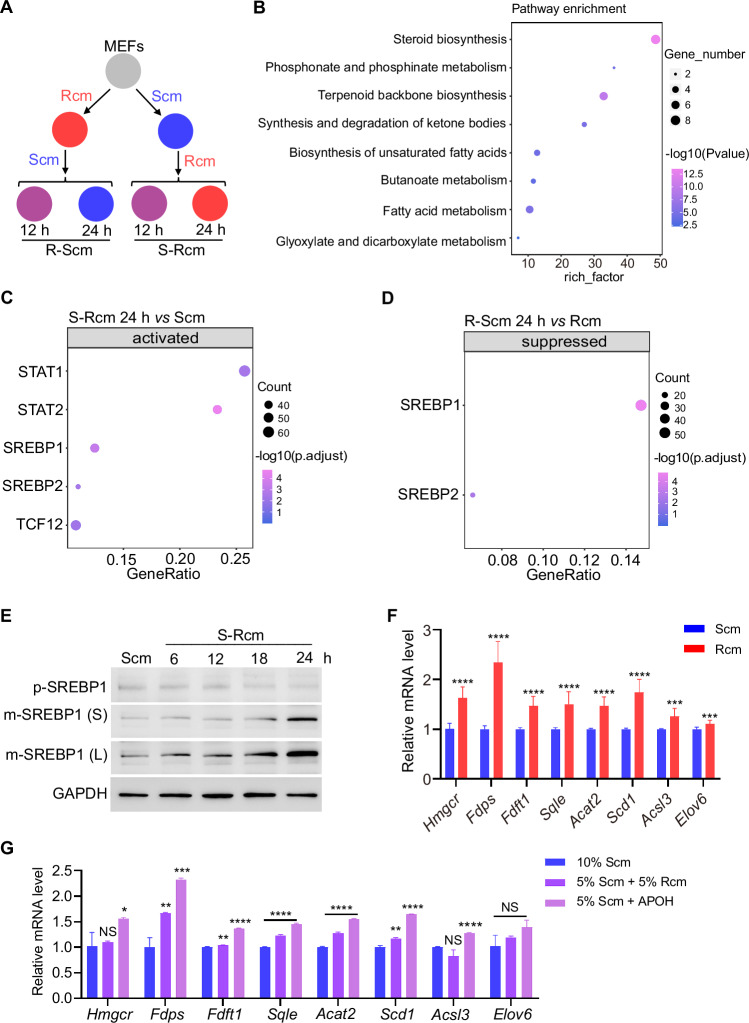
APOH increased the fatty acid and cholesterol biosynthesis pathway. **A** Scheme for the procedure of MEFs’ original cultured medium that was exchanged for 12 h or 24 h or remain unchanged. R-Scm 12 h, R-Scm 24 h, MEFs culture medium changed from Rcm to Scm for 12 h or 24 h; S-Rcm 12 h, S-Rcm 24 h, MEFs cultured medium changed from Scm to Rcm for 12 h or 24 h. **B** KEGG pathway enrichment analysis for differentially expressed genes (DEGs) altered by the culture medium exchanged. **C**, **D** Transcription factor analysis of DEGs in MEFs after changing the medium. The transcription factors of MEFs activated by changing the medium from Scm to Rcm for 24 h (**C**) and suppression by changing the medium from Rcm to Scm for 24 h (**D**). **E** Western blot analysis of the protein levels of SREBP1 in MEFs cultured in Scm and in cells in which the medium was changed from Scm to Rcm for the indicated time. p-SREBP1, precursor SREBP1. m-SREBP1, mature SREBP1. S, short exposure; L, long exposure. **F** the mRNA level of the indicated SREBP1 target genes of MEFs cultured in Scm or Rcm by RT-qPCR. **G** mRNA level of the indicated SREBP1 target genes of MEFs cultured in Scm changed medium to 5% Scm + 5% Rcm (containing 5% S-FBS and 5% R-FBS) or 5% Scm + APOH (containing 5% S-FBS and 120 μg/mL APOH) for 12 h by RT-qPCR. Data are presented as mean ± s.d., *n* = 3 independent repeats. Unpaired, two-tailed *t*-test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. NS not significant.

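The genes behind both panels can be set side by side. Of the 34 DEGs higher in S-Rcm 24 h and the 30 DEGs lower in R-Scm 24 h, 6 were in common: Fdps, Nsdhl, Acat3, Cpt1a, Angptl4 and Wnt9a, named here after their values were seen. By chance 0.0663 would be shared, and simulated data without any change shared 0.3 on average (0 to 2). The number was 43 without R-Scm 24 h replicate 1 and 1 without Scm replicate 1. With edgeR's model of the 2 groups alone it was 0. Nsdhl (ENSMUSG00000031349, GRCm38 chromosome X, 72918557 to 72958514), an enzyme of cholesterol biosynthesis, was at 60.6 ± 3.35 CPM in Scm and 109 ± 12.9 CPM in S-Rcm 24 h, a log2 fold change of 0.85 (adjusted p = 0.0163). It was at 59.7 ± 17.5 CPM in R-Scm 24 h, a log2 fold change of -1.004 against Rcm (adjusted p = 0.00613). Nsdhl lost its call in S-Rcm 24 h in 4 of the 6 fits that each left out 1 library, with log2 fold changes of 0.75 to 0.91. Over the alternatives its adjusted p in R-Scm 24 h ran from 4.35e-07 to 0.325. Fdps changed by 0.86 in S-Rcm 24 h (adjusted p = 0.0167), a call lost in 5 of the 6 such fits, and by -0.95 in R-Scm 24 h (adjusted p = 0.00803, and -1.26 without R-Scm 24 h replicate 1), a call lost in 2 of the 6. Reads of Acat3 can be shared with Acat2 and Tcp1, which limits its values.
The files also give the mRNA of the factors STAT2 and TCF12. Stat2 (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) went from 24 ± 0.277 CPM in Scm to 37.9 ± 5.75 CPM in S-Rcm 24 h, a log2 fold change of 0.66 (standard error 0.29, adjusted p = 0.581). Its adjusted p ran from 9.78e-04 to 0.925 over the alternatives, and it was a DEG only with DESeq2 on the 2 groups alone. Tcf12 (ENSMUSG00000032228, chromosome 9, 71842688 to 72111871) was at 175 ± 30.5 and 179 ± 20.8 CPM, a log2 fold change of 0.037 (standard error 0.14, adjusted p = 0.989). Between Rcm and Scm, Stat2 differed by 1.66 (adjusted p = 0.00547).
A list of 40 interferon-stimulated genes, Stat2 among them, had a median log2 fold change of 0.77 in S-Rcm 24 h, with 40 of 40 genes positive (camera, adjusted p = 1.01e-22, and 0.0325 with an estimated correlation). It was 1.19 in S-Rcm 12 h (adjusted p = 3.64e-29, and 0.02 with an estimated correlation). In R-Scm 12 h it was positive as well, at 0.56 against Rcm, with 36 genes positive and 4 DEGs, all higher. There camera gave an adjusted p of 1.91e-09, and of 0.162 with an estimated correlation. The list thus did not fall 12 h after the change to Scm. In R-Scm 24 h it was -0.64 (39 genes negative, camera, adjusted p = 5.77e-19, and 0.0449 with an estimated correlation). That value was -1.27 without R-Scm 24 h replicate 1 and -0.43 without R-Scm 24 h replicate 3, and the mean log2 CPM of the list overlapped between the groups (exact permutation test, two-sided p = 0.3). Of the 40 genes, 1 was a DEG in S-Rcm 24 h and 5 in S-Rcm 12 h, all higher. Adjusted over the list alone the numbers were 6 and 24. There was no DEG in R-Scm 24 h, where 15 genes had an unadjusted p under 0.05 and 1 passed when adjusted over the list alone.

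**Figure D3:**
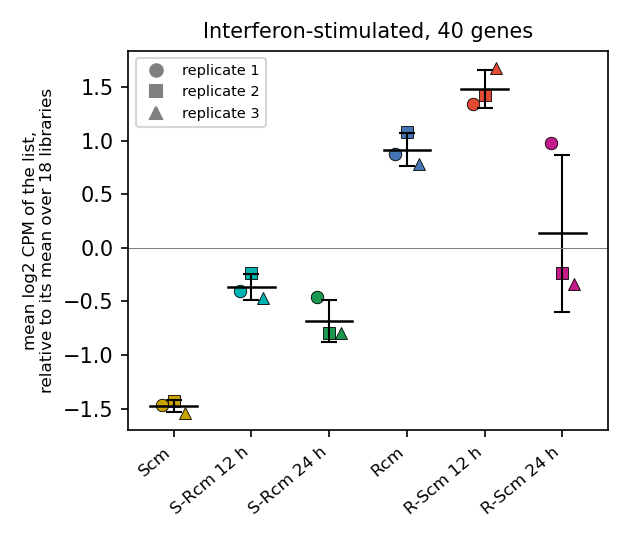
Mean log2 CPM of the 40 interferon-stimulated genes in each of the 18 libraries, relative to the mean of the list over the libraries. Points are libraries, with the symbol giving the replicate, bars are group means and whiskers are SDs (n = 3). The libraries of Scm lie between -1.54 and -1.43 and those of Rcm between 0.78 and 1.08.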

Genes related to fatty acid and cholesterol biosynthesis in MEFs were confirmed by quantitative PCR (qPCR). The expression of these genes, such as *Scd1*, was consistently higher in cells cultured in Rcm than in those cultured in Scm (Figs. 3F and S3C) and was upregulated in MEFs upon switching from Scm to Rcm (Fig. S3D). To validate whether APOH alters the expression of these genes in MEFs cultured in Scm, the gene expression levels between MEFs cultured in 5% Scm and 5% Scm + APOH (complete medium containing 5% S-FBS supplemented with 120 μg/mL APOH) was compared using qPCR. The results showed that APOH increased the expression of genes associated with fatty acid and cholesterol biosynthesis (Figs. 3G and S3E).

### APOH increases the MUFA-PLs to inhibit ferroptosis

To explore the influence of the upregulated fatty acid and cholesterol biosynthesis pathways on ferroptosis resistance induced by Rcm/APOH, Fatostatin A (Fato), an inhibitor of SREBP [17], was utilized to suppress the biosynthesis of fatty acids and cholesterol in MEFs. Results demonstrated that the increased resistance of MEFs to ferroptosis upon changing the culture medium from Scm to Rcm or 5% Scm + APOH was mitigated by Fato (Fig. 4A, B).

**Fig. 4:**
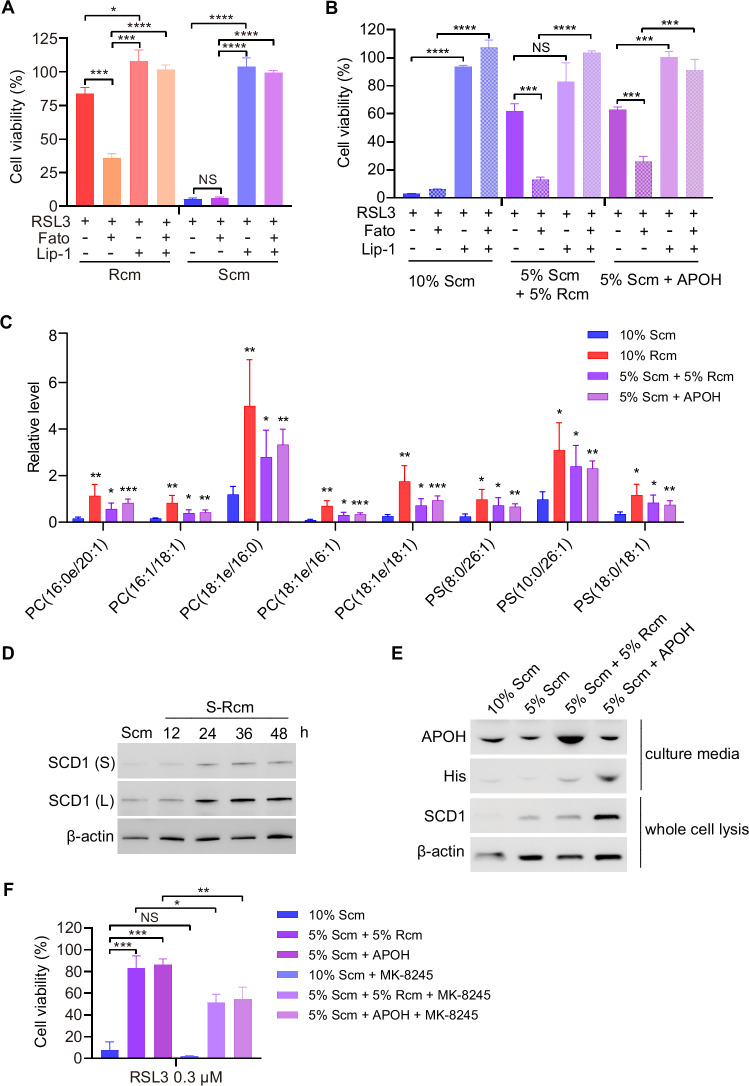
APOH increases the MUFA-PLs/MUFA-ePLs to inhibit Ferroptosis. **A** Cell viability of MEFs cultured in Scm and then changed medium to Rcm or not, treated with or without Fatostatin A (Fato, 5 μM) for 12 h before treatment with RSL3 (0.15 μM) and/or Lip-1 (1 μM) for 24 h. **B** Cell viability of MEFs cultured in Scm and then changed medium to 5% Scm + 5% Rcm, 5% Scm + APOH (120 μg/mL) or not, treated with or without Fato (5 μM) for 12 h before treatment with RSL3 (0.225 μM) and/or Lip-1 (1 μM) for 24 h. **C** Relative levels of differentially altered MUFA-PLs/MUFA-ePLs of MEFs cultured in Scm, Rcm, 5% Scm + 5% Rcm, and 5% Scm + APOH (120 μg/mL). MUFA-PLs were normalized to the corresponding mean value. *n* = 4 independent repeats. **D**, **E** Western blot analysis of the protein levels of SCD1 in MEFs cultured in Scm and in cells in which the medium was changed from Scm to Rcm for the indicated time (**D**) or to 5% Scm + 5% Rcm or 5% Scm + APOH (120 μg/mL) (**E**). (**F**) Cell viability of MEFs cultured in Scm changed medium to 5% Scm + 5% Rcm or 5% Scm + APOH (120 μg/mL) treated with or without MK-8245 (80 μM) for 24 h before treatment with RSL3 (0.3 μM). Western blot is representative of three biological replicates. Data are presented as mean ± s.d., *n* = 3 independent repeats (**A**, **B**). *n* = 4 independent repeats (**C**). Unpaired, two-tailed *t*-test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. NS not significant.

Since SREBP1 is a key transcription factor in the de novo synthesis of lipids, whether R-FBS/APOH affected the lipid composition of cells was evaluated. The lipidomics of MEFs cultured in Scm, Rcm, 5% Scm + 5% Rcm (the complete medium containing 5% S-FBS and 5% R-FBS), and 5% Scm + APOH was compared; 84 different lipids were identified in the four groups (Fig. S4A). Among these lipids, 13 phospholipids (PLs) and ether PLs (ePLs, a special class of PLs) containing MUFAs were identified (Fig. S4B); the levels of 12 out of the 13 types of the PLs/ePLs were significantly higher in the Rcm than in the Scm (Fig. S4B). Additionally, an increase in the levels of 8 types of MUFA-PLs and MUFA-ePLs (ePLs containing MUFAs) in cells cultured in 5% Scm + APOH medium compared to those in cells cultured in Scm was observed (Fig. 4C). In conjunction with the gene expression data, these findings suggest that Rcm/APOH significantly alters lipid metabolism and composition. Notably, it has been reported that MUFA-PLs can confer cellular protection against ferroptosis by displacing PUFA-PLs from the plasma membrane, reducing their susceptibility to oxidation [8]. Therefore, it was hypothesized that the observed changes in lipid composition resulting from Rcm/APOH treatment might contribute to its inhibitory effect on ferroptosis.

SCD1 is a transcriptional target of SREBP1 and functions as a rate-limiting enzyme in MUFAs biosynthesis. It was observed that SCD1 protein levels increased when the medium was switched from Scm to Rcm (Fig. 4D). Consistently, the SCD1 protein level in MEFs cultured in 5% Scm + APOH was higher than that in MEFs cultured in Scm (Fig. 4E). To verify whether R-FBS/APOH inhibited ferroptosis by modulating the enzymatic activity of SCD1 in the biosynthesis of MUFAs, SCD1 inhibitor MK-8245 [18] was used for validation. Results demonstrated that the increased resistance of MEFs to ferroptosis upon changing the culture medium from Scm to 5% Scm + 5% Rcm or 5% Scm + APOH can be inhibited by MK-8245 (Fig. 4F). Therefore, R-FBS/APOH increased the cellular content of MUFA-PLs (including MUFA-PLs and MUFA-ePLs), consequently inhibiting ferroptosis.

GPX4 is a key regulator of ferroptosis [11, 19]. As a selenoprotein, the biosynthesis of GPX4 is dependent on isopentenyl pyrophosphate (IPP), an intermediate metabolite in the cholesterol biosynthesis pathway [20, 21]. Given that most genes of the cholesterol biosynthesis pathway were upregulated during the exchange from Scm to Rcm and downregulated vice versa (Fig. S3B), it was presumed that the protein biosynthesis of GPX4 plays a role in the inhibition of ferroptosis induced by R-FBS. 

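Of the genes of cholesterol biosynthesis on the list of 21, the 3 DEGs of S-Rcm 24 h were Fdps, Nsdhl and Msmo1. The log2 fold changes of the 21 genes ran from 0.19 for Sqle to 1.14 for Dhcr7, and 18 genes had an unadjusted p under 0.05. The 5 DEGs of R-Scm 24 h were Idi1, Fdps, Nsdhl, Mvd and Tm7sf2, with a range over the list from -1.33 for Tm7sf2 to -0.29 for Lbr. Reads of Tm7sf2 and Dhcr7 can be shared with other genes over stretches of their transcripts. In R-Scm 12 h the range was from -1.91 for Nsdhl to -0.43 for Ebp. In S-Rcm 12 h it was from -0.31 for Lss to 0.43 for Ebp. The 12 h and 24 h libraries were also compared directly. The cholesterol list was higher in S-Rcm 24 h than in S-Rcm 12 h, with a median log2 fold change of 0.48 (camera, adjusted p = 7.02e-22, and 0.0421 with an estimated correlation), and higher in R-Scm 24 h than in R-Scm 12 h, with a median of 0.66 (camera, adjusted p = 3.8e-22, and 0.0421 with an estimated correlation). The latter rested in large part on R-Scm 24 h replicate 1, without which it was 0.35. Leaving out libraries here was a choice made after seeing the data. Against the group kept in the new medium, the median of the list was 0.015 for R-Scm 24 h against Scm (camera, adjusted p = 0.557). That value averages over unlike libraries, since on the list replicate 1 lay above those of Scm and replicates 2 and 3 below them. It was -0.28 without replicate 1, with 19 of 21 genes negative (camera, adjusted p = 3.45e-08), and 0.15 without replicate 3. For S-Rcm 24 h against Rcm the median was -0.12 (adjusted p = 0.0637), and it was -0.23 without S-Rcm 24 h replicate 1 (adjusted p = 0.00489) and -0.072 without replicate 2. With all libraries, no gene of the list was a DEG in either comparison, with 0 and 1 genes at an unadjusted p under 0.05.
Gpx4 (ENSMUSG00000075706, GRCm38 chromosome 10, 80047166 to 80056439), the gene of GPX4, was at 117 ± 7.8 CPM in Scm and 127 ± 2.13 CPM in Rcm, a log2 fold change of 0.12 (standard error 0.080, adjusted p = 0.474). It was at 120.5 ± 9.69 CPM in S-Rcm 12 h and 121.5 ± 6.19 CPM in S-Rcm 24 h, changes of 0.045 (adjusted p = 0.869) and 0.057 (adjusted p = 0.947). In the opposite exchange it was at 107 ± 6.47 CPM at 12 h, a log2 fold change of -0.25 against Rcm (adjusted p = 0.0909), and at 123 ± 3.93 CPM at 24 h, a change of -0.044 (adjusted p = 0.913). The latter changed sign, to 0.0030, without R-Scm 24 h replicate 3, and the change in S-Rcm 12 h to -0.0072 without Scm replicate 1. Reads of Gpx4 can also be placed on the pseudogene Gpx4-ps2, which is 99.7% identical over 762 bases and had a mean count of 6272 against 2038 for Gpx4. With the counts of both summed, a choice made after seeing the data, no comparison passed the thresholds, and Rcm and Scm differed by 0.0068 on the log2 scale. The counts measure mRNA, and the protein was not analysed here. The role of GPX4 protein presumed here rests on the direction of the cholesterol biosynthesis genes and on the need of GPX4 for isopentenyl pyrophosphate, and the paper goes on to conclude that R-FBS acts independently of GPX4 activity.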

Higher protein levels of GPX4 were found in MEFs cultured in Rcm than in those cultured in Scm (Fig. S5A), with an increase upon changing the medium from Scm to Rcm (Fig. S5B). Moreover, it was observed that the enhanced resistance of MEFs to ferroptosis induced by switching the medium from Scm to Rcm was counteracted by the addition of lovastatin (Lova) [22], an inhibitor of 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR), the rate-limiting enzyme in the cholesterol biosynthesis pathway (Fig. S5C). Furthermore, the effect of Lova on lipid peroxidation generation was consistent with ferroptosis induction (Fig. S5D). Therefore, it was suspected that R-FBS enhanced the activity of the cellular cholesterol synthesis pathway, leading to increased production of intermediate metabolites and a subsequent increase in the synthesis of GPX4. However, the increased protein levels of GPX4 upon changing from Scm to Rcm were not altered by treatment with Lova (Fig. S5B). This suggests that R-FBS increases the protein level of GPX4 independently of the cholesterol biosynthesis pathway. More importantly, it was observed that *Gpx4*-knockout MEFs cultured in Scm were sensitive to ferroptosis; in contrast, those cultured in Rcm were still resistant (Fig. S5E–G). Therefore, R-FBS inhibits ferroptosis independent of GPX4 activity.

### APOH inhibits ferroptosis by activating the AKT-SREBP1-SCD pathway

SREBPs are regulated by the PI3K-AKT pathway, which serves as a molecular hub linking extracellular and intracellular stimuli to various cellular processes [23–25]. The activation of the PI3K-AKT pathway by Rcm was investigated to evaluate its effect on SREBP1. In serum-depleted MEFs cells, the activity of AKT indicated by phosphorylated AKT (p-AKT) is at a low level. It was discovered that Rcm and purified APOH significantly increased p-AKT compared to Scm (Fig. 5A). Furthermore, APOH increased p-AKT in a dose-dependent manner (Fig. 5A). The ability of APOH to activate AKT was inhibited by the PI3K/AKT inhibitor MK-2206 [26]; and heat-treated APOH was unable to activate AKT (Fig. 5B). Consistent with the downstream regulation of SREBP1, the increase in SCD1 protein levels resulting from the change in the cell culture medium from Scm to Rcm or APOH was mitigated by the AKT inhibitor, LY294002 (LY) [27], confirming the anticipated involvement of AKT in this regulatory pathway (Fig. S6A, B). Furthermore, the increased resistance of MEFs to ferroptosis observed upon changing the culture medium from Scm to 5% Scm + 5% Rcm or 5% Scm + APOH was mitigated by LY (Fig. 5C, D).

**Fig. 5:**
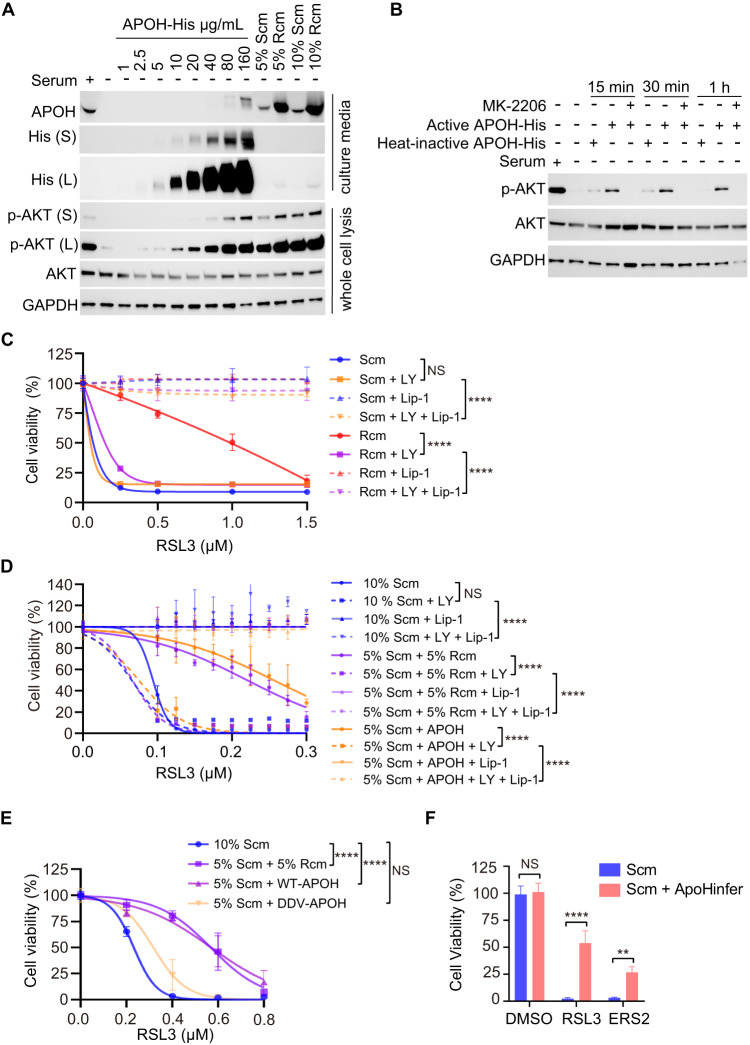
APOH inhibits ferroptosis by activating the AKT-SREBP1 pathway. **A** APOH induced the phosphorylation of AKT (p-AKT) in MEFs. Western blot analysis was performed to measure the p-AKT, AKT, and APOH. MEFs cultured in Scm were serum-starved for 12 h and then treated with the indicated concentration of APOH, or 5% or 10% of Rcm or Scm for 30 min. **B** PI3K/AKT inhibitor MK-2206 prevented the p-AKT induced by APOH. MEFs cultured in Scm were serum-starved for 12 h and then treated with 10 μg/mL APOH or heat-inactivated APOH for the indicated time with or without MK-2206 (5 μM). Western blot analysis was performed to measure p-AKT and AKT. **C** Cell viability of MEFs cultured in Scm changed medium to Rcm or not, treated with or without LY294002 (LY, 12 μM) for 12 h before treatment with different doses of RSL3 and/or Lip-1 (1 μM) for 24 h. **D** Cell viability of MEFs cultured in Scm and then changed medium to 5% Scm + 5% Rcm, 5% Scm + APOH (120 μg/mL) or not, treated with or without LY (12 μM) for 12 h before treatment with different doses of RSL3 and/or Lip-1 (1 μM) for 24 h. **E** Cell viability of MEFs cultured in Scm changed medium to 5% Scm + 5% Rcm, 5% Scm + WT-APOH (120 μg/mL), 5% Scm + DDV-APOH (120 μg/mL) or not, treated with different doses of RSL3 for 24 h. **F** Cell viability of MEFs cultured in Scm changed medium to Scm + ApoHinfer (Scm adding 300 μg/mL ApoHinfer) or not for 24 h, before treated with or without 0.4 μM RSL3 or 0.2 μM ERS2 for 24 h. Western blot is representative of three biological replicates (**A**, **B**). Data are presented as mean ± s.d., *n* = 3 independent repeats. Unpaired, two-tailed *t*-test; **P < 0.01, ****P < 0.0001. NS not significant.

APOH binds preferentially to negatively charged phospholipids that contain five domains. The fifth domain (domain V, the domain close to C-terminal) of APOH is the most functional for the binding to anionic phospholipid [28]. The domain V (244–326, mature peptide amino acid numbering) contains two active regions. The highly positively charged region between amino acids (AA) 281–288 (CKNKEKKC) is conserved and critical for phospholipid binding [29]. The region of AA 311–317 (SSLAFWK) plays a crucial role in its insertion into lipid monolayers and the insertion ability of APOH is stronger when a higher content of negatively charged lipids is present in the membrane [30], however, its biological functions remain unclear.

It was suspected that APOH may facilitate the binding between APOH and the cell membrane, which is important for the activation of AKT. To test this hypothesis, a deleted domain V mutant variant of APOH (DDV-APOH) was generated. In contrast to wild-type APOH (WT-APOH), DDV-APOH showed reduced efficacy in augmenting p-AKT (Fig. S6C). Notably, DDV-APOH demonstrated decreased ferroptosis inhibitory activity compared to WT-APOH, providing consistent evidence of its diminished functional impact on ferroptosis inhibition (Fig. 5E). To further evaluate the efficacy of domain V of APOH in inhibiting ferroptosis, we synthesized a peptide named ApoHinfer, which combines two active regions of domain V (AA 281–288, AA 311–317) with a linker composed of two glycine residues. Consistently, MEFs cultured in Scm with ApoHinfer effectively inhibited ferroptosis induced by RSL3 and ERS2 (Fig. 5F). Additionally, it increased SCD level, similar to APOH, thereby inhibiting ferroptosis (Fig. S6D).

### APOH expression is associated with sorafenib response in patients with liver cancer

APOH is synthesized primarily in the liver and excreted into the bloodstream [15]. Various diseases and injuries can impact the expression of *APOH* mRNA in the liver [31, 32]. We suspect that the differential levels of APOH protein in serum and its regulatory function in ferroptosis might play a significant role in the occurrence and progression of liver-related diseases. Hepatocellular carcinoma (HCC), the most common type of liver cancer, is treated with sorafenib, a multi-kinase inhibitor and the only approved systemic agent for HCC [33]. Sorafenib induces ferroptosis by targeting SLC7A11 [34, 35], which imports cystine for GSH biosynthesis, and by inhibiting SCD expression [36]. Therefore, we hypothesize that APOH may interact with the therapeutic effect of sorafenib on HCC.

To test this hypothesis, the GSE109211 dataset [37] from the Gene Expression Omnibus (GEO) database, which included gene expression data from 67 patients with HCC who underwent sorafenib treatment, was analyzed. Among these patients, 21 individuals were classified as sorafenib treatment responders and 46 as non-responders; conducted analysis revealed that patients with high *SLC7A11* expression responded better to sorafenib treatment (Fig. 6A). Furthermore, higher expression levels of *GPX4* were correlated with resistance to sorafenib treatment (Fig. 6B), further confirming that ferroptosis plays an important role in sorafenib treatment in this dataset [34, 36].

**Fig. 6:**
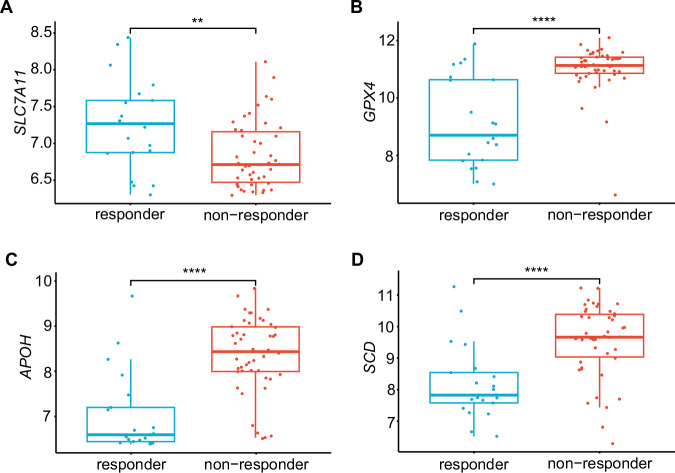
APOH expression associates with sorafenib response in patients with liver cancer. Expression of *SLC7A11* (**A**), *GPX4* (**B**), *APOH* (**C**), and *SCD* (**D**) were evaluated in patients with HCC hepatocellular carcinoma, they were categorized as 21 responders and 46 non-responders to sorafenib treatment using the GEO dataset (GSE109211). The statistical difference of the two groups was compared through the *t*-test. **P < 0.01, ****P < 0.0001.

The conducted analysis revealed that the patients who exhibited resistance to sorafenib treatment (non-responder) had higher *APOH* levels than those who responded to sorafenib treatment (Fig. 6C). This indicates that sorafenib efficacy is associated with *APOH* levels in HCC. Additionally, the analysis revealed that patients with HCC who were resistant to sorafenib treatment exhibited relatively higher expression levels of fatty acid and cholesterol-related genes, including *SCD, SREBP1,* and *HMGCR* (Figs. 6D and S7A, B), which was highly correlated with the findings.

## Discussion

Serum provides various components to cells and serves as an important culture medium. Previous studies revealed that serum components such as transferrin [38], glutamine [38, 39], and cystine [40] modulate ferroptosis by affecting cellular redox capacity and controlling the occurrence of ferroptosis. But despite the fact that ferroptosis is a regulated cell death, none of these components involved in cellular response to extracellular signals. Our study represents the first demonstration that serum protein can directly modulate cellular lipid metabolism via signaling pathways and impacting cell sensitivity to ferroptosis. Specifically, we revealed that APOH is a pivotal protein in the serum that can confer cellular resistance to ferroptosis by modulating cellular lipid composition. Mechanistically, APOH exerts its inhibitory effect on ferroptosis by activating SREBP1, increasing SCD1 levels, and subsequently enhancing the content of MUFA-PLs/MUFA-ePLs. This study underscores the significance of serum as an extracellular milieu in regulating lipid metabolism linked to ferroptosis.

PI3K-AKT pathway act as molecular hubs that respond to extracellular signals and regulate various cellular processes [23, 24]. Our study shows that the serum protein APOH activates the PI3K/AKT-SREBP1-SCD1 pathway to increase the level of MUFA-PLs/MUFA-ePLs. The attenuation of APOH resistance to ferroptosis by SCD1 suppression (Fig. 4F), likely due to the decrease in MUFA-PLs/MUFA-ePLs, thereby increases cellular sensitivity to ferroptosis induction [8, 41]. Therefore, this study established APOH as a novel regulator of the PI3K-AKT pathway and that increasing MUFA-PLs/MUFA-ePLs levels through this regulation contributes to cell resistance to ferroptosis.

Apolipoproteins bind to lipids to form lipoproteins, primarily responsible for lipid transport [42], it can also bind to plasma membrane lipid [43]. APOH preferentially binds to negatively charged phospholipids, such as cardiolipin, phosphatidylserine (PS), and phosphatidylinositol (PI) [44, 45]. The domain V of APOH (244-326, mature protein amino acid numbering) is sufficient for binding to PI 4,5-bisphosphate (PI(4,5)P_2_) and PI 3,4,5-triphosphate (PI(3,4,5)P_3_) (PIP3) lipids [45]. PIP3 is a key lipid second messenger that recruits and activates AKT, an essential component of the PI3K-AKT signaling pathway [23]. Our experiments show that higher levels of APOH enhance ferroptosis inhibition. A possible explanation is that sufficient APOH may cause the aggregation of PIP3 on the cell membrane, which in turn promotes the activation of the AKT signaling pathway. Notably, our findings reveal that deletion of domain V in APOH abrogates its ability to activate the PI3K-AKT signaling pathway and its ability to inhibit ferroptosis. More importantly, ApoHinfer, the integration of the two active regions within domain V responsible for phospholipid binding (AA 281–288) and insertion into the lipid membrane (AA 311–317), directly and effectively inhibits ferroptosis (Fig. 5F). These results emphasize the essential and sufficient role of domain V in APOH-mediated ferroptosis inhibition.

APOH plasma concentrations show a wide inter-individual variation, ranging from immunologically undetectable levels to concentrations of 350 μg/mL, with a mean of 150–200 μg/mL [46, 47]. The expression of APOH may be influenced by distinct physiological and pathological factors [32, 46, 48]. For example, alcohol downregulates *ApoH* expression, exacerbates fatty liver, and induces dysbiosis of lipid metabolism in a mouse model of alcoholic fatty liver disease (AFLD) [48]. Recent studies indicate that AFLD and non-alcoholic fatty liver disease (NAFLD) are caused by ferroptosis [4, 49]. These findings suggest that APOH levels are tightly regulated by physiological or pathological conditions and play an essential role in the regulation of ferroptosis. Increasing APOH levels or supplementing with ApoHinfer to alter cellular lipid metabolism could be a novel approach to preventing diseases associated with ferroptosis. Since ApoHinfer is a peptide derivative of APOH and APOH levels vary greatly between individuals, it is a potential candidate with minimal side effects that offers promising prospects for clinical application.

The level of APOH significantly influence the state of cells sensitive to ferroptosis, and a dose-dependent effect of APOH on activation of the AKT pathway was observed (Figs. 2F and 5A). Consistent with findings in this study, cancer cells harboring activating mutations in the AKT pathway and its downstream mTOR signaling pathway exhibit resistance to ferroptosis [50]. Patients with cancer bearing these mutations may be effectively treated with therapies that combine ferroptosis induction with mTOR inhibition [50]. Furthermore, it was discovered that patients with HCC with high APOH expression were less susceptible to sorafenib-induced ferroptosis. Our study implies that high serum APOH levels might confer resistance to sorafenib-induced ferroptosis, even in patients lacking activating mutations in the AKT pathway. Hence, considering serum APOH levels could be crucial in treating ferroptosis-related diseases.

SLC7A11 inhibits ferroptosis by facilitating cystine uptake for GSH synthesis. However, in HCC patients resistant to sorafenib, *SLC7A11* expression is lower. This discrepancy may be explained by the adaptation of cancer cells with low *SLC7A11* expression to reduced GSH levels in vivo. These cells likely develop compensatory mechanisms to maintain their antioxidant capacity, including the upregulation of *GPX4*, *APOH*, and *SCD* (Fig. 6B–D), with *GPX4* and *SCD* being well-known ferroptosis inhibitors. Consequently, HCC patients with low *SLC7A11* expression are resistant to inhibitors of this transporter by upregulating other antioxidant mechanisms.

We found that R-FBS also influenced the cholesterol biosynthesis pathway. Intermediate metabolites of the cholesterol biosynthesis pathway, such as CoQ [51, 52], squalene [53], and IPP [21], are involved in the regulation of ferroptosis, we also found that lovastatin, an inhibitor of cholesterol biosynthesis can partially abolished the effect of R-FBS (Fig. S5C, D). On the other hand, despite that IPP is essential for the efficient translation of GPX4 [20] and R-FBS affected the protein content of GPX4, the ability of R-FBS to inhibit ferroptosis was independent of the activity of GPX4 (Fig. S5F, G). Whether R-FBS influences ferroptosis through cholesterol biosynthesis pathway by CoQ or other metabolites requires further investigation.

In summary, this study highlights APOH as a novel extracellular regulator of the PI3K/AKT-SREBP1-SCD1 pathway, crucial for cellular resistance to ferroptosis by altering lipid composition. As serum plays a vital role in both in vivo and in vitro settings, this research underscores the tight regulation of ferroptosis within physiological or pathological conditions provided by serum. Moreover, it offers insights into establishing standard controls for serum usage in ferroptosis researches. Further investigations into additional serum proteins or small molecules modulating ferroptosis are warranted.

## Materials and methods

### Chemicals

RSL3 (B6095), Liproxstatin-1 (B4987), Fatostatin A (B5599), LY294002 (A8250), MK-2206 dihydrochloride (A3010), MK-8245 (A4345), Cell Counting Kit-8 (CCK-8, K1018) were purchased from APExBIO (TX, USA). Erastin2 (GC43623) was purchased from GlpBio (CA, USA). BODIPY 581/591 C11 (D3861) was purchased from Thermo Fisher (MA, USA).

### Cell culture

HEK 293T, MEF cell lines were acquired from the American Type Culture Collection. The Hepa 1–6, H1299, BT549, C2C12, CT26, 4T1, and SK-OV-3 cell lines were purchased from the Cell Resource Center, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences. All cell lines tested negative for Mycoplasma. Cell culture and all biological experiments were performed at 37 °C in 5% CO_2_ conditions in a cell culture incubator. HEK 293T, MEFs, and C2C12 cells were cultured in high-glucose Dulbecco’s modified Eagle’s medium (L110KJ, BasalMedia, Shanghai, China) supplemented with 10% indicated FBS, and 1% penicillin-streptomycin (S110JV, BasalMedia, Shanghai, China). H1299, BT549, and CT26 cell lines were cultured in RPMI 1640 (L210KJ, Basal Media, Shanghai, China) with the indicated FBS. SK-OV-3 cells were cultured in McCoy’s 5A medium (L630 KJ, Basal Media) supplemented with 10% FBS. Fetal bovine serum (FBS) used in this study was obtained from ExCell (FSP500, Lot No. 12A278; 12A327; 12B164; 12B172; 12J098; Taicang, China), Yeasen (40130ES76, Lot No. 504051820; 504062922, Shanghai, China), BioAgrio (S1370 and S1370L, USA), Sigma (F7524, USA), Thermo Fisher (30067334, USA), and Biological Industries (04-005-1A, Israel).

### Cell viability assay

MEFs, Hepa 1-6, H1299, BT549, C2C12, CT26, 4T1, and SK-OV-3 were seeded in 96-well plates at a density of 5 to 8 × 10^3^ cells/well for 24 h. Cells were treated with the compounds for 24 h, as indicated. The cells were exposed to 10 μL CCK-8 with 100 μL culture medium per well for 1–4 h in an incubator. Absorbance at 450 nm was measured using a microplate reader.

### Lipid peroxidation measurement

MEFs were seeded in 6-well plates at a density of 2 × 10^5^ cells/well and cultured in the indicated medium (Rcm or Scm). The next day, MEFs were treated with compounds for the indicated times before incubation with 2.5 μM of BODIPY 581/591 C11 for 30 min at 37 °C in a CO_2_ incubator. The cells were trypsinized, resuspended in the culture medium, and washed twice with phosphate-buffered saline (PBS). Lipid peroxidation was assessed using a flow cytometer with a 488 nm laser on an FL1 detector (Beckman CytoFlex S, Beckman, CA, USA). A minimum of 10,000 single cells per sample were analyzed.

### Ammonium sulfate precipitate and identification from FBS

All purification steps were performed at 4 °C. For purification, 110 mL R-FBS was applied to 50–90% saturation ammonium sulfate and incubated for 4 h. Each fraction was centrifuged at 12,000 × *g* for 20 min. The precipitate was resuspended and dialyzed overnight with Buffer A (20 mM HEPES [pH 7.5] and 50 mM NaCl). The mixture of 60–80% ASP fraction was loaded onto Q and SP Sepharose columns. The binding proteins were eluted with a gradient of 100–1000 mM NaCl in 20 mM HEPES (pH 7.5) and changed to Buffer A while concentrating with an Amicon Ultra-15 Centrifugal Filter (Millipore, 10 kDa cutoff). The fractions were separated by SDS-PAGE and examined using Coomassie Brilliant Blue staining. Protein concentrations were quantified using the Quick Start Bradford assay (Bio-Rad, CA, USA). And, the fractions were filtered with 0.22 μm filters and assayed for ferroptosis-inhibiting activity.

### Mass spectrometry

Equal amounts of protein from fractions of SP100–500 and Q300–500 were precipitated by adding methanol and chloroform (4:1, v/v) and then resuspended with 100 μL 100 mM TEAB (pH 7.5). Trypsin/Lys-C Mix (Promega, V5072) was added to protein at an enzyme-to-substrate ratio of 1:50 (w/w), and the digestion was conducted at 37 °C overnight. After digestion, the peptides were treated with 1% trifluoroacetic acid (TFA), purified using C18 Zip tips, and eluted with 0.1% TFA in 50–70% acetonitrile. The peptides were pre-processed and injected into an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific, Waltham, MA, USA) coupled with an EASY-nLC 1000 liquid chromatograph (Thermo Scientific, Waltham, MA, USA). Bioinformatics and statistical analyses of the original mass spectrometric (MS) data were performed using PEAKS Studio (version 8.5) with the Swiss-Prot database (updated November 2020). The *Bos taurus* database was used for the following result analysis. Only the hits with FDR ≤ 0.01 and the *P* ≤ 0.05 were accepted for discussion. The proteins of SP100-500 and Q300-500 identified by MS are listed in Table S1.

### APOH protein purification

The mouse Apoh cDNA was cloned from Core Facility of Basic Medical Sciences (Shanghai Jiao Tong University School of Medicine, SHSMU). PCR amplified using primers WT-APOH-F: 5′-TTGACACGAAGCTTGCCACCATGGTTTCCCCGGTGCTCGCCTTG-3′ and WT-APOH-R: 5′-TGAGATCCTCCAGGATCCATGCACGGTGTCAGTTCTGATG-3′; DDV-APOH-F: 5′-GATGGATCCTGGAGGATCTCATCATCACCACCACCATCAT-3′ and DDV-APOH-R: 5′-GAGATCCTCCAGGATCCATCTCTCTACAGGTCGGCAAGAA-3′. cDNAs encoding mouse WT-APOH and DDV-APOH tagged with 8×His were subcloned into the PKN plasmid obtained from Aiwu Zhou lab. HEK 293 T cells were transiently transfected using polyethylenimine (PEI; Polyscience, USA), and cells were cultured in 2% Scm for 48 h. The culture medium was harvested, and the insoluble substances were removed by 12,000 × *g* centrifugation for 15 min before filtration through a 0.22 μm filter. The medium with targeted protein was dialyzed overnight with Buffer B (20 mM HEPES [pH 7.5], 250 mM NaCl, and 20 mM imidazole) and then loaded onto HisTrap HP columns (Cytiva, 5 mL). After equilibrating the column with Buffer B, the targeted proteins were eluted with Buffer C (20 mM HEPES [pH 7.5], 250 mM NaCl, and 500 mM imidazole). Finally, the proteins were changed to Buffer A (20 mM HEPES [pH 7.5], 50 mM NaCl) while concentrating with an Amicon Ultra-15 Centrifugal Filter (Millipore, 10 kDa cutoff).

### ApoHinfer synthesis

ApoHinfer peptide (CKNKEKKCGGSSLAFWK) was purchased from ChinaPeptides Co, Ltd (QYAOBIO) and synthesized by 9-fluorenylmethyloxycarbonyl (Fmoc) solid phase peptide synthesis (SPPS) method. ApoHinfer was dissolved in PBS and added to the Scm at a suitable concentration for cell culture.

### Western blot

MEFs were seeded in 6-well plates (2.5 × 10^5^ cells/well) cultured in Scm for 24 h. For SCD1 detection, cultured media were replaced with the indicated media and for indicated times. To detect p-AKT, MEFs were seeded on 6-well plates at a density of 2.5 × 10^5^ cells/well and cultured in Scm for 24 h. The cells were then starved in serum-free DMEM for 12 h and treated with 10 µg/mL purified mouse WT-APOH or DDV-APOH protein diluted in serum-free DMEM for the indicated times. Cells were rinsed with ice-cold DPBS three times and lysed for 30 min at 4 °C using Mammalian Cell Lysis Buffer (MCLB): 50 mM Tris (pH 7.5), 150 mM NaCl, and 0.5% NP40, supplemented with 1 mM PMSF (Amresco, WA, USA), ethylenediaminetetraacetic acid-free protease inhibitor cocktail, and phosphatase inhibitor cocktail (Roche, Basel, Switzerland). Whole-cell proteins were obtained by 20 min centrifugation (13,000 × *g*, 4 °C), and protein concentrations were quantified using the Quick Start Bradford assay (Bio-Rad, CA, USA). The proteins were electrophoresed by 4%–20% SDS-PAGE using vertical electrophoresis (Tanon, Shanghai, China) and transferred to a nitrocellulose filter membrane (Millipore, MA, USA). The membranes were blocked with 5% defatted milk for 1 h and incubated with the indicated primary antibodies at 4 °C. Following 24 h, the membranes were washed thrice with Tris-buffered saline with Tween (TBST) (20 mmol/L Tris, pH 7.4; 137 mmol/L NaCl; 0.05% Tween-20) and then incubated with secondary antibodies (1:10,000 diluted in TBST) for 1 h at room temperature. Immunoreactive protein bands were detected by enhanced chemiluminescence using the ChampChemi imaging system (Sage Creation Science, Beijing, China). Anti-APOH (66074-1-Ig), anti-GPX4 (67763-1-Ig), anti-Albumin (16475-1-AP), anti-GAPDH (60004-1-Ig), anti-β-actin (66009-1-Ig), anti-tubulin (66031-1-Ig) and anti-His-tag (66005-1-Ig) were purchased from Proteintech (IL, USA). Anti-SCD1 (2794), anti-phospho-AKT Ser473 (9271 T), and anti-AKT (4691T) antibodies were purchased from Cell Signaling Technology (MA, USA). GAPDH and actin were used as internal controls.

### RNA-seq analysis and transcription factor prediction analysis

Total RNA was extracted from MEFs cultured in Scm and Rcm medium and from MEFs subjected to medium exchange for 12 h (R-Scm 12 h, S-Rcm 12 h) or 24 h (R-Scm 24 h, S-Rcm 24 h) using the RNeasy mini kit (Qiagen, Germany). RNA-Seq was performed at Sinotech Genomics Co., Ltd. (Shanghai, China). Library construction and sequencing were performed by Sinotech Genomics Co. Ltd. (Shanghai, China). Purified libraries were quantified by Qubit^®^ 2.0 Fluorometer (Life Technologies, USA) and validated by Agilent 2100 bioanalyzer (Agilent Technologies, USA), and sequenced on the Illumina NovaSeq 6000 (Illumina, USA). Paired-end sequence files (FASTQ) were mapped to the reference genome GRCm38.102 using Hista2 (Hierarchical Indexing for Spliced Alignment of Transcripts, version 2.0.5).

The DEGs between Rcm and Scm, Rcm and R-Scm 12 h, Rcm and R-Scm 24 h, Scm and S-Rcm 12 h, Scm and S-Rcm 24 h were analyzed using the DESeq2 package in R. DEGs were identified based on the following criteria: | log2 (fold change) | > 0.58 and adjust *P* < 0.05 across all groups. Significantly modulated mRNAs were selected for further analysis. KEGG pathway analysis of DEGs with “Clusterprofile” R package was performed.

### Bioinformatic analysis

Chip-sequencing library data was downloaded on the “Enrichr” website (https://maayanlab.cloud/Enrichr/) for transcription factor prediction analysis, and the R package “clusterProfiler” was used to predict the transcription factors of DEGs. The GSE109211 dataset was downloaded from the GEO database. GSE109211 was annotated using GPL13938, which included 21 sorafenib-responders and 46 sorafenib-non-responder samples. The “limma” R package was used to analyze the GSE109211 dataset.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

Total RNA was isolated from MEFs using the EZ-press RNA Purification kit (B0004D, CA, USA) and then reverse transcribed into cDNAs using the HiScript III RT SuperMix for qPCR (with gDNA wiper) kit (R323-01, Vazyme, Nanjing, China). The corresponding cDNAs were subjected to qPCR analysis using SYBR Green Master Mix (11201ES08, YESEN, Shanghai, China) with a 384-plate well in a LightCycler480 apparatus (Roche, Basel, Switzerland). GAPDH was used as the internal control. Relative gene expression data were analyzed using the 2^−ΔΔCT^ method. The primers used for RT-qPCR assays are listed in Table S2.

### Lipidomics analysis

All lipidomic analyses, identification, and quality control (QC) were performed according to standard procedures carried out by BioTree (Shanghai, China). Briefly, MEFs cultured in Scm were switched to other media, including Scm, Rcm, 5% Scm + 5% Rcm, or 5% Scm + APOH (120 μg/mL), and incubated for 24 h. Cells were seeded at a density of ~70%–80% confluence at the time of extraction. Cell pellets collected in PBS were washed and centrifuged before freezing on dry ice. For each sample, 0.2 mL water and 0.48 mL extract solution [methyl tert-butyl ether/methanol = 5:1, (v/v)] were added sequentially. Samples were centrifuged at 900 × *g* for 15 min at 4 °C. Before reconstitution, the supernatant was transferred to a fresh tube and dried in 80 μL 50% methanol in dichloromethane. The composition was then centrifuged at 16000 × *g* for 15 min at 4 °C, and 100 μL of supernatant was transferred to a fresh glass vial for LC/MS analysis. The QC sample was prepared by mixing an equal aliquot 15 μL of the supernatants of all samples. LC-MS/MS analyses were performed using a UHPLC system (1290, Agilent Technologies) equipped with a Kinetex C18 column (2.1 × 100 mm, 1.7 μm, Phenomen). Mobile phase A comprised 40% water, 60% acetonitrile, and 10 mM ammonium formate. Mobile phase B consisted of 10% acetonitrile and 90% isopropanol, and 50 mL of 10 mM ammonium formate was added to every 1000 mL mixed solvent. The analysis was conducted with elution gradient as follows: 0~1 min, 40% B; 1~12 min, 40~100% B; 12~13 min, 100% B; 13.5~13.7 min, 100~40% B; 13.7~18 min, 40% B. The column temperature was set to 55 °C. The auto-sampler temperature was 4 °C, and the injection volume was 2 μL (pos) or 2 μL (neg). A mass spectrometer was used because of its ability to acquire MS/MS spectra in data-dependent acquisition (DDA) mode under the control of the acquisition software (Xcalibur 4.0.27, Thermo). The raw data files were converted to files in mzXML format using the “msconvert” program from ProteoWizard. The CentWave algorithm in XCMS was used for peak detection, extraction, alignment, and integration; the minfrac for annotation was set at 0.5, and the cutoff for annotation was set at 0.3. Lipid identification was achieved by spectral matching using the LipidBlast library, developed using R and based on XCMS. The final dataset containing information on peak number, sample name, and normalized peak area was imported into the SIMCA16.0.2 software package (Sartorius Stedim Data Analytics AB, Umea, Sweden) for multivariate analysis. To visualize group separation and identify significantly altered metabolites, supervised orthogonal projections to latent structures-discriminate analysis (OPLS-DA) were applied. The value of variable importance in the projection (VIP) of the first principal component of the OPLS-DA was obtained. This summarizes the contribution of each variable to the model. Lipids with VIP > 1 and *P* < 0.05 (Student’s t-test) were considered significantly changed.

### CRISPR knockout Gpx4

Single guide RNAs (sgRNA) were designed to target *Gpx4* in MEFs. The sgRNA targeting *Gpx4* 5′-caccgCATGCCCGATATGCTGAGTG-3′ was cloned into the lentiviral vector lenti-CRISPR-v2-Puro. The clone was transfected into HEK 293 T cells using a pMD2.G envelope plasmid, a psPAX2 packaging plasmid, and the transfection reagent PEI. After 48 h, the supernatant containing the lentivirus particles was collected for infection of MEFs. To enhance efficiency, 1 μg/ml polybrene was added simultaneously. Following 48 h infection period, MEFs were treated with 1 μg/ml puromycin (APExBIO, USA) for 3 days to select positive cells before single cells were sorted into 96-well plates. Single cells were maintained in complete medium with 5 μM Lip-1 for 4 weeks, and each colony was analyzed by western blotting to confirm *Gpx4* deletion.

### Statistics analysis and reproducibility

Statistical significance was assessed using two-tailed unpaired Student’s t-tests, with *P* values calculated using GraphPad Prism software. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. NS, not significant. Data are presented as means ± standard deviation. The sample size was chosen based on the need for statistical power and was at least equal to the general sample size recommended in previous reports. The results of cell culture experiments were obtained from a minimum of three independent replicates. For immunoblots, the experiments were repeated at least three times with similar results, and representative data is shown, with the full and uncropped western blots provided in the Supplemental Material.

## Supplementary information

Supplement figures legends and tables

Original Western Blot

## Data Availability

The RNA-seq data have been deposited in GEO under the accession number GSE237178.

## References

[1] Conrad M, Pratt DA. The chemical basis of ferroptosis. Nat Chem Biol. 2019;15:1137–47. 10.1038/s41589-019-0408-1.31740834 10.1038/s41589-019-0408-1

[2] Stockwell BR. Ferroptosis turns 10: emerging mechanisms, physiological functions, and therapeutic applications. Cell. 2022;185:2401–21. 10.1016/j.cell.2022.06.003.35803244 10.1016/j.cell.2022.06.003PMC9273022

[3] Ide S, Ide K, Abe K, Kobayashi Y, Kitai H, McKey J, et al. Sex differences in resilience to ferroptosis underlie sexual dimorphism in kidney injury and repair. Cell Rep. 2022;41:111610. 10.1016/j.celrep.2022.111610.10.1016/j.celrep.2022.111610PMC979540936351395

[4] Cui S, Ghai A, Deng Y, Li S, Zhang R, Egbulefu C, et al. Identification of hyperoxidized PRDX3 as a ferroptosis marker reveals ferroptotic damage in chronic liver diseases. Mol Cell. 2023;83:3931–9.e5. https://www.sciencedirect.com/science/article/pii/S1097276523007529.37863053 10.1016/j.molcel.2023.09.025PMC10841858

[5] Wu J, Minikes AM, Gao M, Bian H, Li Y, Stockwell BR, et al. Intercellular interaction dictates cancer cell ferroptosis via NF2–YAP signalling. Nature. 2019;572:402–6. 10.1038/s41586-019-1426-6.31341276 10.1038/s41586-019-1426-6PMC6697195

[6] Yang WS, Kim KJ, Gaschler MM, Patel M, Shchepinov MS, Stockwell BR. Peroxidation of polyunsaturated fatty acids by lipoxygenases drives ferroptosis. Proc Natl Acad Sci USA. 2016;113:E4966–75. 10.1073/pnas.1603244113.27506793 10.1073/pnas.1603244113PMC5003261

[7] Doll S, Proneth B, Tyurina YY, Panzilius E, Kobayashi S, Ingold I, et al. ACSL4 dictates ferroptosis sensitivity by shaping cellular lipid composition. Nat Chem Biol. 2017;13:91–8. 10.1038/nchembio.2239.27842070 10.1038/nchembio.2239PMC5610546

[8] Magtanong L, Ko P-J, To M, Cao JY, Forcina GC, Tarangelo A, et al. Exogenous monounsaturated fatty acids promote a ferroptosis-resistant cell state. Cell. Chem Biol. 2019;26:420–32.e9. https://www.sciencedirect.com/science/article/pii/S2451945618304380.10.1016/j.chembiol.2018.11.016PMC643069730686757

[9] Liu X, Olszewski K, Zhang Y, Lim EW, Shi J, Zhang X, et al. Cystine transporter regulation of pentose phosphate pathway dependency and disulfide stress exposes a targetable metabolic vulnerability in cancer. Nat Cell Biol. 2020;22:476–86. 10.1038/s41556-020-0496-x.32231310 10.1038/s41556-020-0496-xPMC7194135

[10] Zhang W, Trachootham D, Liu J, Chen G, Pelicano H, Garcia-Prieto C, et al. Stromal control of cystine metabolism promotes cancer cell survival in chronic lymphocytic leukaemia. Nat Cell Biol. 2012;14:276–86. 10.1038/ncb2432.22344033 10.1038/ncb2432PMC3290742

[11] Yang WS, SriRamaratnam R, Welsch ME, Shimada K, Skouta R, Viswanathan VS, et al. Regulation of ferroptotic cancer cell death by GPX4. Cell. 2014;156:317–31. https://www.sciencedirect.com/science/article/pii/S0092867413015444.24439385 10.1016/j.cell.2013.12.010PMC4076414

[12] Armenta DA, Laqtom NN, Alchemy G, Dong W, Morrow D, Poltorack CD. et al.Ferroptosis inhibition by lysosome-dependent catabolism of extracellular protein.Cell Chem Biol. 2022;29:1588–1600.e7. https://www.sciencedirect.com/science/article/pii/S2451945622003609.36306785 10.1016/j.chembiol.2022.10.006PMC9762237

[13] Jiang X, Stockwell BR, Conrad M. Ferroptosis: mechanisms, biology, and role in disease. Nat Rev Mol Cell Biol. 2021;22:266–82. 10.1038/s41580-020-00324-8.33495651 10.1038/s41580-020-00324-8PMC8142022

[14] Duong-Ly KC, Gabelli SB. Chapter Seven - Salting out of proteins using ammonium sulfate precipitation. In: Lorsch JBT-M in E, editor. Laboratory methods in enzymology: protein part C. Academic Press; 2014. p. 85–94. https://www.sciencedirect.com/science/article/pii/B9780124201194000070.10.1016/B978-0-12-420119-4.00007-024674064

[15] Leduc MS, Shimmin LC, Klos KLE, Hanis C, Boerwinkle E, Hixson JE. Comprehensive evaluation of apolipoprotein H gene (APOH) variation identifies novel associations with measures of lipid metabolism in GENOA. J Lipid Res. 2008;49:2648–56. 10.1194/jlr.M800155-JLR200.18676959 10.1194/jlr.M800155-JLR200PMC2582370

[16] Wang X, Sato R, Brown MS, Hua X, Goldstein JL. SREBP-1, a membrane-bound transcription factor released by sterol-regulated proteolysis. Cell. 1994;77:53–62. https://www.sciencedirect.com/science/article/pii/0092867494902348.8156598 10.1016/0092-8674(94)90234-8

[17] Kamisuki S, Mao Q, Abu-Elheiga L, Gu Z, Kugimiya A, Kwon Y, et al. A small molecule that blocks fat synthesis by inhibiting the activation of SREBP. Chem Biol. 2009;16:882–92. https://www.sciencedirect.com/science/article/pii/S1074552109002385.19716478 10.1016/j.chembiol.2009.07.007

[18] Wang C, Shi M, Ji J, Cai Q, Zhao Q, Jiang J, et al. Stearoyl-CoA desaturase 1 (SCD1) facilitates the growth and anti-ferroptosis of gastric cancer cells and predicts poor prognosis of gastric cancer. Aging. 2020;12:15374–91. http://europepmc.org/abstract/MED/32726752.32726752 10.18632/aging.103598PMC7467382

[19] Friedmann Angeli JP, Schneider M, Proneth B, Tyurina YY, Tyurin VA, Hammond VJ, et al. Inactivation of the ferroptosis regulator Gpx4 triggers acute renal failure in mice. Nat Cell Biol. 2014;16:1180–91. 10.1038/ncb3064.25402683 10.1038/ncb3064PMC4894846

[20] Warner GJ, Berry MJ, Moustafa ME, Carlson BA, Hatfield DL, Faust JR. Inhibition of selenoprotein synthesis by selenocysteine tRNA[Ser]Sec lacking isopentenyladenosine. J Biol Chem. 2000;275:28110–9. https://www.sciencedirect.com/science/article/pii/S0021925819650921.10821829 10.1074/jbc.M001280200

[21] Viswanathan VS, Ryan MJ, Dhruv HD, Gill S, Eichhoff OM, Seashore-Ludlow B, et al. Dependency of a therapy-resistant state of cancer cells on a lipid peroxidase pathway. Nature. 2017;547:453–7. 10.1038/nature23007.28678785 10.1038/nature23007PMC5667900

[22] Jiang S-Y, Li H, Tang J-J, Wang J, Luo J, Liu B, et al. Discovery of a potent HMG-CoA reductase degrader that eliminates statin-induced reductase accumulation and lowers cholesterol. Nat Commun. 2018;9:5138. 10.1038/s41467-018-07590-3.30510211 10.1038/s41467-018-07590-3PMC6277434

[23] Di-Luoffo M, Ben-Meriem Z, Lefebvre P, Delarue M, Guillermet-Guibert J. PI3K functions as a hub in mechanotransduction. Trends Biochem Sci. 2021;46:878–88. https://www.sciencedirect.com/science/article/pii/S0968000421001080.34112586 10.1016/j.tibs.2021.05.005

[24] Krycer JR, Sharpe LJ, Luu W, Brown AJ. The Akt–SREBP nexus: cell signaling meets lipid metabolism. Trends Endocrinol Metab. 2010;21:268–76. https://www.sciencedirect.com/science/article/pii/S1043276010000032.20117946 10.1016/j.tem.2010.01.001

[25] Romani P, Brian I, Santinon G, Pocaterra A, Audano M, Pedretti S, et al. Extracellular matrix mechanical cues regulate lipid metabolism through Lipin-1 and SREBP. Nat Cell Biol. 2019;21:338–47. 10.1038/s41556-018-0270-5.30718857 10.1038/s41556-018-0270-5

[26] Wu K, Yan M, Liu T, Wang Z, Duan Y, Xia Y, et al. Creatine kinase B suppresses ferroptosis by phosphorylating GPX4 through a moonlighting function. Nat Cell Biol. 2023;25:714–25. 10.1038/s41556-023-01133-9.37156912 10.1038/s41556-023-01133-9

[27] Hao J, Chen Q, Feng Y, Jiang Q, Sun H, Deng B, et al. Combination treatment with FAAH inhibitors/URB597 and ferroptosis inducers significantly decreases the growth and metastasis of renal cell carcinoma cells via the PI3K-AKT signaling pathway. Cell Death Dis. 2023;14:247. 10.1038/s41419-023-05779-z.37024452 10.1038/s41419-023-05779-zPMC10079857

[28] Sanghera DK, Wagenknecht DR, McIntyre JA, Kamboh MI. Identification of structural mutations in the fifth domain of apolipoprotein H (β2-Glycoprotein I) which affect phospholipid binding. Hum Mol Genet. 1997;6:311–6. 10.1093/hmg/6.2.311.9063752 10.1093/hmg/6.2.311

[29] Schwarzenbacher R, Zeth K, Diederichs K, Gries A, Kostner GM, Laggner P, et al. Crystal structure of human β2‐glycoprotein I: implications for phospholipid binding and the antiphospholipid syndrome. EMBO J. 1999;18:6228–39. 10.1093/emboj/18.22.6228.10562535 10.1093/emboj/18.22.6228PMC1171686

[30] Wang F, Xia X-F, Sui S. Human apolipoprotein H may have various orientations when attached to lipid layer. Biophys J. 2002;83:985–93. https://www.sciencedirect.com/science/article/pii/S0006349502752247.12124280 10.1016/S0006-3495(02)75224-7PMC1302202

[31] Castro, Lázaro A, Selva I, Céspedes DM, Girona E, NúriaPlana J, et al. APOH is increased in the plasma and liver of type 2 diabetic patients with metabolic syndrome. Atherosclerosis. 2010;209:201–5. 10.1016/j.atherosclerosis.2009.09.072.19878946 10.1016/j.atherosclerosis.2009.09.072

[32] Okubo S, Miyamoto M, Ito D, Takami K, Ashida K. Albumin and apolipoprotein H mRNAs in human plasma as potential clinical biomarkers of liver injury: analyses of plasma liver-specific mRNAs in patients with liver injury. Biomarkers. 2016;21:353–62. 10.3109/1354750X.2016.1141987.26901698 10.3109/1354750X.2016.1141987

[33] Di Maio M, Daniele B, Perrone F. Role of sorafenib in HCC patients with compromised liver function. Nat Rev Clin Oncol. 2009;6:505–6. 10.1038/nrclinonc.2009.114.19707242 10.1038/nrclinonc.2009.114

[34] Dixon SJ, Patel DN, Welsch M, Skouta R, Lee ED, Hayano M, et al. Pharmacological inhibition of cystine-glutamate exchange induces endoplasmic reticulum stress and ferroptosis. eLife. 2014;3:e02523. http://europepmc.org/abstract/MED/24844246.10.7554/eLife.02523PMC405477724844246

[35] Yuan S, Wei C, Liu G, Zhang L, Li J, Li L, et al. Sorafenib attenuates liver fibrosis by triggering hepatic stellate cell ferroptosis via HIF-1α/SLC7A11 pathway. Cell Prolif. 2022;55:e13158. 10.1111/cpr.13158.34811833 10.1111/cpr.13158PMC8780895

[36] Zhang L, Li X, Shi X, Ye K, Fu X, Wang X, et al. Sorafenib triggers ferroptosis via inhibition of HBXIP/SCD axis in hepatocellular carcinoma. Acta Pharmacol Sin. 2023;44:622–34. 10.1038/s41401-022-00981-9.36109580 10.1038/s41401-022-00981-9PMC9958095

[37] Pinyol R, Montal R, Bassaganyas L, Sia D, Takayama T, Chau G-Y, et al. Molecular predictors of prevention of recurrence in HCC with sorafenib as adjuvant treatment and prognostic factors in the phase 3 STORM trial. Gut. 2019;68:1065–75. http://gut.bmj.com/content/68/6/1065.abstract.30108162 10.1136/gutjnl-2018-316408PMC6580745

[38] Gao M, Monian P, Quadri N, Ramasamy R, Jiang X. Glutaminolysis and transferrin regulate ferroptosis. Mol Cell. 2015;59:298–308. https://www.sciencedirect.com/science/article/pii/S1097276515004505.26166707 10.1016/j.molcel.2015.06.011PMC4506736

[39] Gao M, Yi J, Zhu J, Minikes AM, Monian P, Thompson CB, et al. Role of mitochondria in ferroptosis. Mol Cell. 2019;73:354–63.e3. https://www.sciencedirect.com/science/article/pii/S1097276518309365.30581146 10.1016/j.molcel.2018.10.042PMC6338496

[40] Zhang Y, Swanda RV, Nie L, Liu X, Wang C, Lee H. et al. mTORC1 couples cyst(e)ine availability with GPX4 protein synthesis and ferroptosis regulation. Nat Commun. 2021;12:1589.10.1038/s41467-021-21841-w.33707434 10.1038/s41467-021-21841-wPMC7952727

[41] Chen Z, Ho I-L, Soeung M, Yen E-Y, Liu J, Yan L, et al. Ether phospholipids are required for mitochondrial reactive oxygen species homeostasis. Nat Commun. 2023;14:2194.10.1038/s41467-023-37924-9.37069167 10.1038/s41467-023-37924-9PMC10110566

[42] Mehta A, Shapiro MD. Apolipoproteins in vascular biology and atherosclerotic disease. Nat Rev Cardiol. 2022;19:168–79. 10.1038/s41569-021-00613-5.34625741 10.1038/s41569-021-00613-5

[43] Niessen HWM, Lagrand WK, Rensink HJAM, Meijer CJLM, Aarden L, Hack CE. Apolipoprotein H, a new mediator in the inflammatory changes ensuing in jeopardised human myocardium. J Clin Pathol. 2000;53:863–7. http://jcp.bmj.com/content/53/11/863.abstract.11127271 10.1136/jcp.53.11.863PMC1731112

[44] Kamboh MI, Mehdi H. Genetics of apolipoprotein H (β2-glycoprotein I) and anionic phospholipid binding. Lupus. 1998;7:10–3. 10.1177/096120339800700203.10.1177/0961203398007002039814664

[45] Bidlingmaier S, Liu B. Interrogating yeast surface-displayed human proteome to identify small molecule-binding proteins. Mol Cell Proteomics. 2007;6:2012–20. 10.1074/mcp.M700223-MCP200.17660511 10.1074/mcp.M700223-MCP200

[46] Mehdi H, Aston CE, Sanghera DK, Hamman RF, Kamboh MI. Genetic variation in the apolipoprotein H (β2-glycoprotein I) gene affects plasma apolipoprotein H concentrations. Hum Genet. 1999;105:63–71. 10.1007/s004399900089.10480357 10.1007/s004399900089

[47] Willems GM, Janssen MP, Pelsers MMAL, Comfurius P, Galli M, Zwaal RFA, et al. Role of divalency in the high-affinity binding of anticardiolipin antibody−β2-glycoprotein I complexes to lipid membranes. Biochemistry. 1996;35:13833–42. 10.1021/bi960657q.8901526 10.1021/bi960657q

[48] Liu Y, Wu Z, Zhang Y, Chen B, Yu S, Li W, et al. Alcohol-dependent downregulation of apolipoprotein H exacerbates fatty liver and gut microbiota dysbiosis in mice. Lipids Health Dis. 2022;21:89. 10.1186/s12944-022-01699-7.36123743 10.1186/s12944-022-01699-7PMC9487114

[49] You Y, Liu C, Liu T, Tian M, Wu N, Yu Z, et al. FNDC3B protects steatosis and ferroptosis via the AMPK pathway in alcoholic fatty liver disease. Free Radic Biol Med. 2022;193:808–19. https://www.sciencedirect.com/science/article/pii/S0891584922009534.36336231 10.1016/j.freeradbiomed.2022.10.322

[50] Yi J, Zhu J, Wu J, Thompson CB, Jiang X. Oncogenic activation of PI3K-AKT-mTOR signaling suppresses ferroptosis via SREBP-mediated lipogenesis. Proc Natl Acad Sci USA. 2020;117:31189–97. 10.1073/pnas.2017152117.33229547 10.1073/pnas.2017152117PMC7733797

[51] Doll S, Freitas FP, Shah R, Aldrovandi M, da Silva MC, Ingold I, et al. FSP1 is a glutathione-independent ferroptosis suppressor. Nature. 2019;575:693–8. 10.1038/s41586-019-1707-0.31634899 10.1038/s41586-019-1707-0

[52] Shimada K, Skouta R, Kaplan A, Yang WS, Hayano M, Dixon SJ, et al. Global survey of cell death mechanisms reveals metabolic regulation of ferroptosis. Nat Chem Biol. 2016;12:497–503.27159577 10.1038/nchembio.2079PMC4920070

[53] Garcia-Bermudez J, Baudrier L, Bayraktar EC, Shen Y, La K, Guarecuco R, et al. Squalene accumulation in cholesterol auxotrophic lymphomas prevents oxidative cell death. Nature. 2019;567:118–22. 10.1038/s41586-019-0945-5.30760928 10.1038/s41586-019-0945-5PMC6405297

# Supplementary material for: Serum apolipoprotein H determines ferroptosis resistance by modulating cellular lipid composition
**Source:** Cell Death Dis. 2024 Oct 1;15(10):718. doi: 10.1038/s41419-024-07099-2
**Supplement:** Supplementary file 1 — Supplement figures legends and tables

**Supplementary Information for**

**Serum Apolipoprotein H Determines Ferroptosis Resistance by Modulating Cellular Lipid Composition**

Xiang He^1, #^, Jiahui Zhang^1, #^, Masha Huang^1, #^, Jie Wang^1^, Simin Yang^2^, Xiang Yu^1^, Yingjie Xu^1^, Wen Yang^1, *^

^#^These authors contributed equally: Xiang He, Jiahui Zhang, Masha Huang.

Supplementary Figure 1-7

Supplementary Table 1-2

**Figures**

**Fig. S1**

**
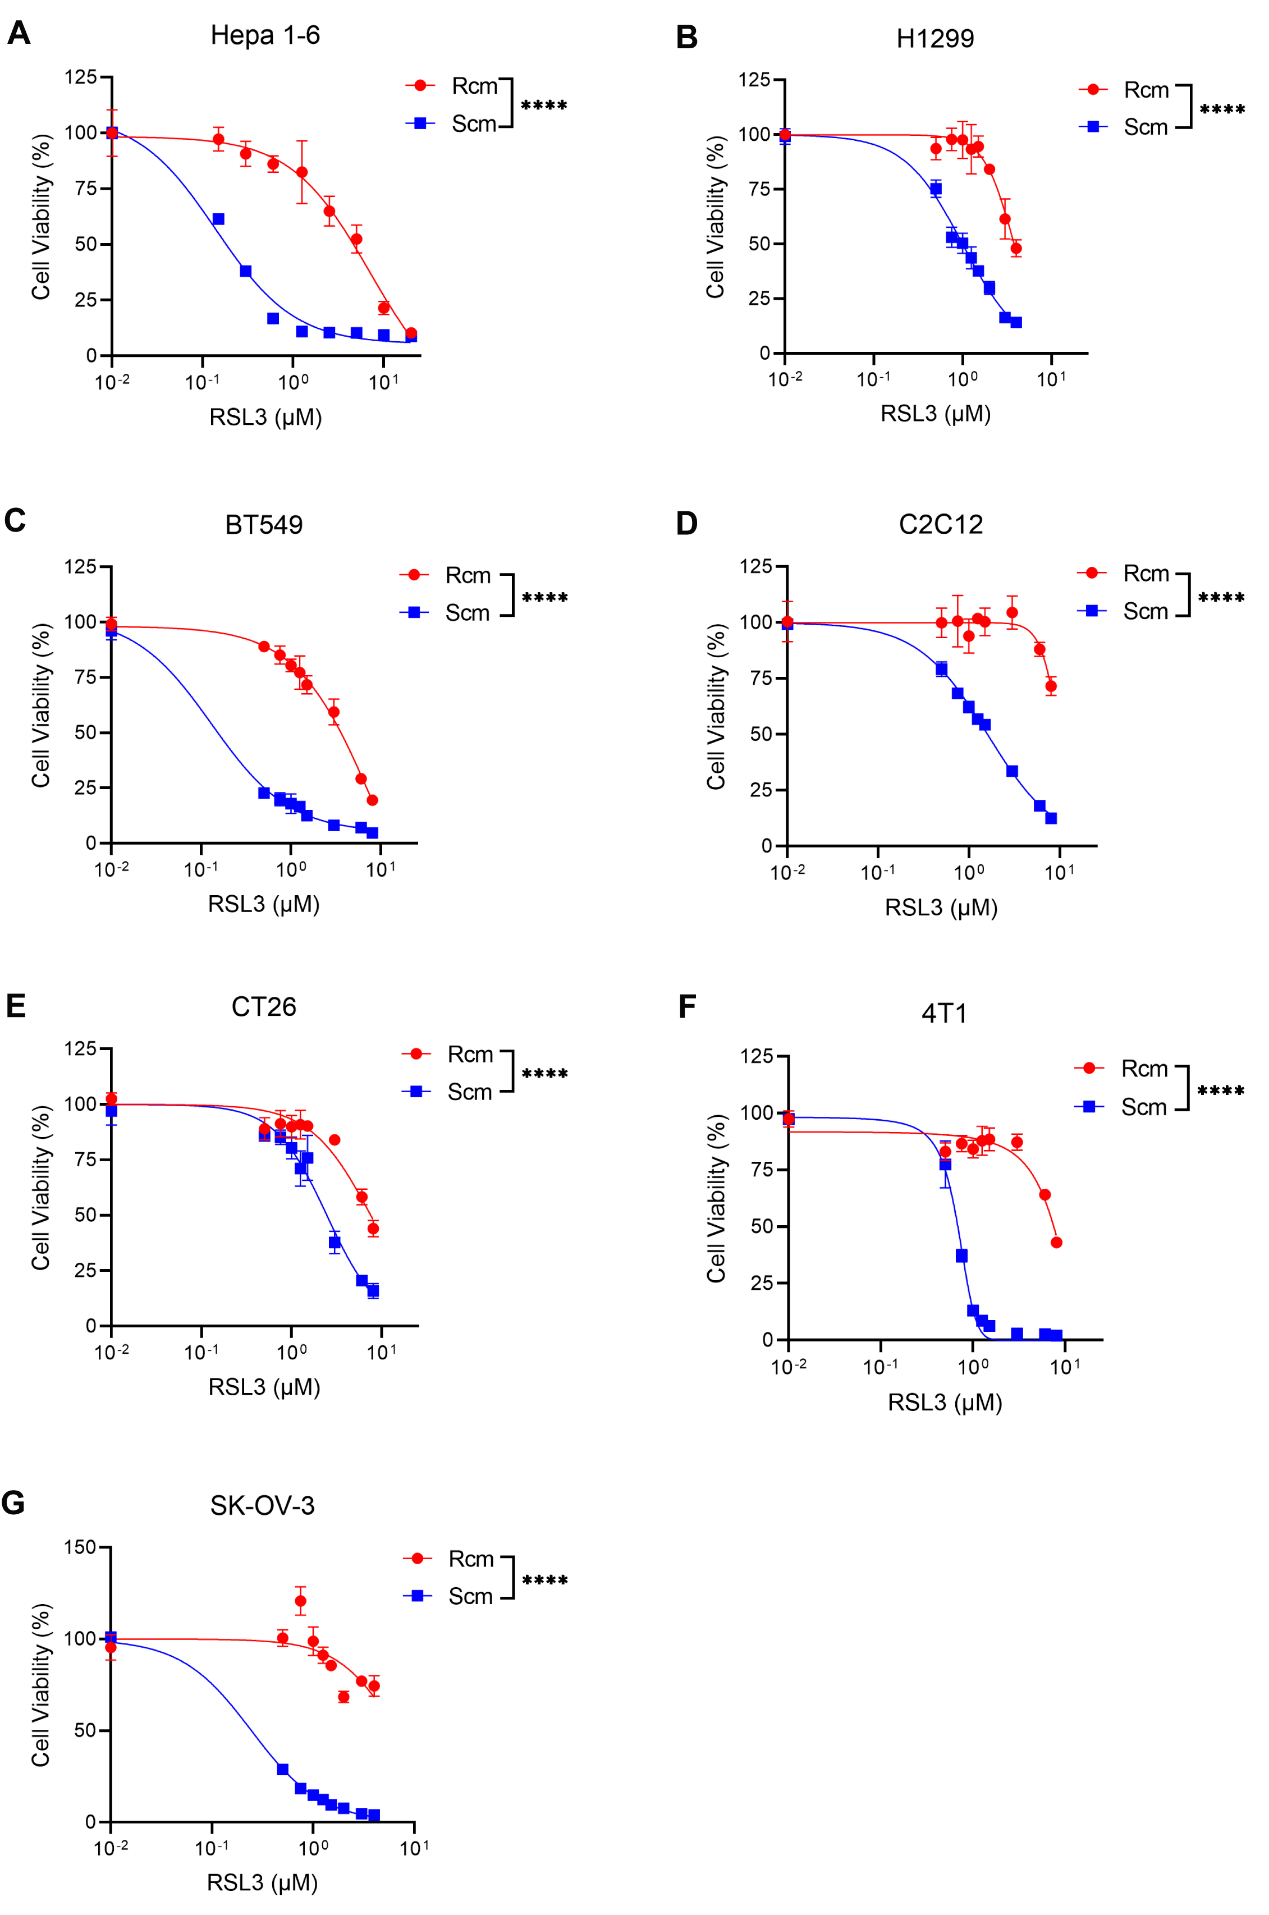
**

**Fig. S1. Serum changes the sensitivity of cells to ferroptosis.**

**(A-G)** Cell Viability of Hepa 1-6 **(A)**, H1299 **(B)**, BT549 **(C)**, C2C12 **(D)**, CT26 **(E)**, 4T1 **(F)**, and SK-OV-3 **(G)** cells cultured in Rcm or Scm and treated with different doses of RSL3. Data are presented as mean ± s.d., *n* = 3 independent repeats. Unpaired, two-tailed *t*-test; *****P* < 0.0001.

**Fig. S2**

**
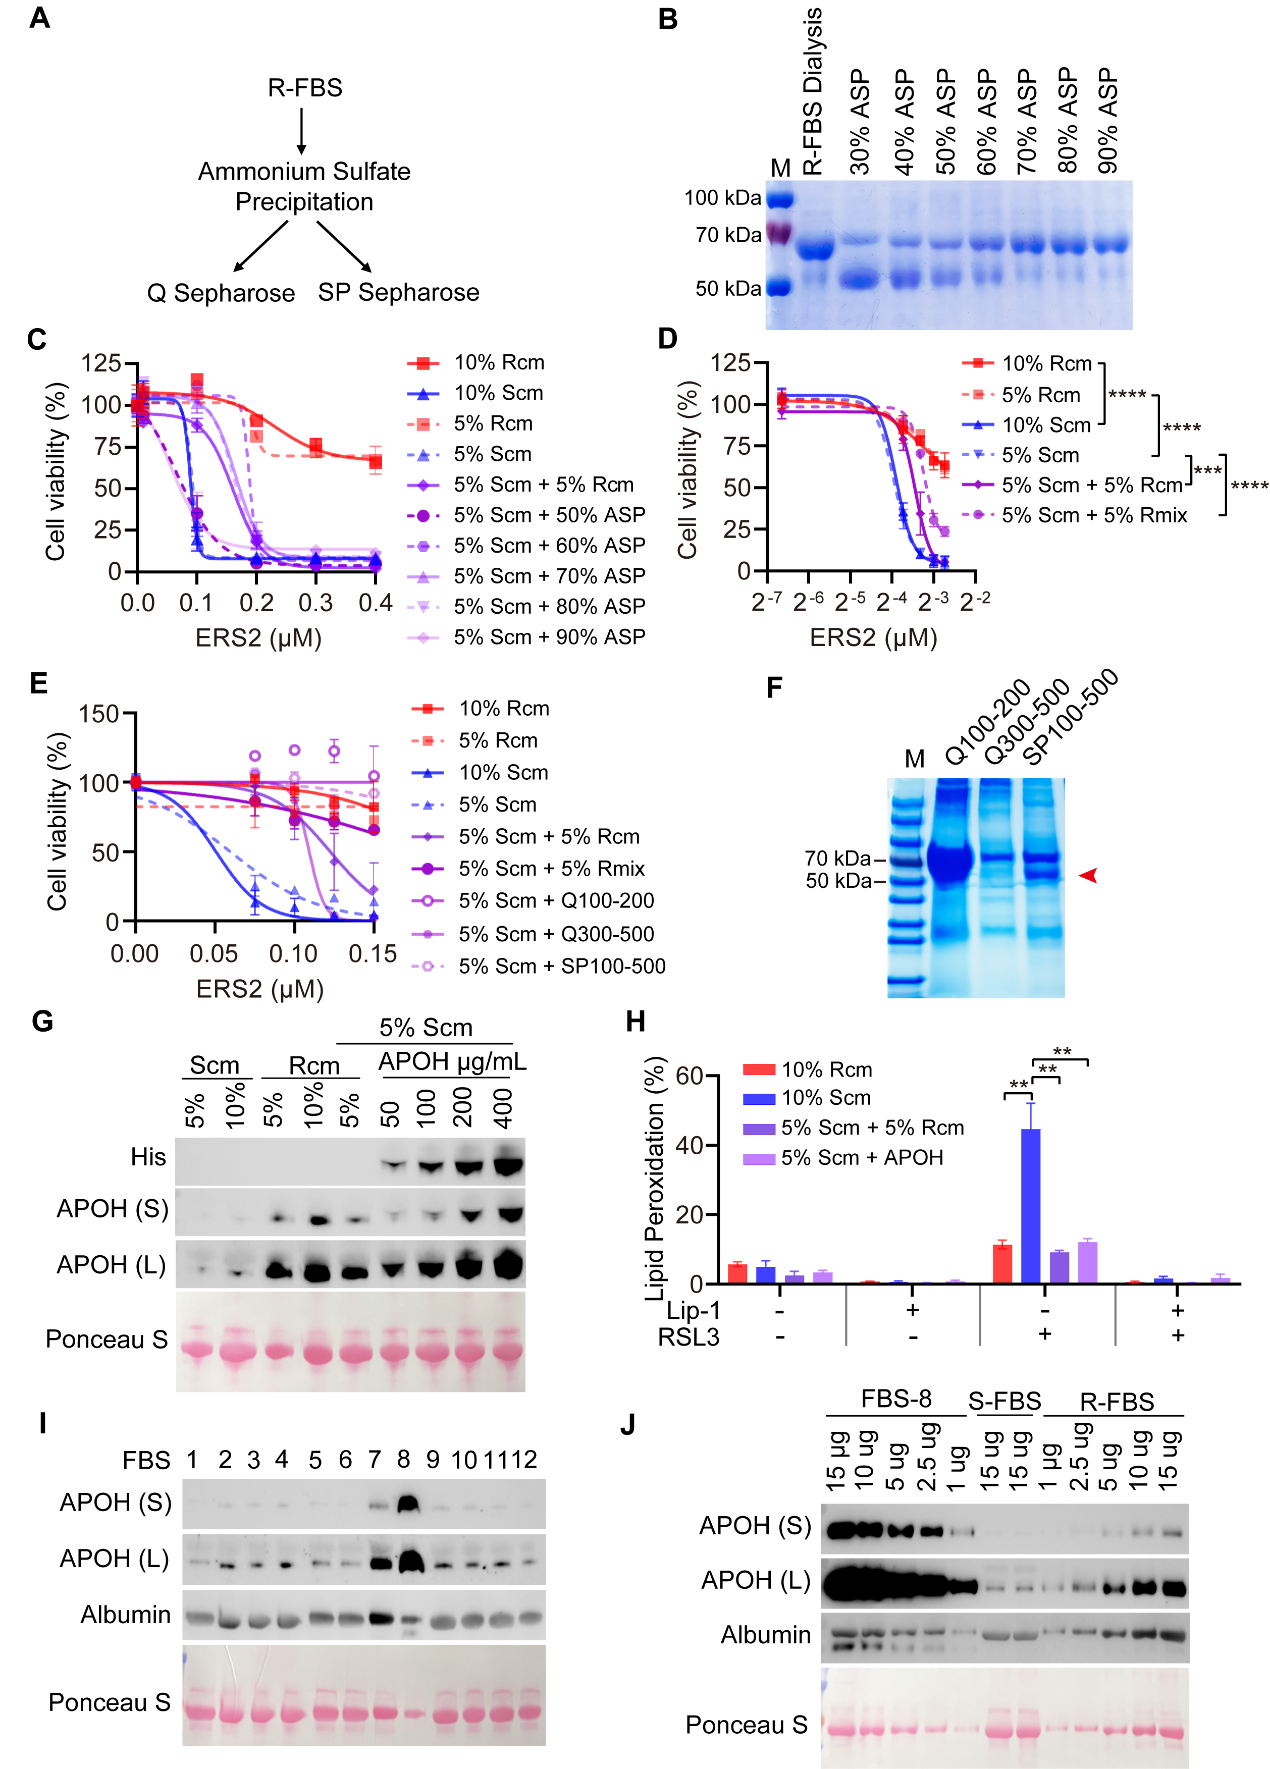
**

**Fig. S2. Serum protein APOH inhibits ferroptosis.**

**(A)** Procedure for the purification of the ferroptosis-inhibiting proteins of R-FBS. **(B)** Coomassie brilliant blue staining of the same protein amounts of fractions of 30–90% ammonium sulfate precipitated (ASP) of R-FBS. The amount of protein in dialyzed R-FBS and resuspended 30–90% ASP was quantified using the Bradford method. **(C)** Cell viability of MEFs cultured in Scm was assessed after switching to 5% or 10% Rcm or Scm, or complete medium containing 5% S-FBS with the addition of various components in equal protein amounts, including 5% R-FBS and fractions of 50% to 90% ASP of R-FBS, for 24 h, followed by treatment with the indicated concentration of ERS2 for 24 h in Scm. **(D)** Cell viability of MEFs cultured in Scm changed to 5% or 10% of Rcm or Scm, or complete medium containing 5% S-FBS with the addition of 5% R-FBS or 5% Rmix for 24 h and treated with the indicated concentration of ERS2 for 24 h in Scm. Rmix, the mixture of 60–80% ASP of R-FBS. **(E)** Cell viability of MEFs cultured in Scm changed to 5% or 10% of Rcm or Scm, or medium containing 5% S-FBS with the addition of various components, including with 5% R-FBS, 5% Rmix, Q100-200, Q300-500, or SP100-500 for 24 h and treated with the indicated concentration of ERS2 for 24 h in Scm. **(F)** Coomassie brilliant blue of Rmix purified by HiTrap-Q (Q) or HiTrap-SP (SP) column chromatography. Lane Q100-200, Q300-500 loaded with Rmix eluted with 100–200 mM or 300–500 mM NaCl in Q column chromatography; lane of SP100-500 loaded with Rmix eluted with 100–500 mM NaCl in SP column chromatography. The red arrow indicates the protein band located between 50 kDa and 70 kDa. **(G)** Western blot analysis of the protein levels of APOH tagged with His in the culture medium. Ponceau S staining was used as the loading control. **(H)** Lipid peroxidation in MEFs treated with RSL3. MEFs were cultured in Scm, Rcm, 5% Scm + 5% Rcm, or 5% Scm + APOH (120 μg/mL) for 24 h. Subsequently, MEFs treated with RSL3 (2 μM) with or without Lip-1(1 μM) for 2 h as indicated before staining with C11 (2.5 μM) for 30 min and tested by flow cytometry. **(I)** Western blot analysis of APOH protein levels in equal amounts of FBS-1 to FBS-12. Ponceau S staining was used as the loading control. **(J)** Western blotting analysis of APOH protein levels in FBS-8, S-FBS (FBS-1), and R-FBS (FBS-7). Ponceau S staining was used as the loading control. S, short exposure; L, long exposure. Western blotting and Ponceau S staining are representatives of three biological replicates (**B, F, G, I, J**). Data are presented as mean ± s.d., *n* = 3 independent repeats. Unpaired, two-tailed *t*-test; ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001.

**Fig. S3**

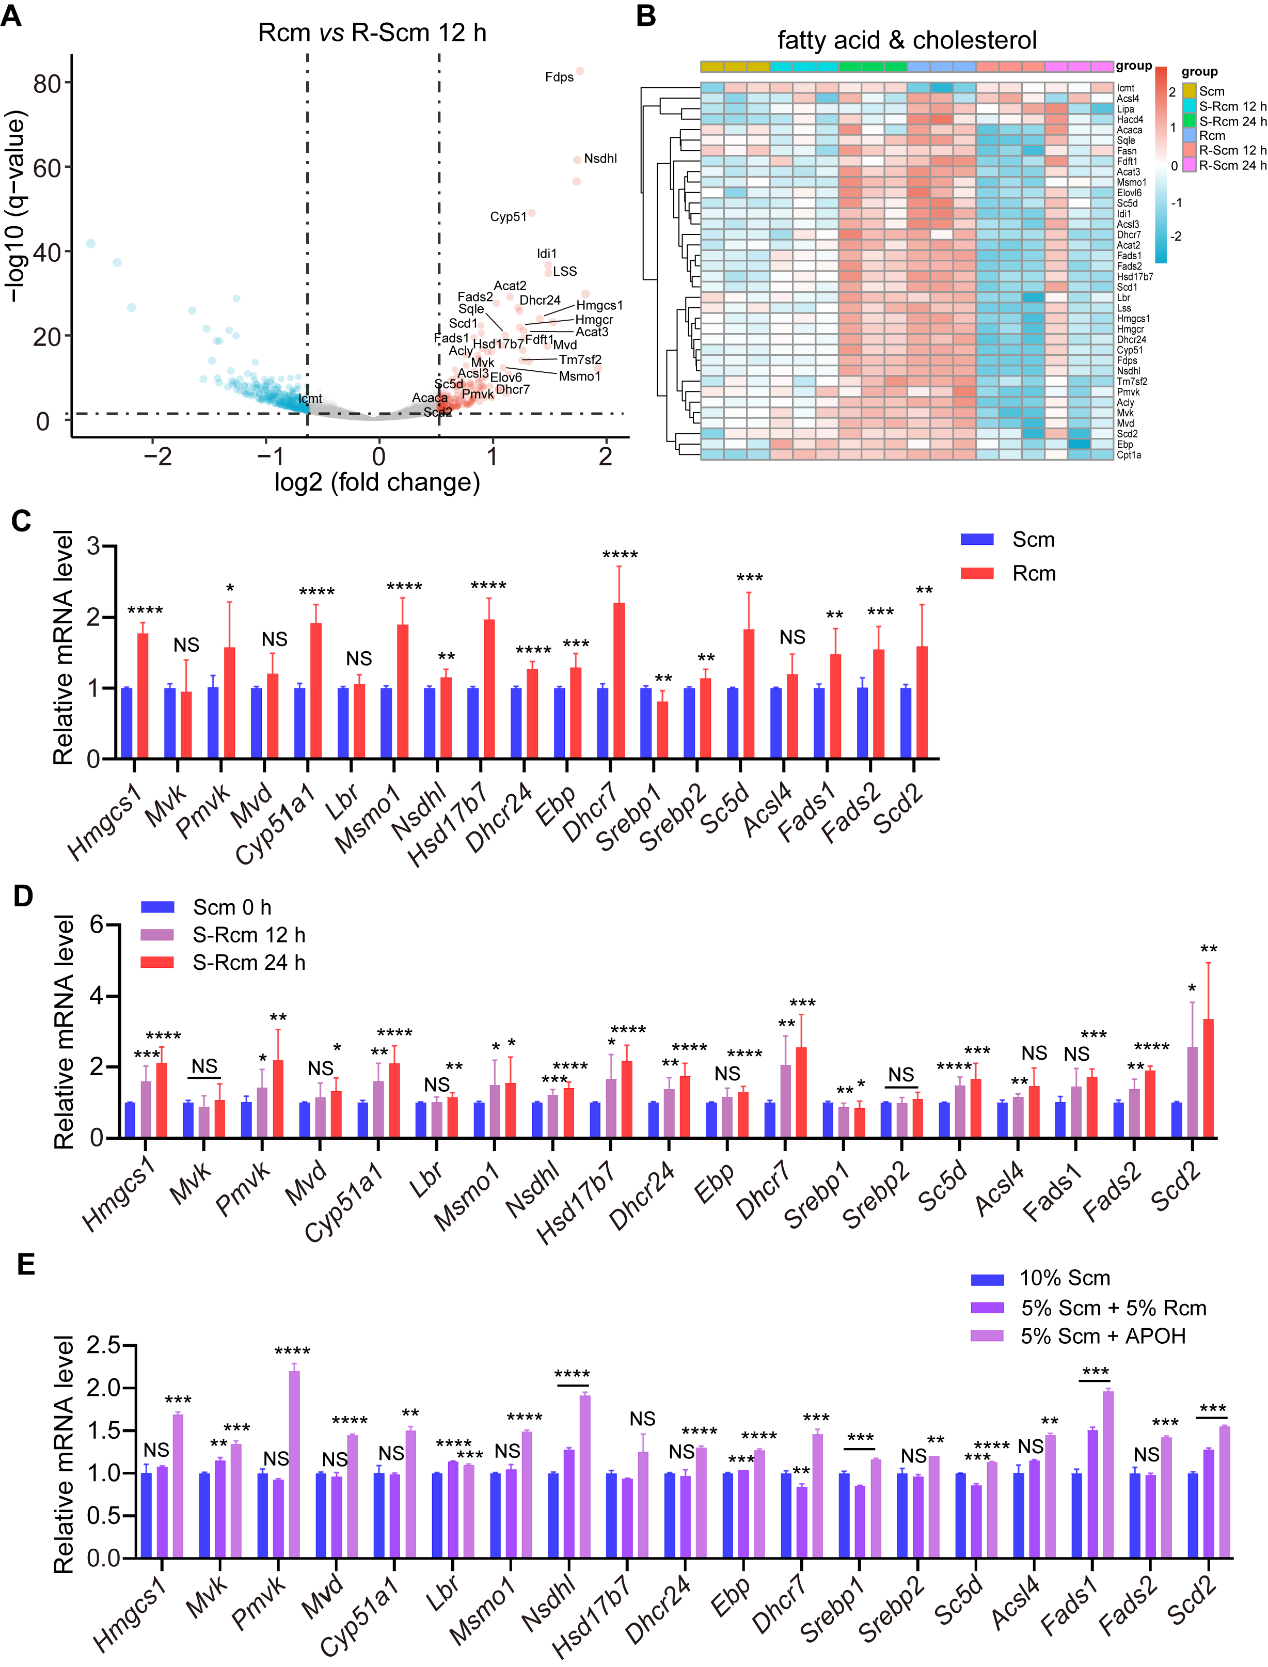

**Fig. S3. APOH increased the fatty acid biosynthesis pathway.**

**(A)** Volcano plot of DEGs related to the fatty acid and cholesterol biosynthesis pathways in MEFs cultured in Rcm and R-Scm 12 h medium. **(B)** Heat map showing DEGs of fatty acid and cholesterol biosynthesis pathways. 

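The heat map names 36 genes, all of which passed the filter on low counts. The authors chose them among DEGs of these libraries, so that counts over this list are not independent evidence. Of the 36 genes, 29 were lower and 1 was higher past both thresholds in R-Scm 12 h against Rcm, the comparison of the volcano plot. Adjusted over the list alone, 30 were lower and 1 was higher. The median log2 fold change was -1.17 (camera, adjusted p = 9.58e-83). In the other comparisons the medians were 0.75 for Rcm against Scm with 19 DEGs (24 adjusted over the list alone), -0.68 for R-Scm 24 h with 8 (23), 0.52 for S-Rcm 24 h with 5 (15) and 0.12 for S-Rcm 12 h with 1 (1). The adjusted p from camera was 8.14e-31, 1.43e-46, 9.69e-37 and 0.0398. The last call did not hold in fry (adjusted p = 0.396) or with an estimated correlation (adjusted p = 0.604), and it was lost in 4 of the 6 fits that each left out 1 library, where the median stayed between 0.10 and 0.14. Its DEG was Cpt1a.
Cyp51 (ENSMUSG00000001467, GRCm38 chromosome 5, 4081145 to 4104746), the gene of sterol demethylase, was at 305 ± 9.75 CPM in Rcm and 110.5 ± 1.41 CPM in R-Scm 12 h, a log2 fold change of -1.47 (standard error 0.15, adjusted p = 3.95e-05). Idi1 (ENSMUSG00000058258, chromosome 13, 8885501 to 8892451), an isomerase of isopentenyl pyrophosphate that can share reads with the copy Gm13502, changed by -1.67 (standard error 0.18, adjusted p = 4.66e-05). Fads2 (ENSMUSG00000024665, chromosome 19, 10062765 to 10101746), a fatty acid desaturase, changed by -1.15 (adjusted p = 8.15e-04). Icmt (ENSMUSG00000039662, chromosome 4, 152297227 to 152307121) was the gene past both thresholds in the other direction, with a log2 fold change of 0.63 (adjusted p = 0.0121). Icmt was no longer a DEG in 1 of the 6 fits, at 0.55 without Rcm replicate 2. Cpt1a (ENSMUSG00000024900, chromosome 19, 3322334 to 3385733), which carries fatty acids toward oxidation, fell with the cholesterol genes in R-Scm 12 h and rose in S-Rcm 12 h, where the cholesterol list did not pass. It was at 136 ± 1.39 CPM in Rcm and 74 ± 6.04 CPM in R-Scm 12 h, a log2 fold change of -0.88 (adjusted p = 0.00223), and at 64.5 ± 2.72 CPM in Scm and 125 ± 6.27 CPM in S-Rcm 12 h, a log2 fold change of 0.95 (adjusted p = 0.00372).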

MEFs were cultured in Rcm, Scm, and/or changed medium for 12 h and 24 h. **(C)** mRNA levels of the indicated SREBP1 target genes in MEFs cultured in Scm or Rcm were determined using RT-qPCR. **(D)** mRNA levels of the indicated SREBP1 target genes of MEFs cultured in Scm with or without medium change to Rcm for 12 h or 24 h were analyzed by RT-qPCR. **(E)** mRNA level of the indicated SREBP1 target genes of MEFs cultured in Scm changed medium to 5% Scm or 5% Scm + 5% Rcm, or 5% Scm + APOH (120 μg/mL) for 12 h were analyzed by RT-qPCR. Data are presented as mean ± s.d., *n* = 3 independent repeats. Unpaired, two-tailed *t*-test; **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001. NS, not significant.

**Fig. S4**

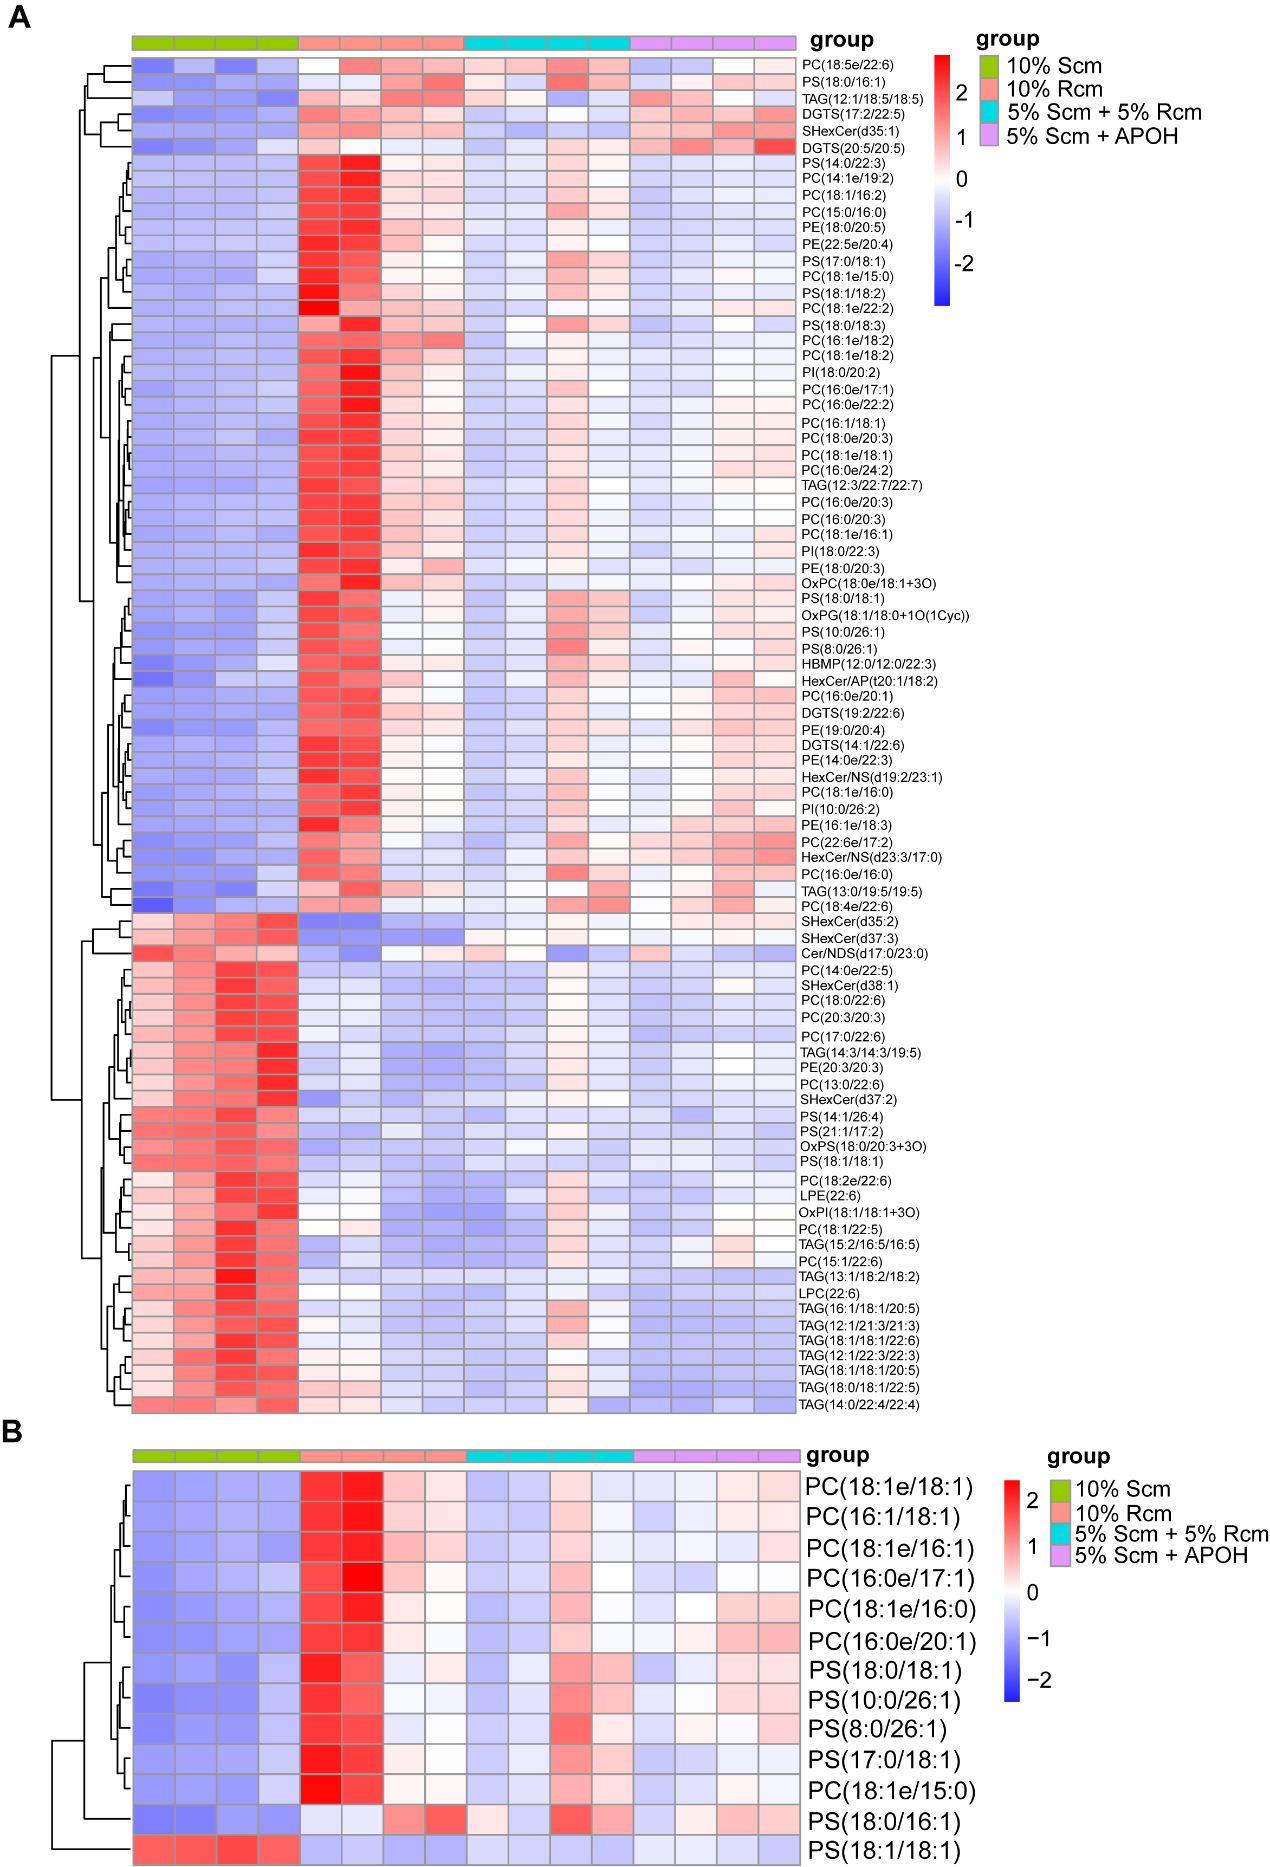

**Fig. S4. APOH alters cellular lipid composition.**

**(A, B)** Heatmap analysis to visualize the clustering of 84 differentially altered lipids **(A)** and to visualize the clustering of MUFA-PLs/MUFA-ePLs of MEFs **(B)** cultured in Scm, Rcm, 5% Scm + 5% Rcm, or 5% Scm + APOH (120 μg/mL). Four replicates were used for each condition. Each lipid species was normalized to its corresponding mean value.

**Fig. S5**

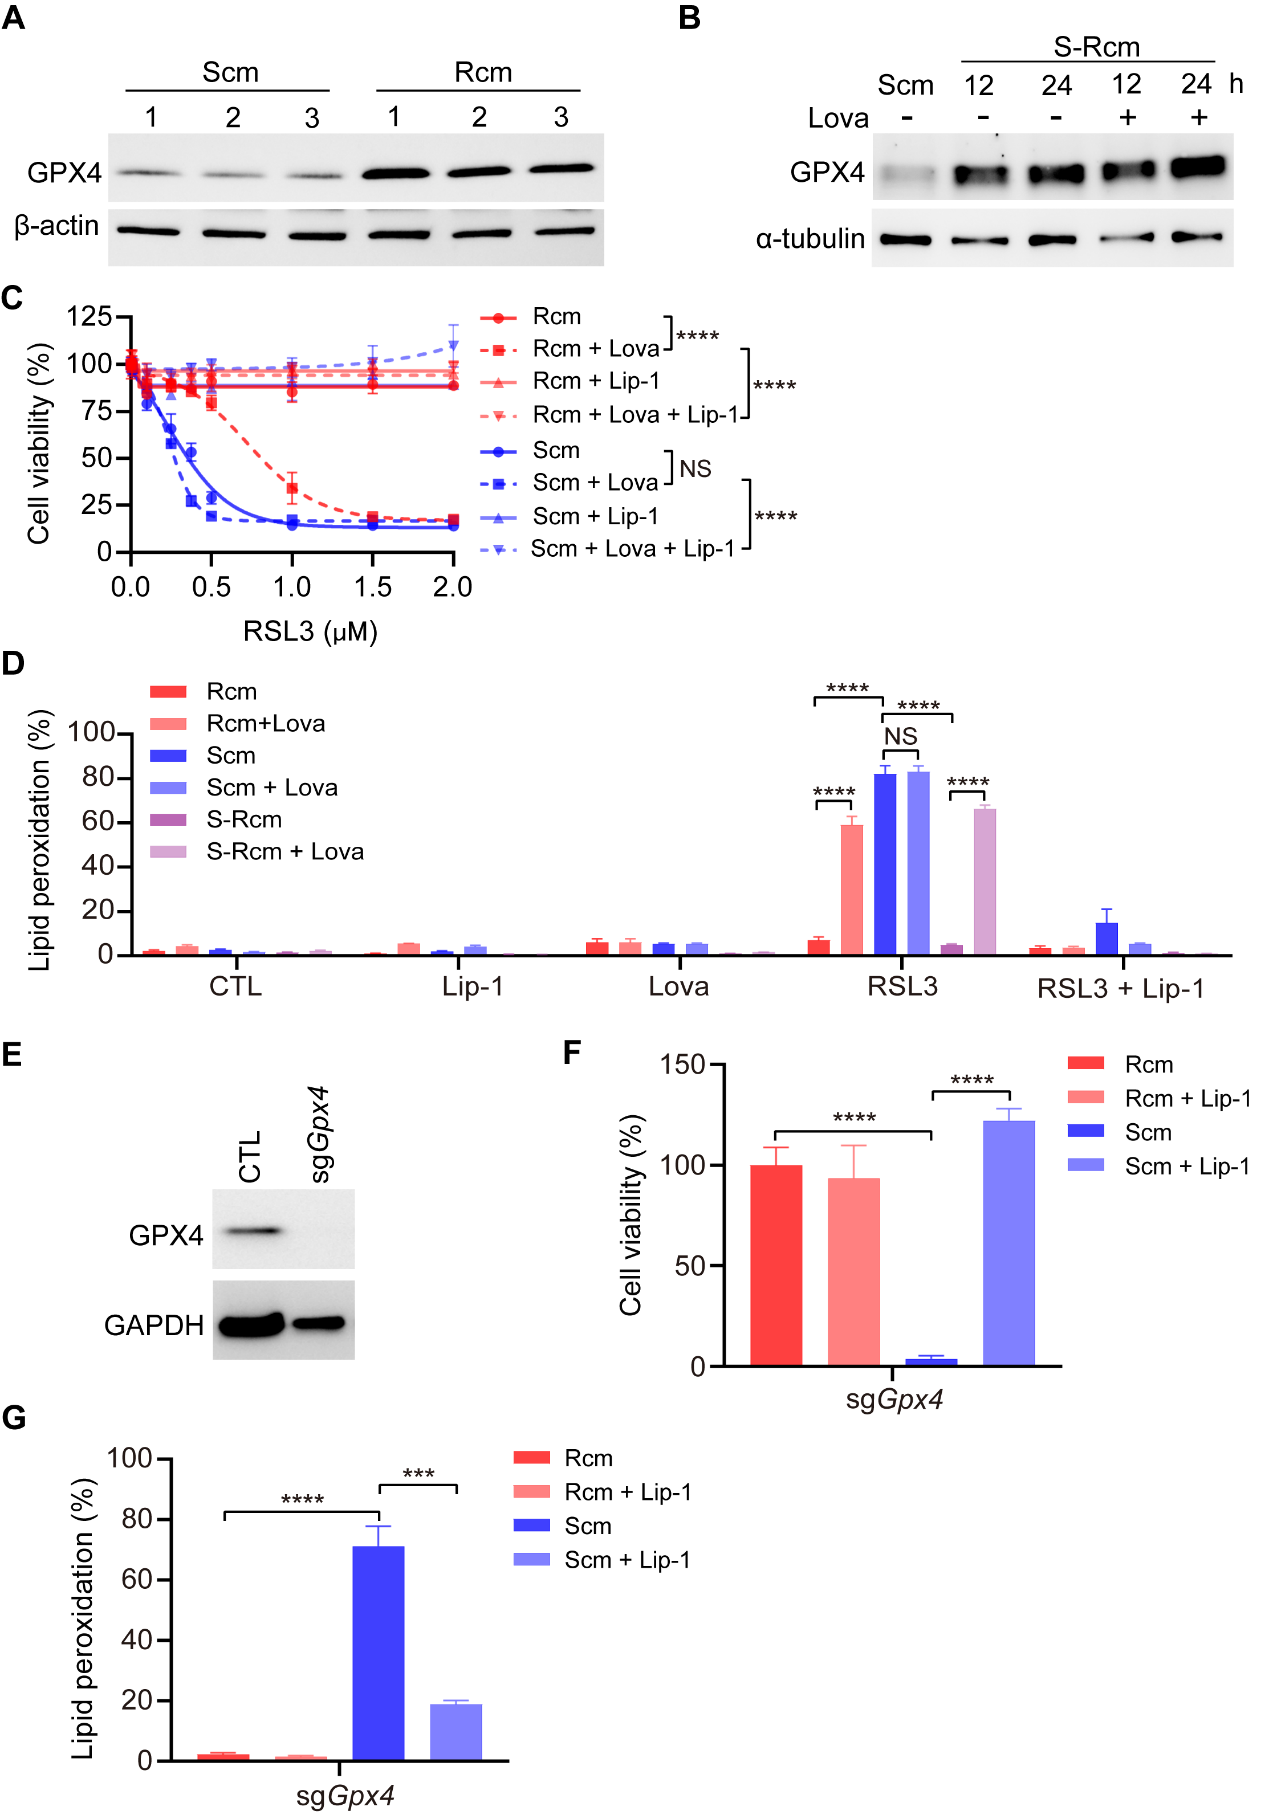

**Fig. S5. R-FBS resistance to ferroptosis is independent of the GPX4 activity.**

**(A)** Western blot analysis of GPX4 in MEFs cultured in Scm and Rcm media (*n* = 3 per group). **(B)** Western blot analysis of GPX4 of MEFs cultured in Scm or changed medium to Rcm with or without Lova (3 μM). S-Rcm, the culture medium of MEFs was changed from Scm to Rcm for 12 h or 24 h. **(C)** Cell viability of MEFs cultured in Scm changed medium to Rcm or not, treated with different doses of RSL3 and/or Lip-1 (1 μM) for 24 h following pretreatment with Lova (3 μM) for 24 h. **(D)** Lipid peroxidation of MEFs cultured in Scm changed medium to Rcm or not, treated with RSL3 (2 μM) and/or Lip-1 (1 μM) for 24 h following pretreatment with Lova (3 μM) for 24 h. **(E)** Western blot analysis of GPX4 protein levels in control and sg*Gpx4* knockout (KO) MEFs. **(F, G)** Cell viability **(F)** and lipid peroxidation **(G)** of sg*Gpx4* KO MEFs cultured in Rcm or Scm with or without Lip-1 (1 μM). Western blotting results are representative of three biological replicates. Data are presented as mean ± s.d., *n* = 3 independent repeats. Unpaired, two-tailed *t*-test; ****P* < 0.001, *****P* < 0.0001. NS, not significant.

**Fig. S6**

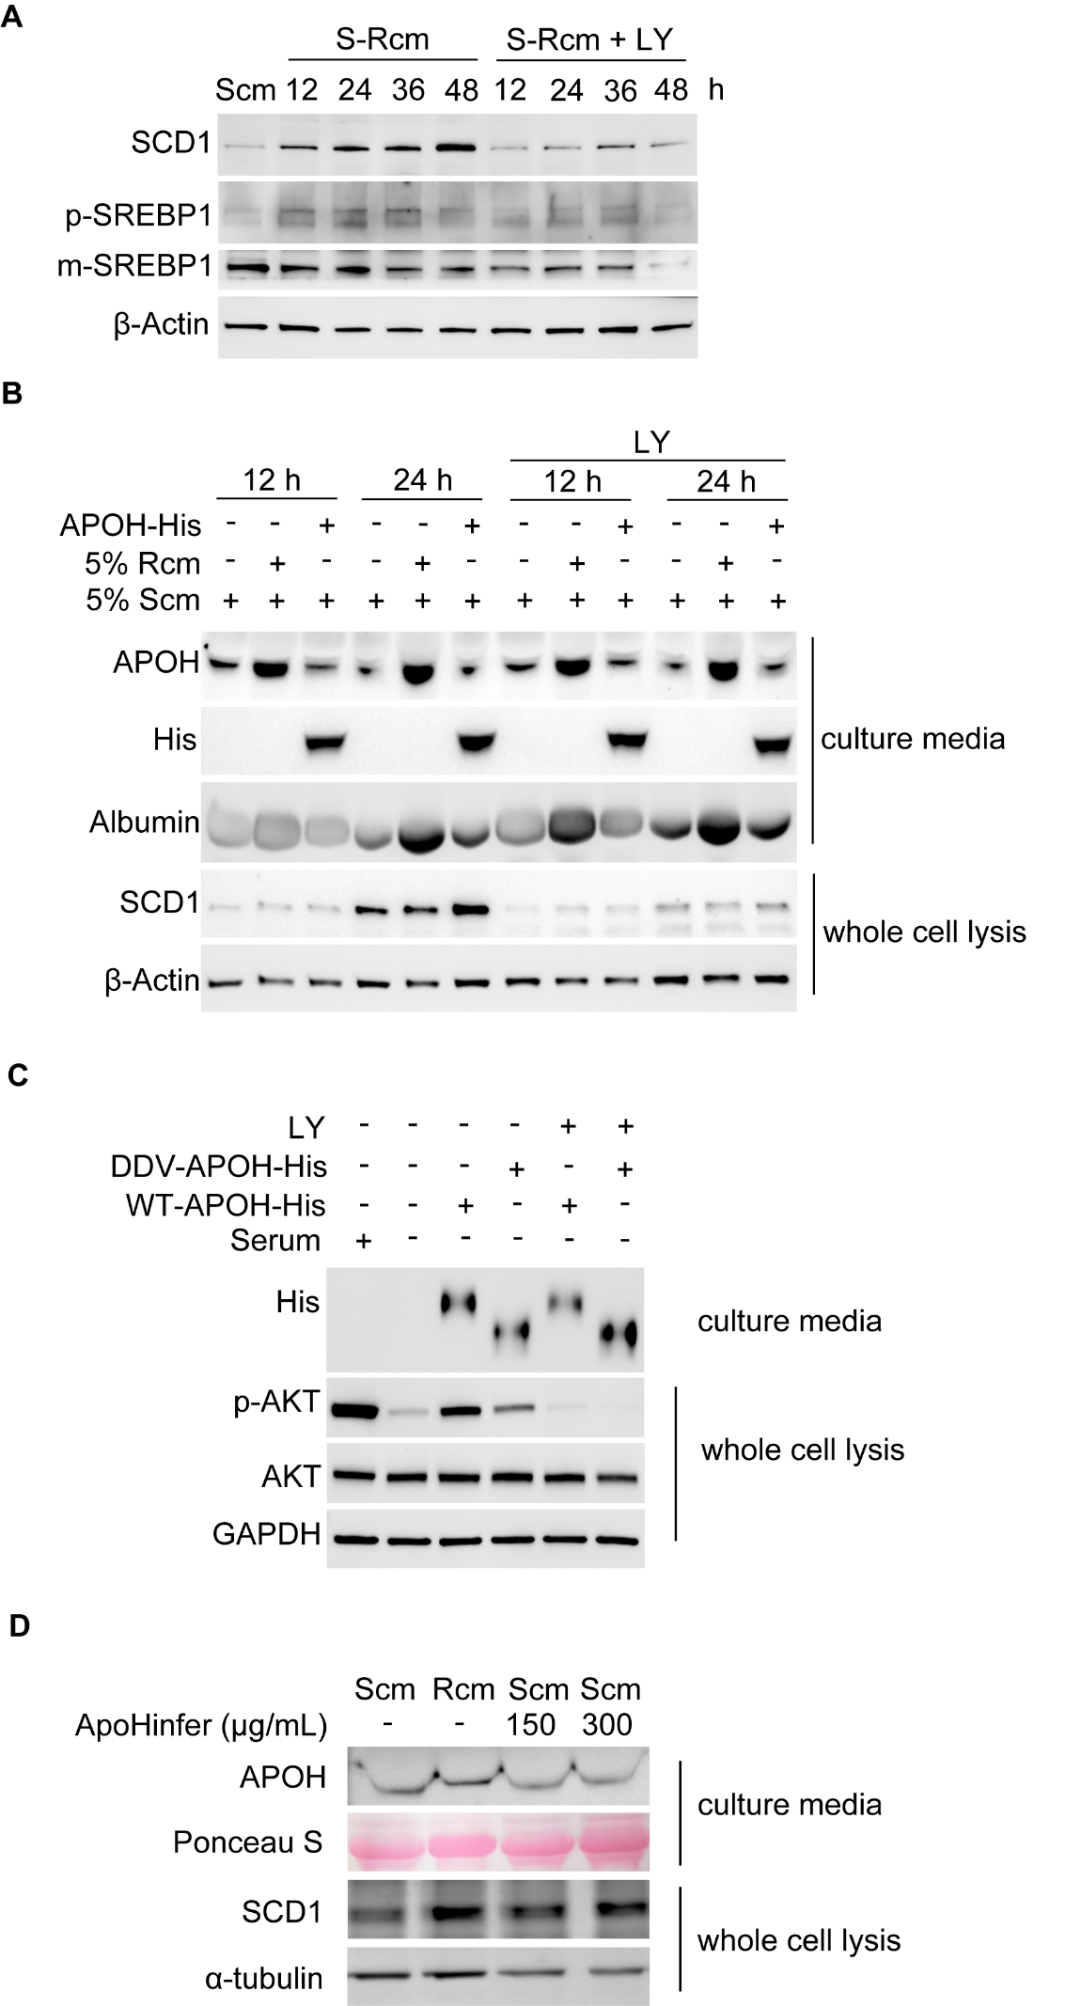

**Fig. S6. APOH inhibits ferroptosis by activating the AKT-SREBP1-SCD pathway.**

**(A)** Western blot analysis of SCD1 and SREBP1 protein levels in MEFs cultured in Scm and in cells in which the medium was changed from Scm to Rcm for the indicated times with or without LY (12 μM). **(B)** Western blot analysis protein levels of SCD1 in MEFs cultured in Scm and in cells in which the medium was changed from Scm to 5% Scm or 5% Scm + 5% Rcm, or 5% Scm + APOH (120 μg/mL) for the indicated time with or without LY (12 μM). **(C)** Western blot analysis was performed to detect p-AKT and AKT of MEFs and the His-tag of His in the culture media. The MEFs cultured in Scm were serum-starved for 12 h and then treated with the 10 μg/mL WT-APOH or the DDV-APOH with or without LY (12 μM) for 30 min. DDV-APOH-His, the deleted domain V mutant variant of APOH (DDV-APOH) tagged with His. WT-APOH-His, wild-type APOH tagged with His. **(D)** Western blot analysis protein levels of SCD1 in MEFs cultured in Scm and in cells in which the medium was changed from Scm to Rcm, or Scm adding ApoHinfer (150 μg/mL or 300 μg/mL) for 24 h. Western blotting is representative of three biological replicates **(A-D)**.

**Fig. S7**

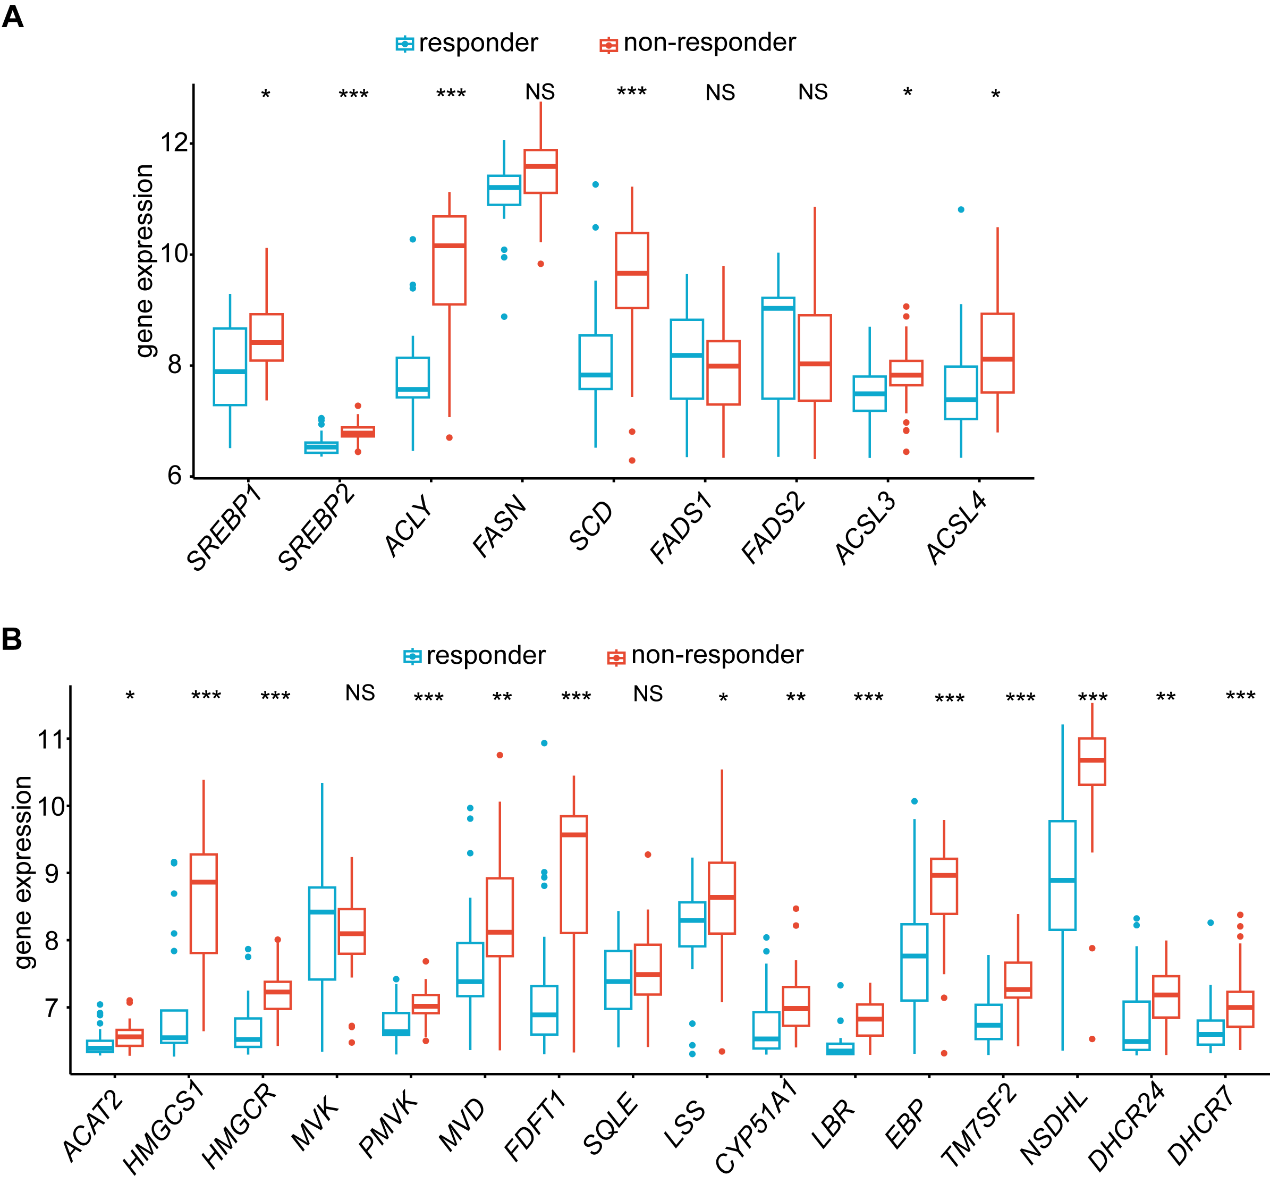

**Fig. S7.** **Genes expression of fatty acid biosynthesis and cholesterol biosynthesis pathway association with sorafenib response in patients with HCC.**

**(A, B)** Expression of fatty acid biosynthesis pathway **(A)** and cholesterol biosynthesis pathway **(B)** genes in HCC from 21 sorafenib responders and 46 non-responders in the GEO dataset (GSE109211). Statistical differences between the two groups were compared using a *t*-test. **P* < 0.05, ***P* < 0.01, ****P* < 0.001. NS, not significant.

# Supplementary material for: Serum apolipoprotein H determines ferroptosis resistance by modulating cellular lipid composition
**Source:** Cell Death Dis. 2024 Oct 1;15(10):718. doi: 10.1038/s41419-024-07099-2
**Supplement:** Supplementary file 2 — Original Western Blot

Unprocessed images for Fig. 3E

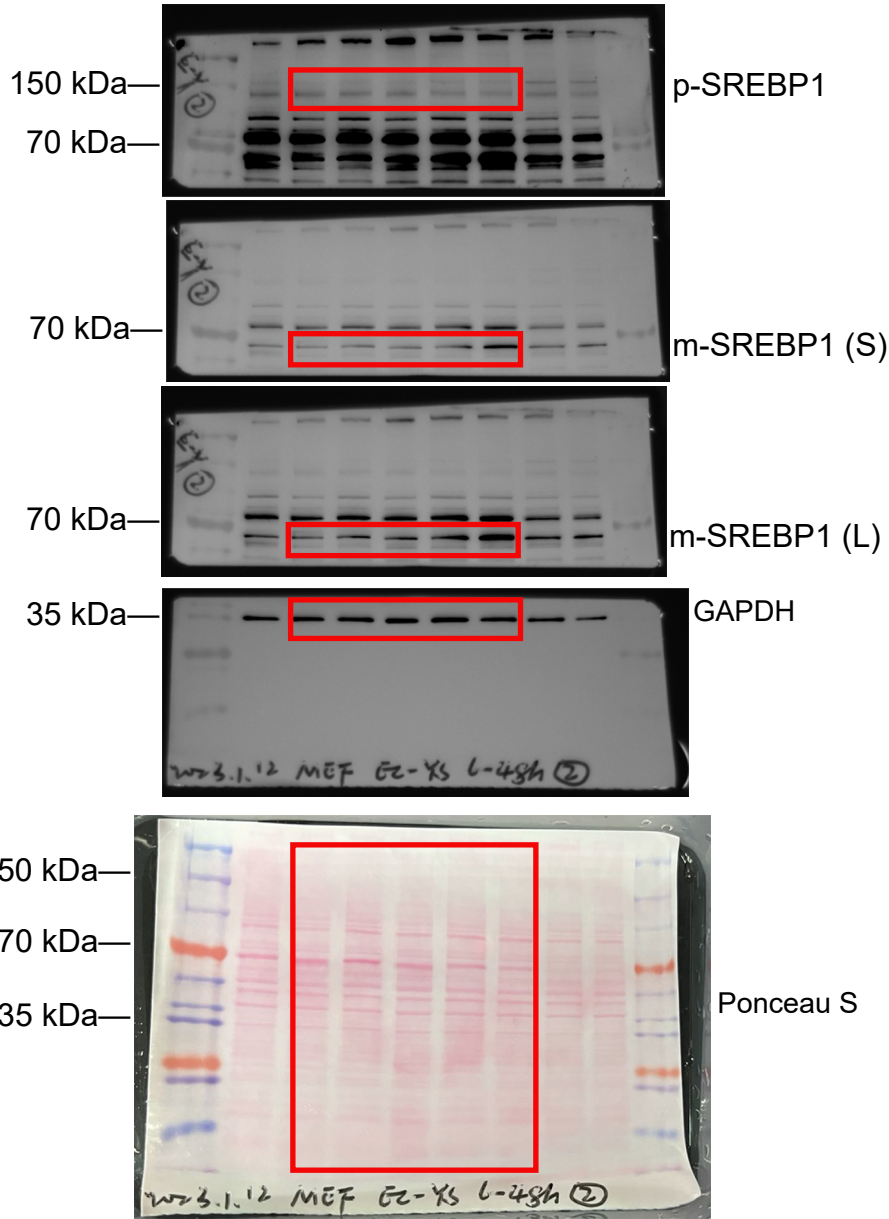

Unprocessed images for Fig. 4D

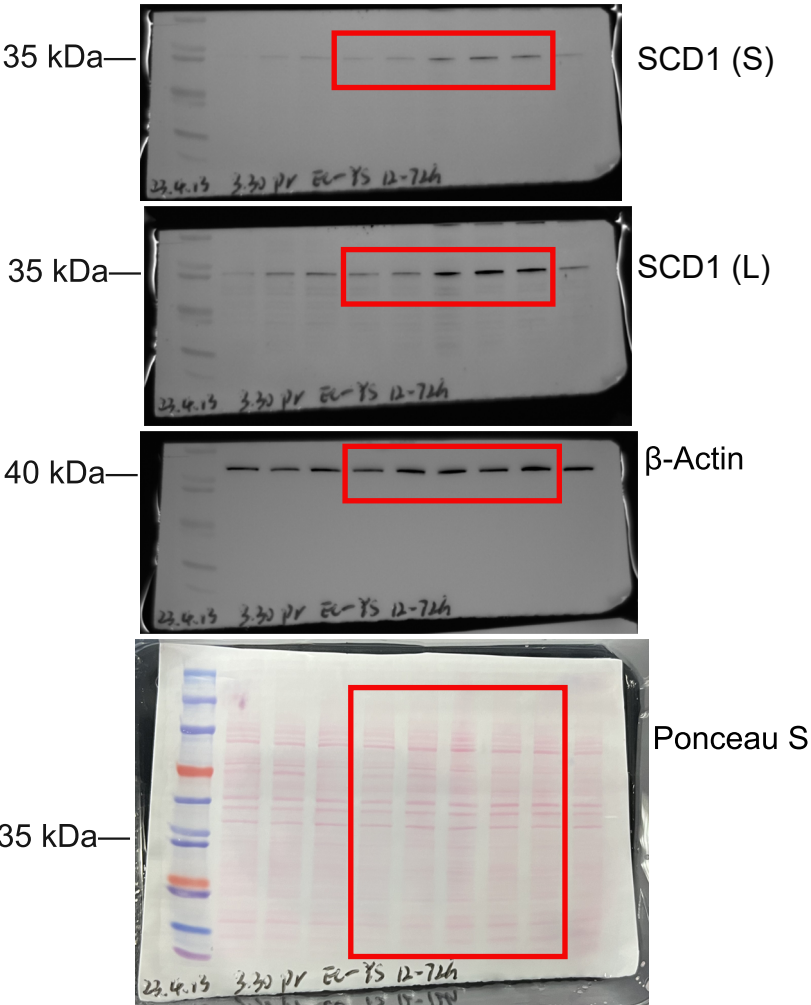

Unprocessed images for Fig. 4E

Culture media

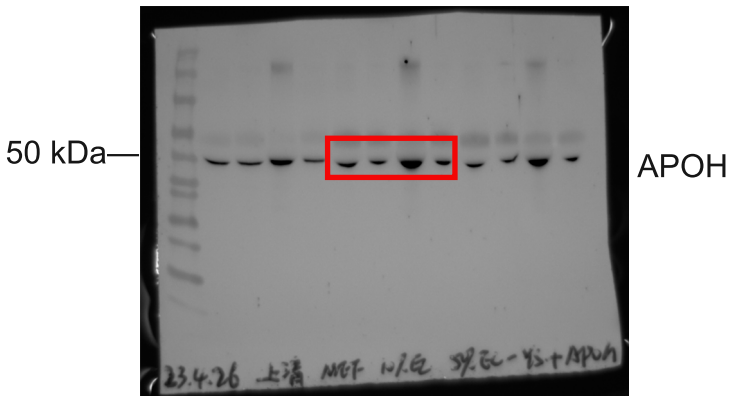

Whole cell lysis

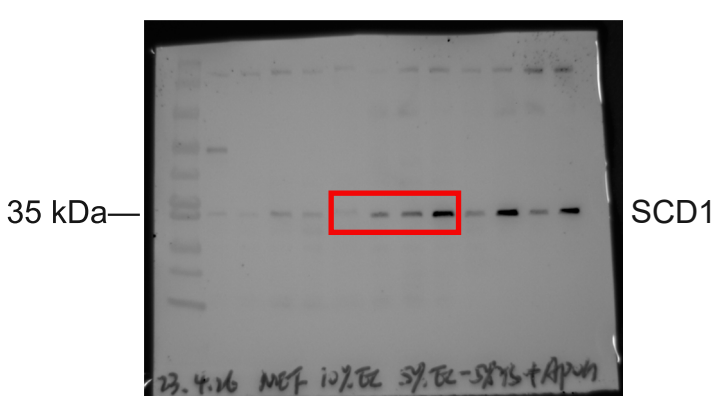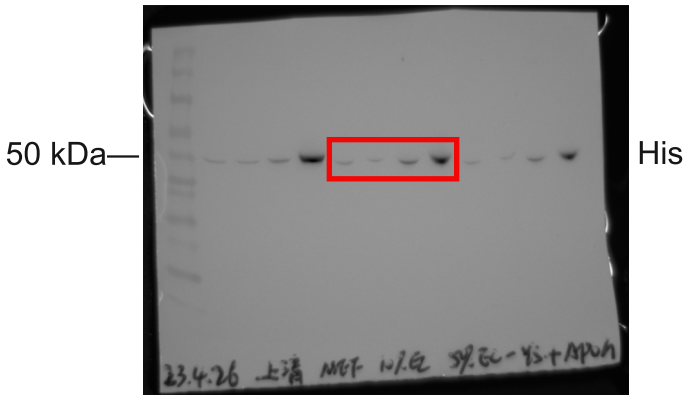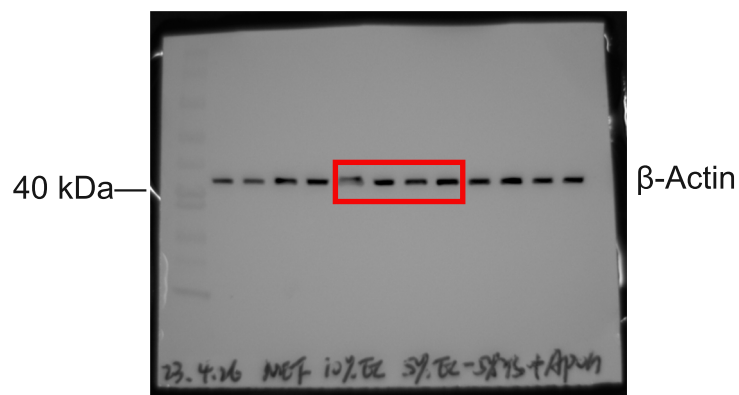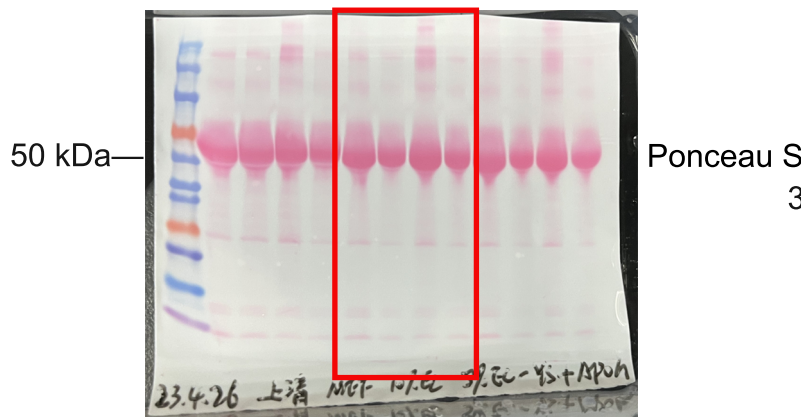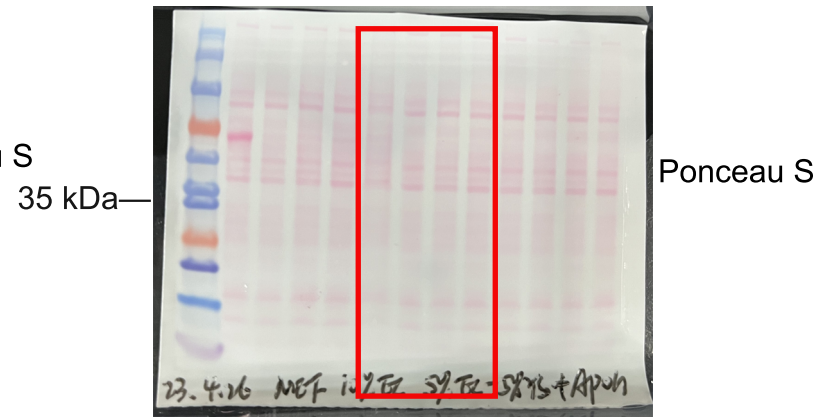

# Unprocessed images for Fig. 5A

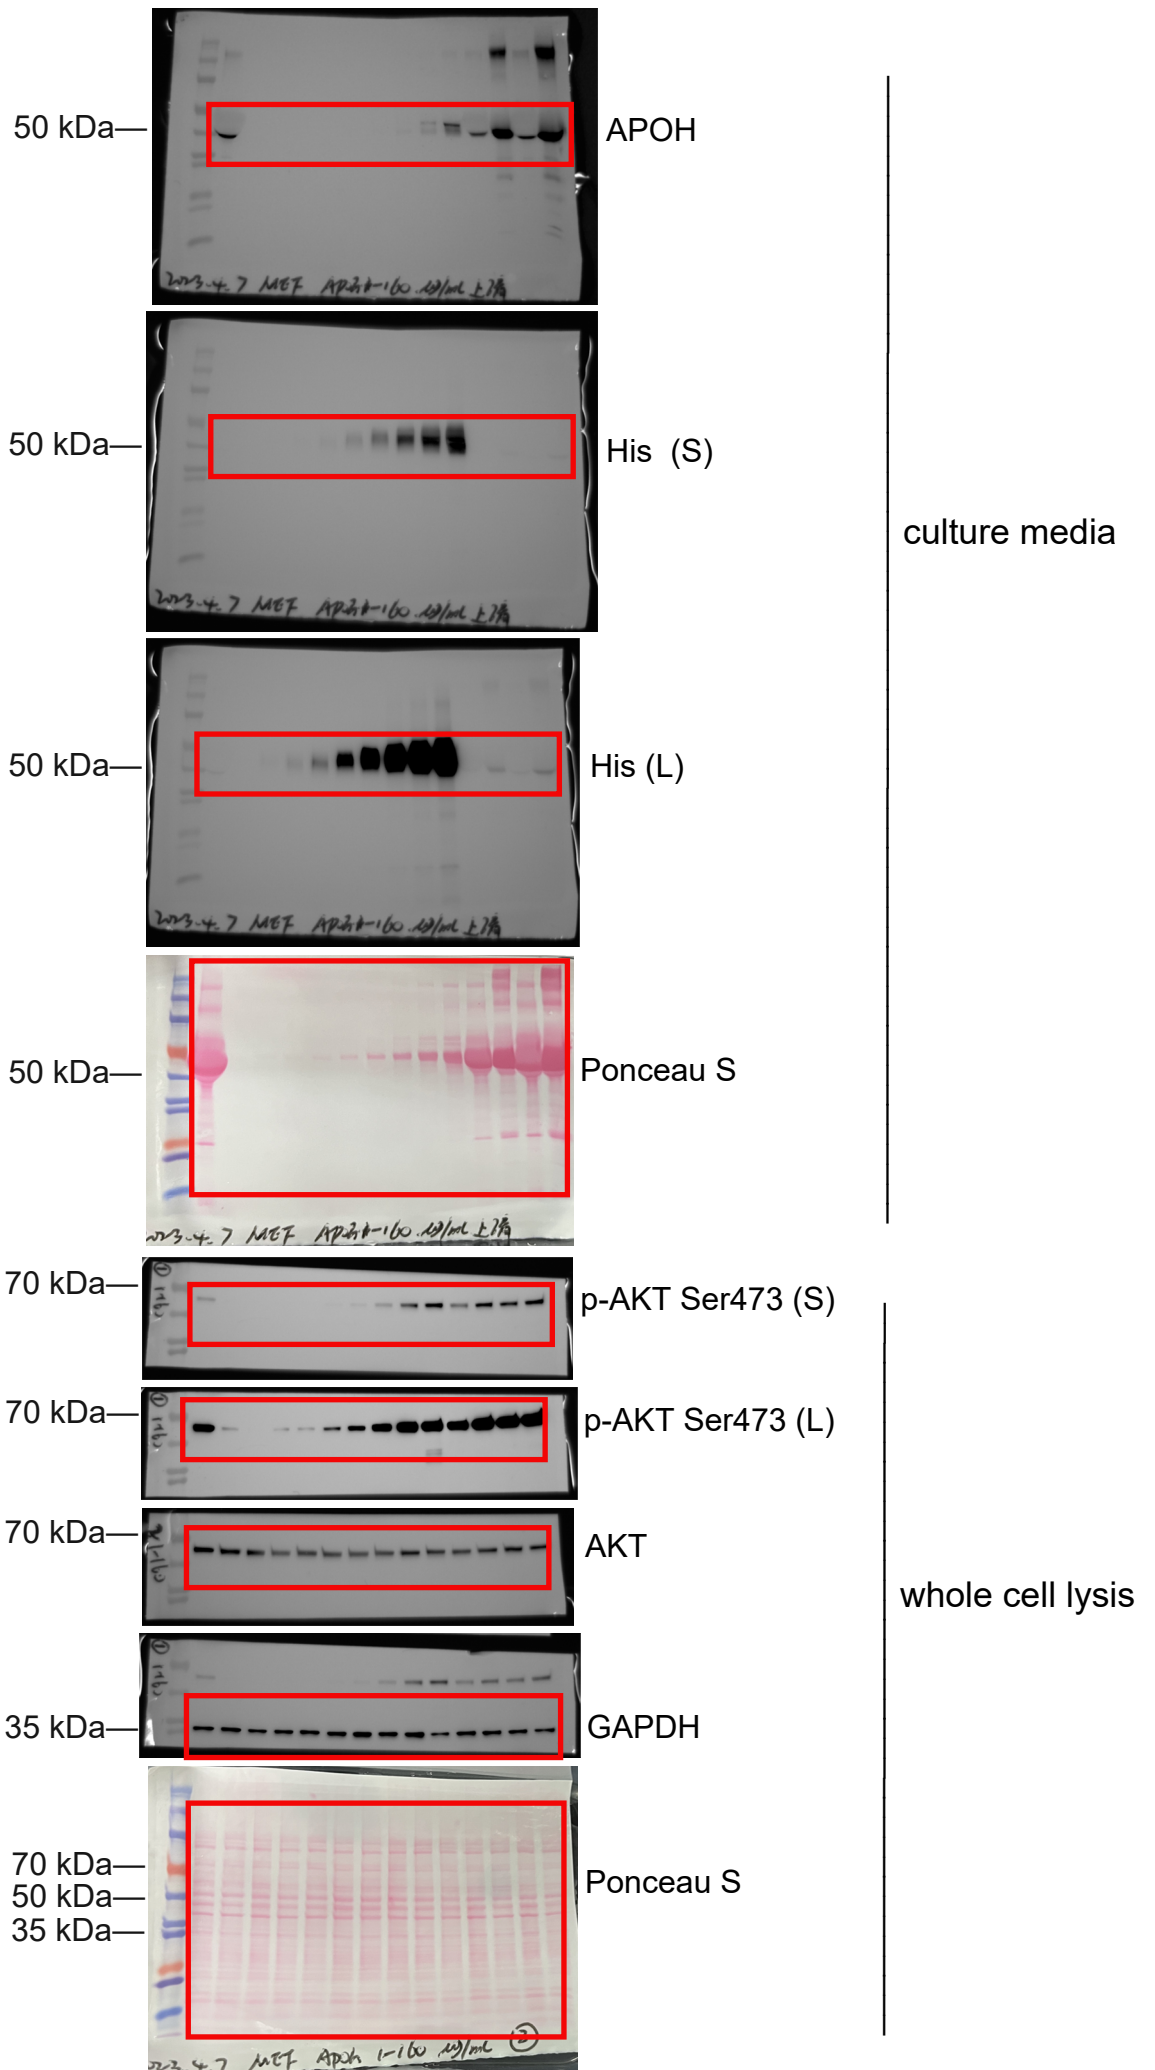

### Unprocessed images for Fig. 5B

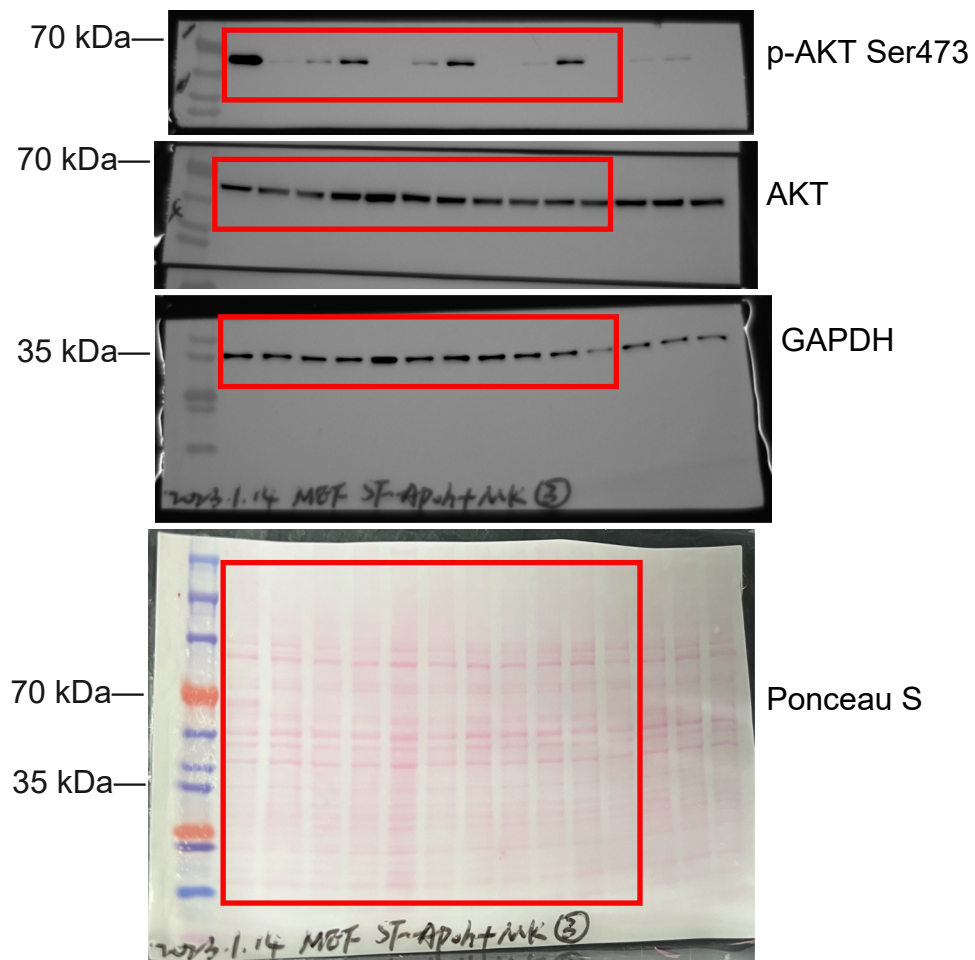

Unprocessed images for Fig. S2B

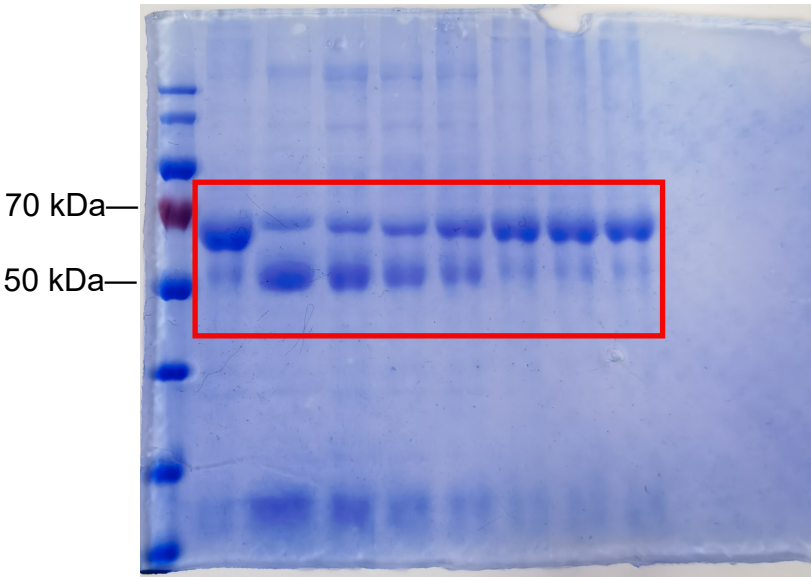

Unprocessed images for Fig. S2F

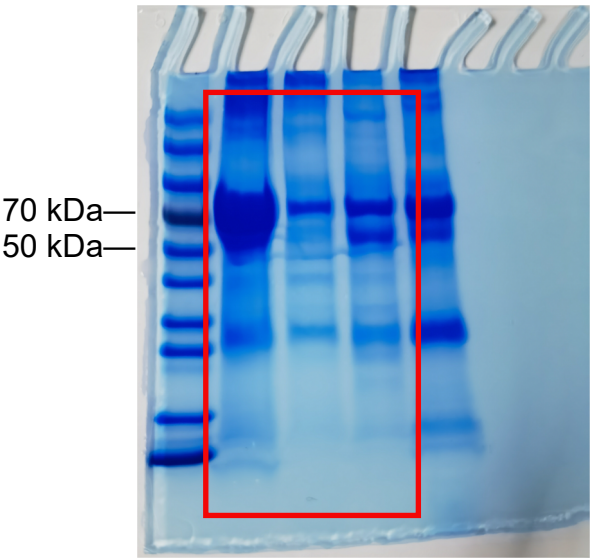

## Unprocessed images for Fig. S2G

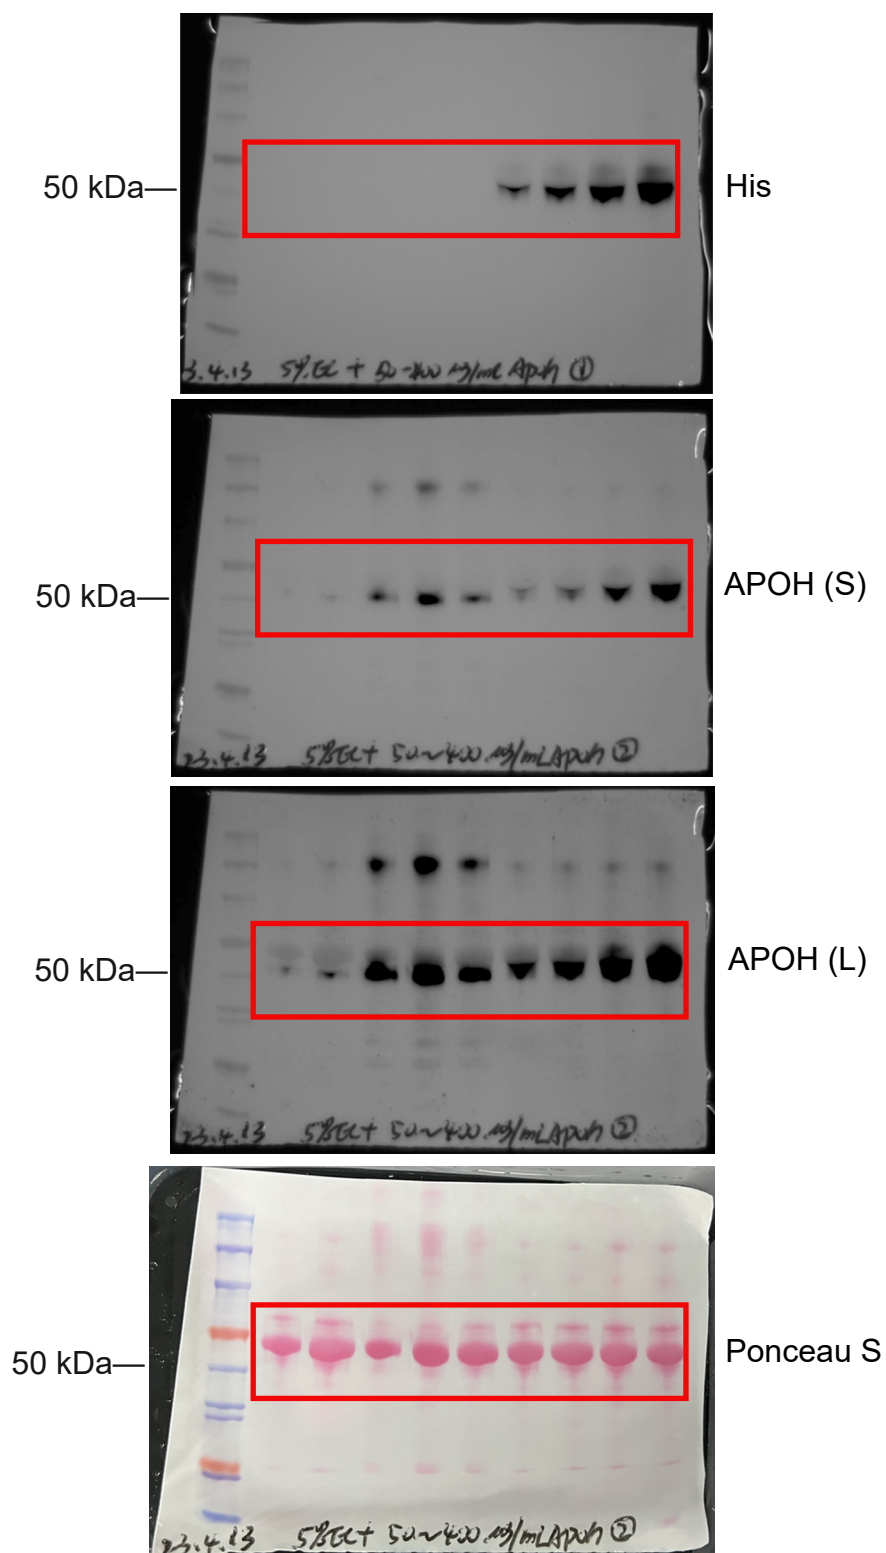

Unprocessed images for Fig. S2I

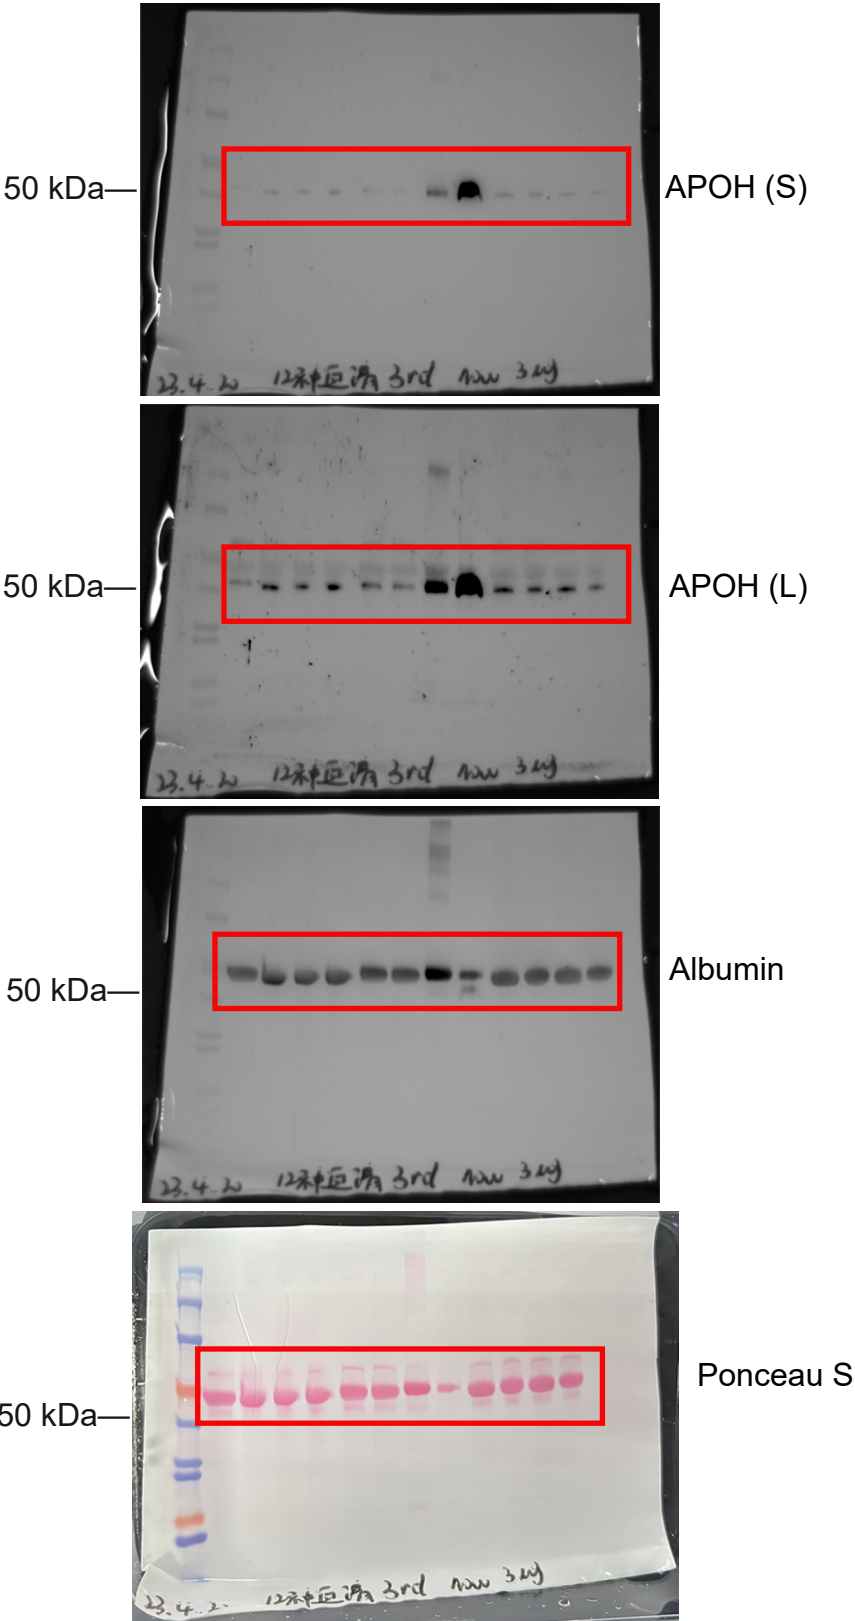

## Unprocessed images for Fig. S2J

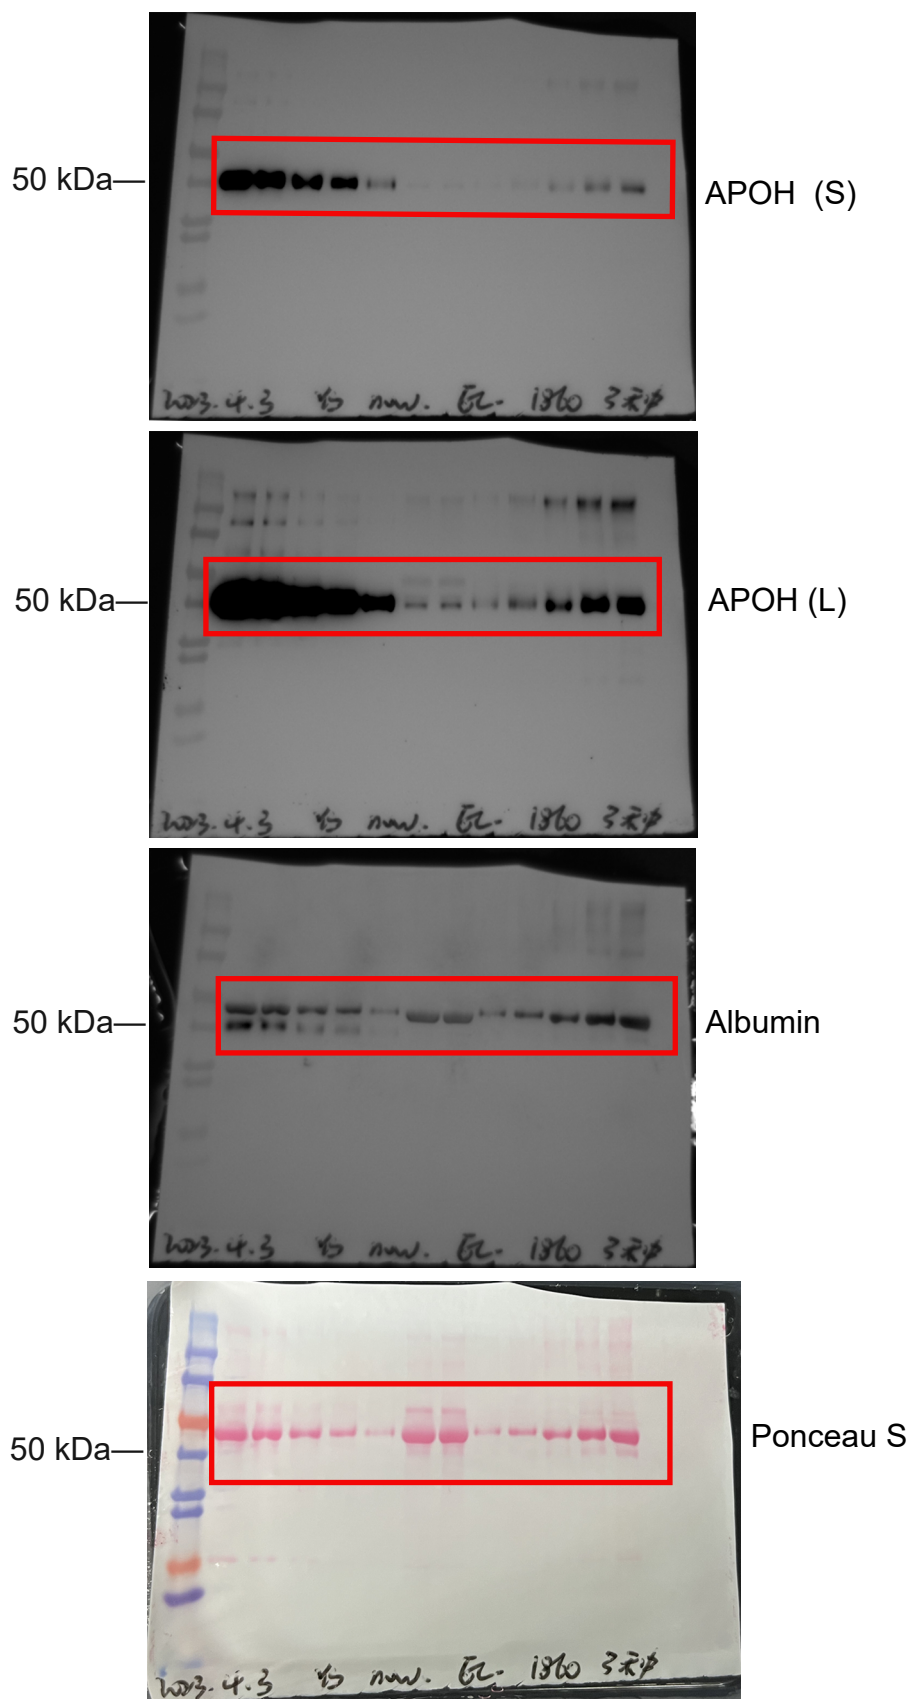

Unprocessed images for Fig. S5A

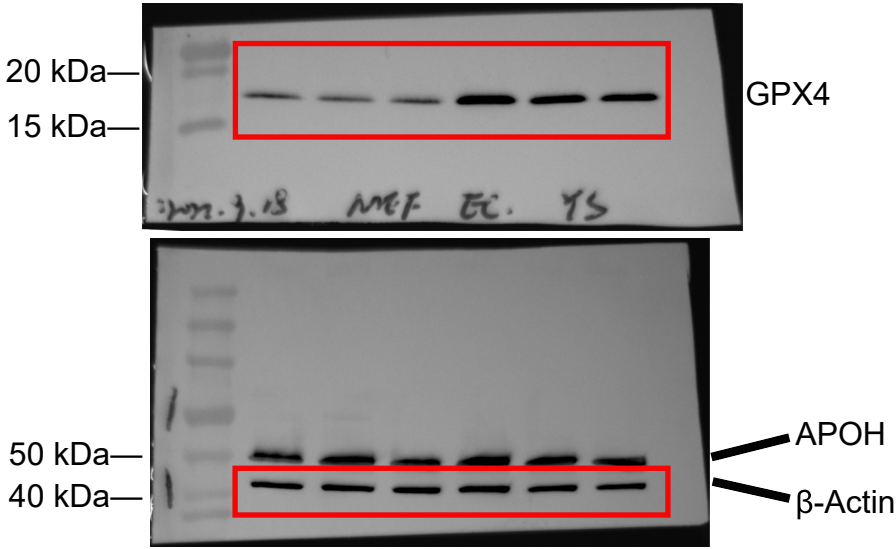

Unprocessed images for Fig. S5B

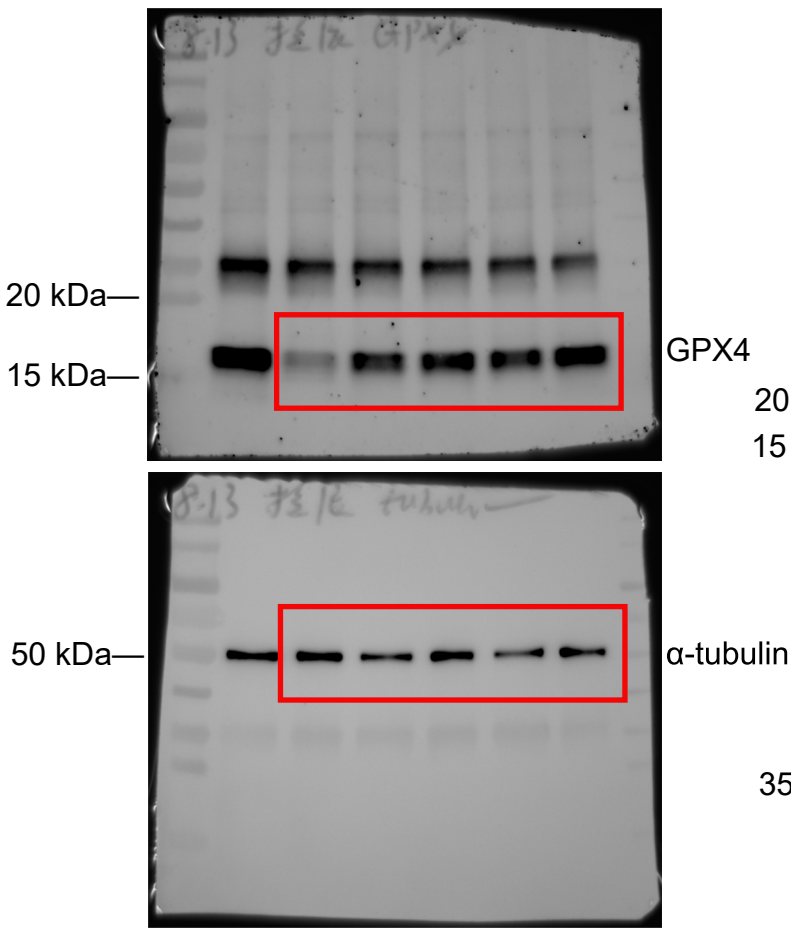

Unprocessed images for Fig. S5E

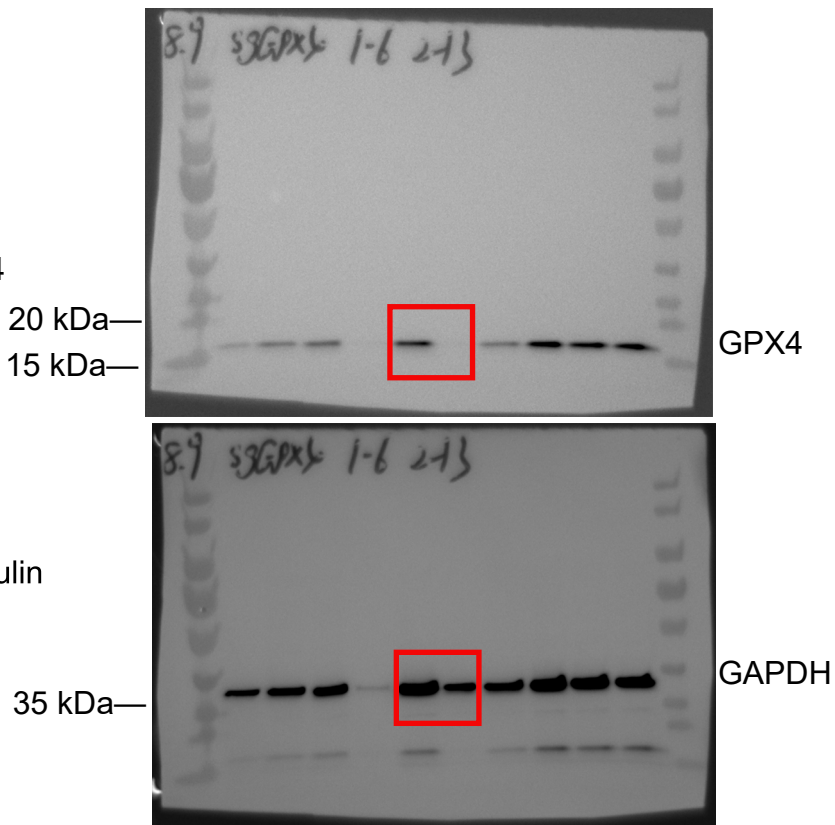

## Unprocessed images for Fig. S6A

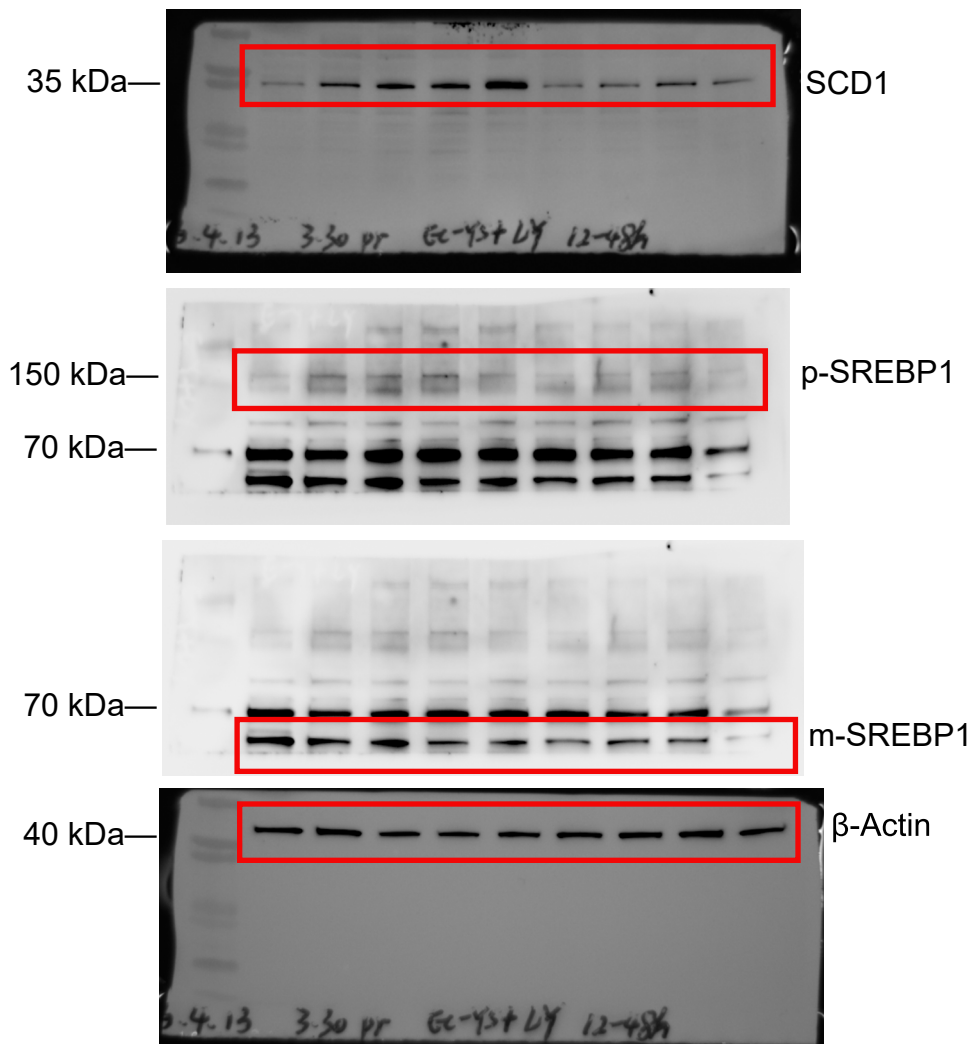

Unprocessed images for Fig. S6B

culture media

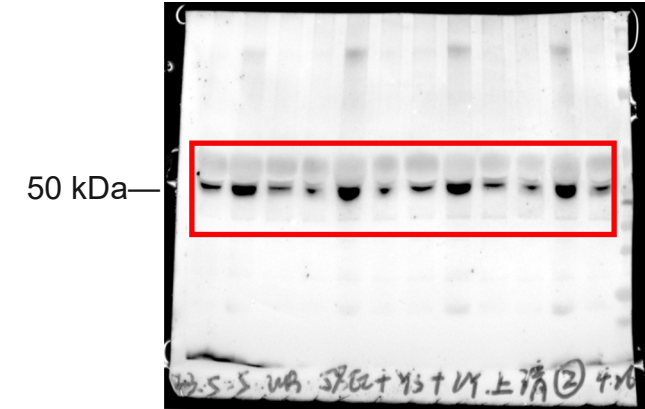

APOH

whole cell lysis

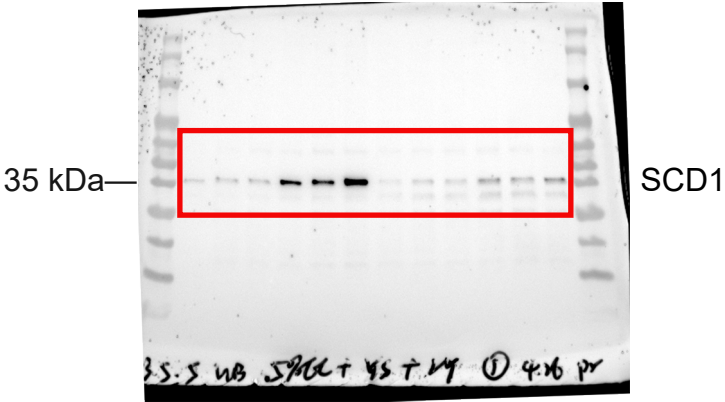

SCD1

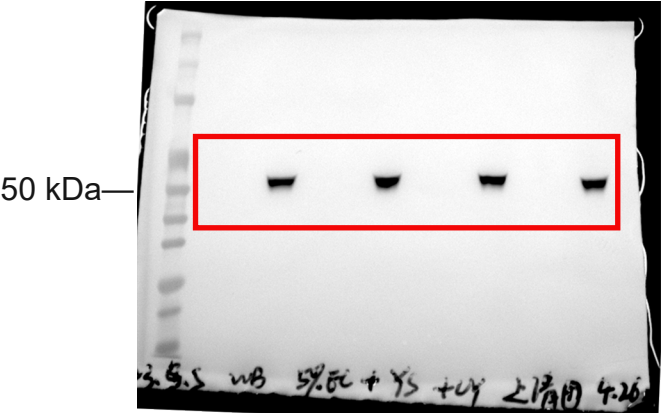

His

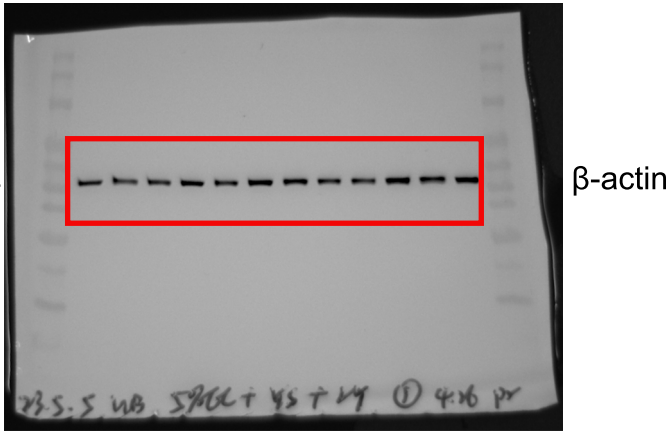

β-actin

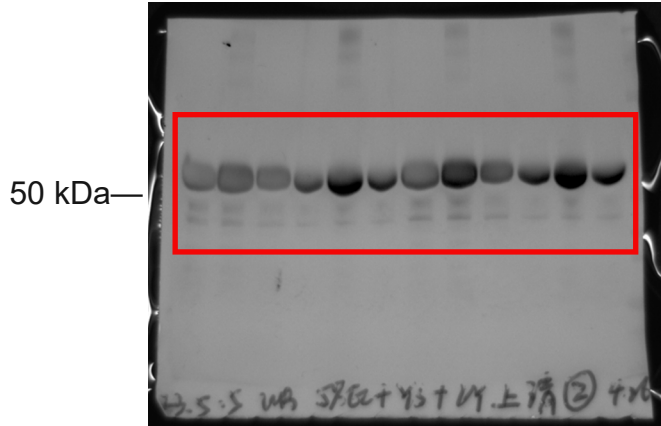

Albumin

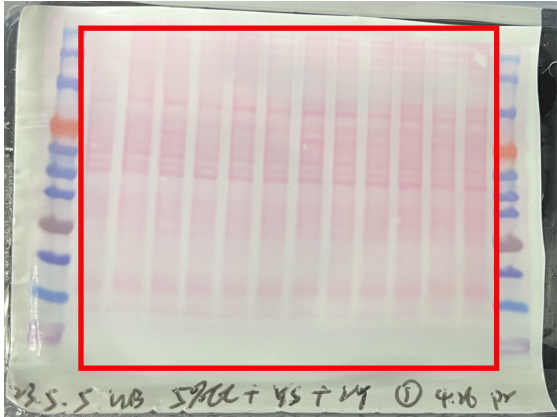

Ponceau S

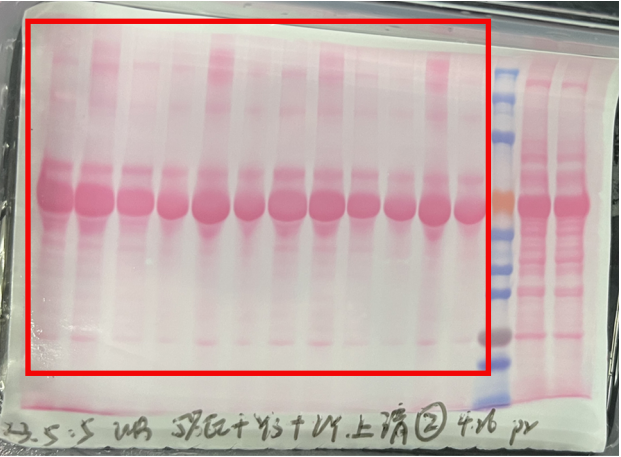

Ponceau S

Unprocessed images for Fig. S6C

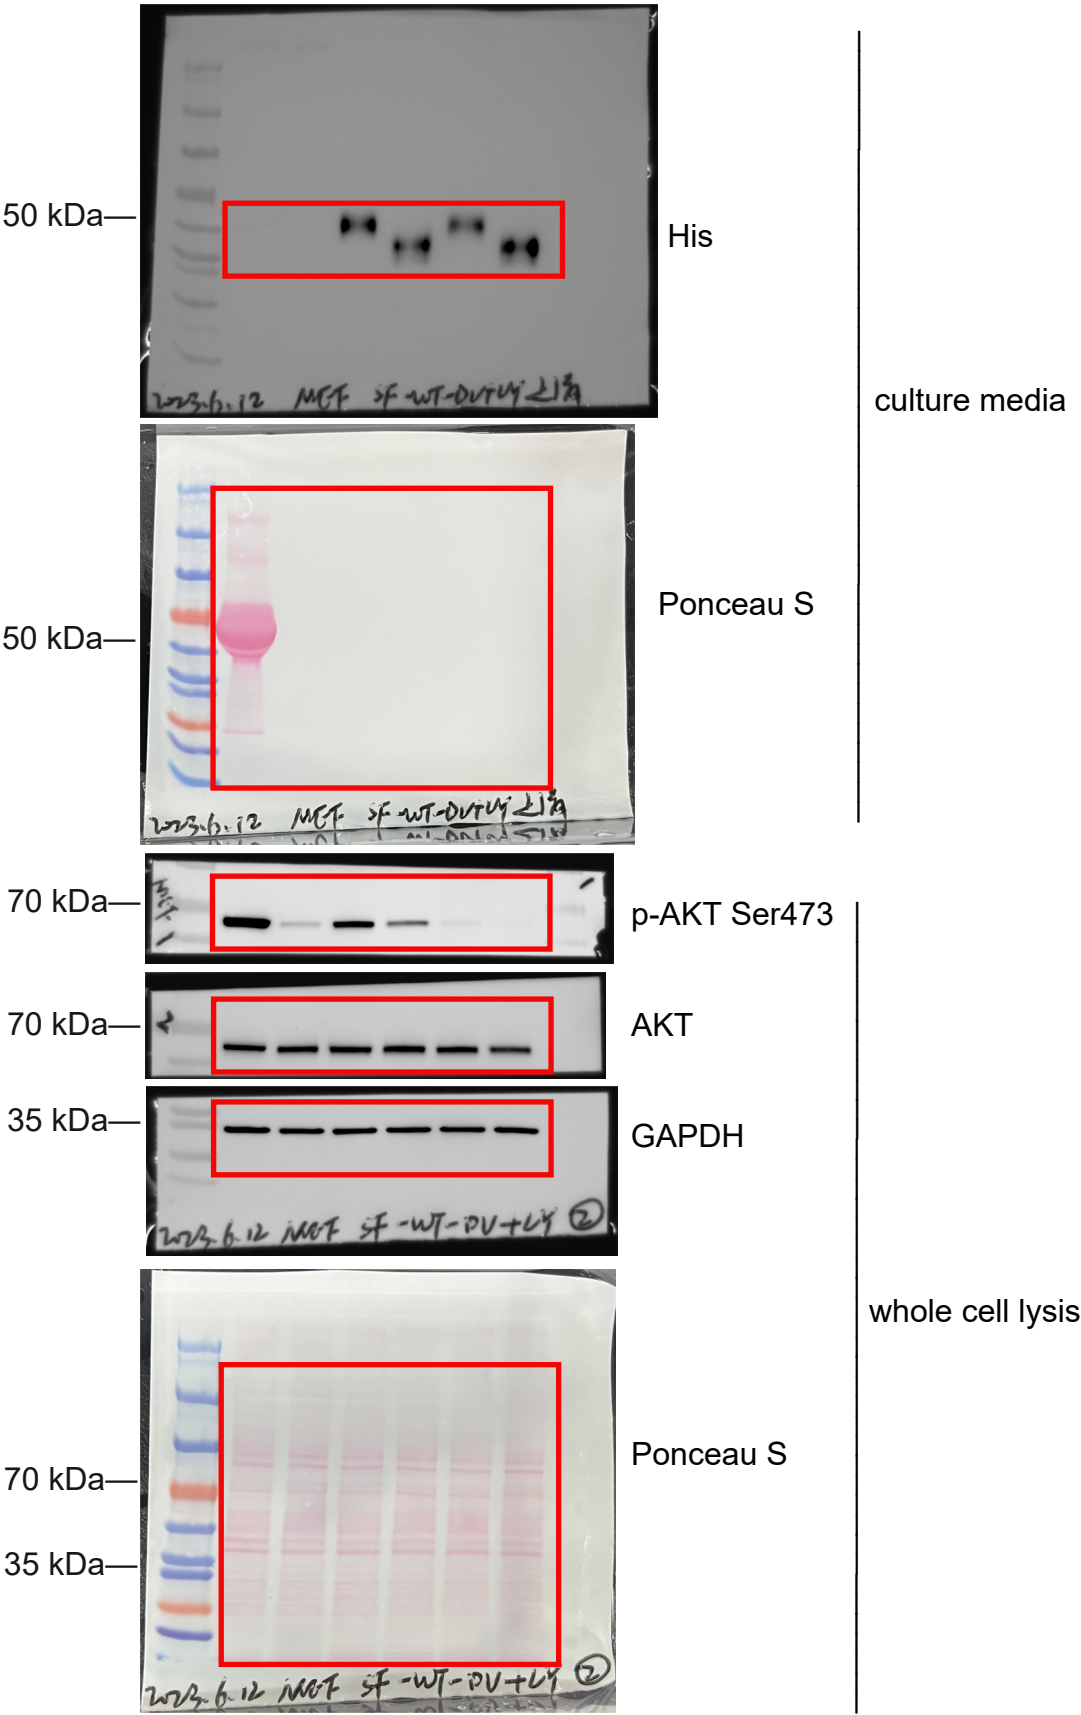

Unprocessed images for Fig. S6D

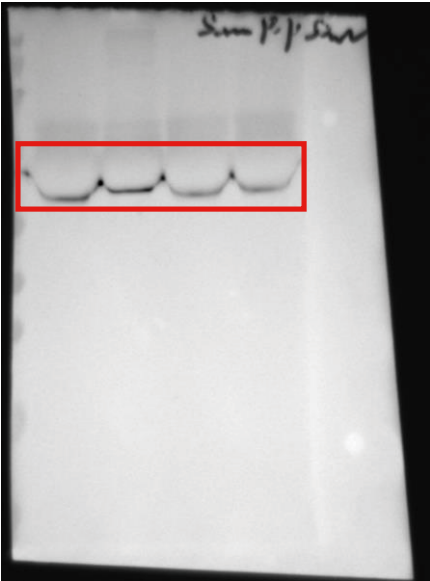

50 kDa—

APOH

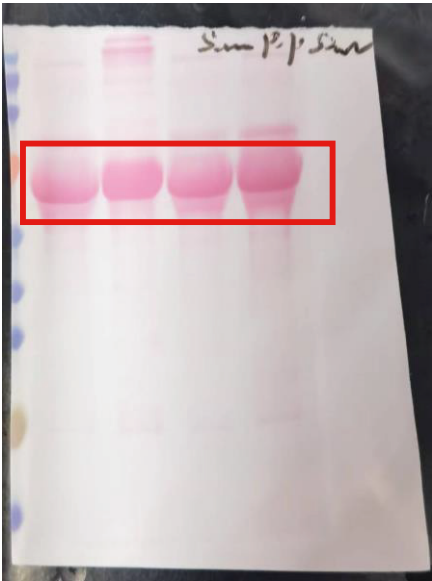

50 kDa—

Ponceau S

culture media

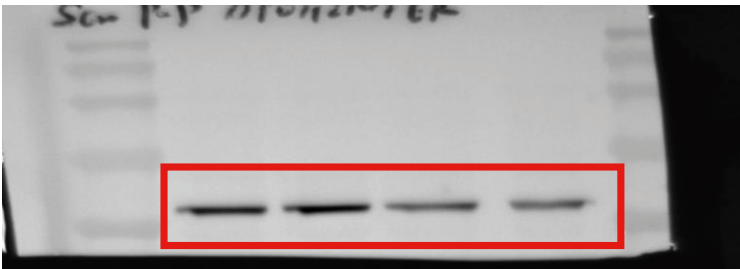

70 kDa—

50 kDa—

$\alpha$ -tubulin

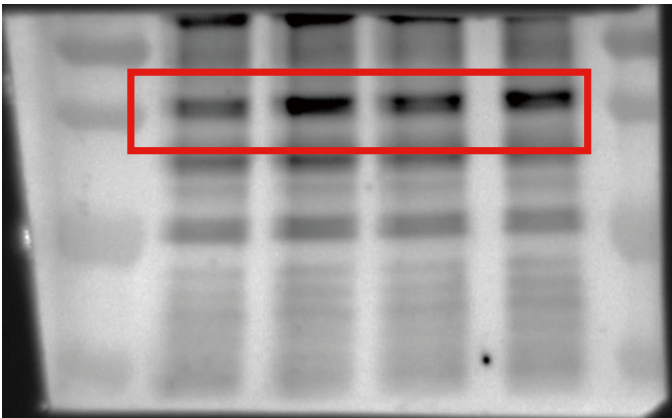

40 kDa—

35 kDa—

SCD1

whole cell lysis

How the deposited data were processed for this re-analysis (not part of the article)

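The count tables that the authors deposited for the RNA-seq of MEFs were re-analysed. They hold 18 libraries in 6 groups of 3: MEFs kept in Scm, MEFs kept in Rcm, MEFs moved from Scm to Rcm for 12 h or 24 h, and MEFs moved from Rcm to Scm for 12 h or 24 h. The authors extracted RNA with the RNeasy mini kit, had it sequenced as paired-end reads on the NovaSeq platform and aligned the reads to GRCm38 with HISAT2. Each value is a count of reads on a gene, a whole number without normalization, for 55487 genes. The paper's text does not name the counting tool, its use of strand or its treatment of reads with several alignments. Alignment and counting are contained in the files and were not repeated. The paper's DEGs came from DESeq2 with an absolute log2 fold change above 0.58 and an adjusted p under 0.05, its KEGG terms from clusterProfiler and its transcription factors from Enrichr. The gene sets of KEGG and Enrichr were not used here, and lists written by hand took their place.

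The columns were assigned to groups from their titles, and 0 columns were left out. Total counts per library ran from 14534906 to 20313715. The 50 most abundant genes took 9.65% to 11.5% of the counts of a library. Reads carry no molecular identifiers, so that intervals and limits from counts cover counting error only. A gene was treated as at the limit of detection in a group whose libraries all held 3 counts or fewer. Apoh, the gene of apolipoprotein H, had 0 to 7 counts per library, at most 0.392 CPM, and was not tested.

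Genes were kept by edgeR's filterByExpr with the groups as design, which left 15381 genes and removed 40106. Libraries were scaled with TMM factors, and a quasi-likelihood model with robust dispersion was fitted to all 18 libraries (common dispersion 0.0298). The comparisons were Rcm against Scm, R-Scm 12 h and 24 h against Rcm, and S-Rcm 12 h and 24 h against Scm. R-Scm 12 h and 24 h were also compared with Scm, S-Rcm 24 h with Rcm, and the time points of each exchange with each other. A DEG had an absolute log2 fold change above 0.58 and a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Log2 CPM were computed with a prior count of 2. The median log2 fold change of all genes tested stayed between -0.0077 and 0.019 in the 5 comparisons of the paper. Random draws used the seed 1. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, matplotlib 3.10.9 and blastn 2.17.0.

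Lists of genes were tested with limma's camera at a preset correlation of 0.01, and again with fry and with camera at an estimated correlation. The PPAR and retinoid lists were not tested with an estimated correlation. Shares of DEGs in a list were tested with Fisher's exact test against all genes tested. These p values were adjusted within families of 30 tests for the lists beside the paper's claims, 35 for the other lists, 39 for added comparisons, 26 for the comparisons between time points, 52 for the parts of the exchanges and 10 for lists chosen later. The lists beside the claims were the cholesterol biosynthesis list (21 genes), the fatty acid biosynthesis list (26), the SREBP1 target panel of the paper's RT-qPCR (27), the SREBP targets outside the figures (12), the heat map list of Fig. S3B (36) and the interferon-stimulated list (40). The other lists were selenoproteins (24), selenium-sensitive selenoproteins (4), ferroptosis regulators (20), LXR targets (9), LXR targets outside the SREBP lists (6), FOXO targets (12) and the cell cycle (24). Lists of PPAR targets (26) and retinoid targets (15) were chosen after seeing the data. Single values per library, such as the mean log2 CPM of a list, were compared with two-sided exact permutation tests.

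The lists other than the PPAR and retinoid lists, the comparisons, the thresholds, the first set of alternatives and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper names for the RNA-seq data, the SREBP1 target panel, Gpx4, Slc7a11, Apoh, Srebf1 and Srebf2. It adds, for each of the 5 comparisons, the 3 genes with the largest rise and the 3 with the largest fall among DEGs with a mean of at least 1 CPM and no overlap between the libraries. Statistics are printed only for those that bear on a claim, and genes named outside the rule are said to be so or belong to a list. Of the genes the rule names, Slc7a11 was a DEG in none of the 5 comparisons, with a log2 fold change of -1.16 (adjusted p = 0.126) in R-Scm 12 h.

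The first set of alternatives held an adjusted p under 0.01, the adjusted p alone, RLE or upper-quartile scaling, no filter, at least 10 counts in every library, a replicate block, edgeR on the 2 compared groups, DESeq2 on 18 libraries or on 2 groups, each library left out in turn, fry, and camera with an estimated correlation. Alternatives chosen after seeing the data were counts summed over identifiers that share a symbol, genes without a neighbour overlapping on the same strand, Gpx4 with its pseudogene Gpx4-ps2, and removal of the trend on GC content and length. Each library was also left out for the PPAR and retinoid targets, the added comparisons, the time points and the parts of both exchanges, again after seeing the data. The heat map list and the lists outside the claims were run under the first set of alternatives only after the data were seen.

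Whether replicate numbers pair the libraries was checked by correlating, across genes, the deviations of libraries with the same number from their group means. For R-Scm 24 h against Rcm all 3 pairs were above 0.1 (0.16 to 0.48). In the other comparisons of the paper the values ran from -0.34 to 0.21 and at most 1 pair was above 0.1. The numbers are those of the sample titles. The column labels number the libraries of R-Scm 12 h, R-Scm 24 h and S-Rcm 24 h as 1, 3 and 4, and by these labels R-Scm 24 h and Rcm share 2 numbers, with values of 0.16 and -0.31. The labels therefore do not settle whether any libraries are paired. They were treated as independent, with the replicate block as an alternative.

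Coordinates, GC content and lengths came from GENCODE M21 on GRCm38, in which 55227 of the 55487 identifiers were found, 53417 of them with the same symbol. This annotation is not the release the authors used. Near-identical copies of 222 genes were searched with blastn from every transcript, at 95% identity over at least 200 bases, counting copies with at least 5% of the gene's mean count, and 51 genes had one.

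The code was tested on simulated data with the counts' own means and dispersions and 200 changed genes. The edgeR model found 149 of the 200 (74.5%) with 7 false calls, DESeq2 found 163 with 14 false calls, and edgeR on 2 groups found 137 with 12. A list of 21 genes with a true change of 0.5 gave a median of 0.447. For 14 unchanged lists the smallest adjusted p was 0.24 from camera and 0.0742 from fry. To allow for shared controls, 20 further data sets without any change were simulated, with 0.4 DEGs per set on average. In all these simulations genes were drawn independently of each other. In the data, the estimated correlation in Rcm against Scm was 0.47 for the cholesterol list and 0.49 for the interferon-stimulated list. The simulations therefore cannot show how camera at the preset correlation behaves for unchanged lists of correlated genes.

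RT-qPCR, western blots, lipidomics and measurements in sera or patients were not analysed here, and some single genes are not reported here. Interactions between exchange and time were tested only as described for the parts common and opposite to both exchanges.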

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

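The tests of LXR targets, FOXO targets, the change of medium itself, the cell cycle and selenium were written before the results they measure were seen. Tests of single genes, and of the cholesterol, SREBP target and interferon-stimulated lists in the paper's comparisons, were also fixed before the data were examined. The remaining tests in this part were chosen only after the result was seen.

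Cholesterol biosynthesis genes behaved differently at 12 h and 24 h, a difference between time points. In R-Scm the median log2 fold change of the 21 genes was 0.66 at 24 h against 12 h (0.35 without R-Scm 24 h replicate 1), and in S-Rcm it was 0.48. The changes of both exchanges were divided into a part common to both and a part of opposite sign. At 12 h the common part was -0.66, with 20 of 21 genes negative (camera, adjusted p = 1.76e-39, fry 1.39e-04, and 0.00383 with an estimated correlation). It comes from the fall in R-Scm 12 h, since in S-Rcm 12 h the median was 0.098, with 17 of 21 genes positive. At 24 h the common part was -0.080, with 18 negative (camera, adjusted p = 0.0106, fry 0.478, and 0.527 with an estimated correlation), from -0.20 without R-Scm 24 h replicate 1 (camera, adjusted p = 1.8e-11) to 6.5e-04 without replicate 3. A smaller fall at 24 h is thus not excluded. The opposite part was 0.74 at 12 h and 0.69 at 24 h. At 12 h, 550 genes had a common part past an adjusted p of 0.05, and at 24 h 6. The tables argue against several explanations of the fall in Scm. The change of medium alone would lower the list in both exchanges, and it was 0.59 in S-Rcm 24 h. The median in R-Scm 12 h was -1.32 over the 14 genes without near-identical copies, -1.41 with the trend on GC content and length removed, and -1.39 with all libraries drawn to the same depth. A slower response to Rcm than to Scm with nothing else would leave R-Scm 12 h at or above the level of Scm, but it was -0.66 against Scm (12 of 21 genes lower DEGs, camera, adjusted p = 4.8e-15, and 0.139 with an estimated correlation). A fall that comes with the change of medium and is smaller at 24 h, added to the effect of the serum, is a candidate explanation. The 12 SREBP targets outside the paper's figures had a common part of -0.47 at 12 h, all 12 negative (fry, adjusted p = 1.45e-04), and of -0.054 at 24 h (-0.17 and past the threshold in camera without R-Scm 24 h replicate 1, and 0.0077 without replicate 2). In S-Rcm 12 h itself their median was 0.020, with 8 of 12 positive. Neither list fell in both exchanges at 12 h, so these common parts alone do not show an effect of the medium change. No group is described as given fresh medium of its own kind, which would test the change of medium apart from the serum. The control libraries are labelled 0 h, so that the common parts can also hold an effect of time in culture.

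Which signal lowered SREBP activity in Scm stays open. LXR targets outside the SREBP lists would rise in R-Scm 24 h with a load of sterol, and their median was -0.023 (5 of 6 genes tested, -0.57 and past the threshold without R-Scm 24 h replicate 1, and 0.18 without replicate 2). FOXO targets would rise with lower AKT activity, and their median was -0.038 (10 genes, -0.17 without R-Scm 24 h replicate 1 and 0.18 without replicate 3). The cell cycle list was at 0.013 (24 genes, from -0.034 without Rcm replicate 1 to 0.066 without Rcm replicate 3). These explanations and the effect of the serum on SREBP cannot be told apart, because the members of each list went both ways around a median near 0. With all libraries and edgeR's filter, none of the 3 lists passed an adjusted p of 0.05 in camera in any of the 5 comparisons. With no filter, LXR targets outside the SREBP lists passed in S-Rcm 12 h (0.43, adjusted p = 0.0278). With the filter the smallest adjusted p was 0.0711 for LXR targets outside the SREBP lists, in S-Rcm 12 h, where the median was 0.44 (0.20 without S-Rcm 12 h replicate 2, and past the threshold at 0.62 without Scm replicate 3 and at 0.47 without S-Rcm 12 h replicate 3). In the other comparisons it was 0.20 in Rcm (0.37 without Scm replicate 3), 0.045 in R-Scm 12 h (-0.019 without Rcm replicate 3 and 0.21 without R-Scm 12 h replicate 3) and -0.083 in S-Rcm 24 h (0.082 without Scm replicate 1). The whole LXR list, which includes Srebf1 and Scd1, had medians of 0.25 in Rcm, -0.11 and -0.16 in R-Scm 12 h and 24 h and 0.27 and 0.053 in S-Rcm 12 h and 24 h, past no threshold in camera with the filter and all libraries. It passed with no filter in R-Scm 24 h (-0.15) and S-Rcm 12 h (0.26), and in Rcm with the trend on GC content and length removed (0.27). It also passed without Scm replicate 3 (0.27) or S-Rcm 12 h replicate 3 (0.29) in S-Rcm 12 h, and without R-Scm 24 h replicate 1 in R-Scm 24 h (-0.54, against -0.056 without replicate 2). Its median in Rcm was 0.39 without Scm replicate 3. It ran from -0.26 without R-Scm 12 h replicate 1 to 0.011 without R-Scm 12 h replicate 3 in R-Scm 12 h, and from 0.016 without Scm replicate 2 to 0.13 without Scm replicate 1 in S-Rcm 24 h. In the part of opposite sign in both exchanges, the whole list passed in camera, higher with Rcm. It was 0.25 at 12 h (adjusted p = 0.00336, fry 0.0457, and 0.258 with an estimated correlation) and 0.23 at 24 h (adjusted p = 0.0293, fry 0.135). That is opposite to a load of sterol in Scm, but the LXR targets outside the SREBP lists did not pass there (camera, adjusted p = 0.209 and 0.572).

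Interferon-stimulated genes were higher in Rcm than in Scm, a signal in genes that the paper does not discuss for this comparison. The median log2 fold change of the 40 genes was 2.58, with 40 of 40 positive, 37 of them DEGs (camera, adjusted p = 7.9e-102, fry 1.87e-05, and 7.6e-04 with an estimated correlation). All 40 passed when adjusted over the list alone. Oas2 (ENSMUSG00000032690, GRCm38 chromosome 5, 120730333 to 120749853) was at 0.235 ± 0.181 CPM in Scm and 7.22 ± 1.38 CPM in Rcm (SD, n = 3), a log2 fold change of 4.82 (standard error 0.78, adjusted p = 0.00254). The tables argue against copies, with a median of 2.47 over the 31 genes without any, against GC content and length, with 2.56 after removal of the trend, and against library size, with 2.55 at equal depth. They also argue against the serum present at harvest as the whole cause within 24 h. After 24 h in Scm, R-Scm was still 1.89 above Scm (22 genes DEGs, camera, adjusted p = 1.23e-77, and 0.00543 with an estimated correlation) and 1.33 without R-Scm 24 h replicate 1, and S-Rcm 24 h was -1.68 against Rcm. A slow response to the serum, or a difference between the cultures that arose earlier, stays open, and neither was tested. RNA from other cells in the cultures was not tested either.

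The same genes rose 12 h after either exchange, a difference between time points. The common part at 12 h was 0.86, with 40 of 40 genes positive (camera, adjusted p = 3.95e-30, fry 0.00265, and 0.0308 with an estimated correlation), and at 24 h it was 0.16 (camera, adjusted p = 0.451). The latter was -0.23 without R-Scm 24 h replicate 1 and 0.23 without replicate 3, each past the threshold in camera. In R-Scm the list fell by 1.21 from 12 h to 24 h (11 genes lower DEGs, camera, adjusted p = 1.88e-49, and 0.0372 with an estimated correlation) and by 1.84 without R-Scm 24 h replicate 1, though the libraries of R-Scm 24 h were spread widely, at 0.98, -0.24 and -0.34 on the list. In S-Rcm the difference was small, with a median of -0.22 at 24 h against 12 h and 0 DEGs. It passed in camera (adjusted p = 4.41e-04) and not in fry (0.422) or with an estimated correlation (0.559). The mean log2 CPM of the list overlapped between these S-Rcm groups (exact permutation test, two-sided p = 0.2). Against Rcm, the R-Scm 12 h median of 0.56 (4 DEGs and 7 genes adjusted over the list alone) was past the threshold in camera (adjusted p = 1.91e-09) and fry (0.0466) and not with an estimated correlation (0.162), and it was 0.35 over the 31 genes without copies. The change of medium itself may raise these genes, and so may longer culture, since the control libraries are labelled 0 h. These and an effect of the serum exchanged cannot be told apart. The common part of 0.86 is the pattern itself, and no group is described as given fresh medium of its own kind. The time at which the control cultures last received fresh medium is not known here.

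Selenium-sensitive selenoprotein mRNAs were higher in Rcm, a signal in genes outside those the paper discusses. The median of Gpx1, Selenow, Selenoh and Msrb1 was 0.81 in Rcm against Scm, with 4 of 4 positive (camera, adjusted p = 2.4e-04, fry 0.00201, and 0.0713 with an estimated correlation). It was -0.49 and -0.80 in R-Scm 12 h and 24 h, with 4 of 4 negative in each, and 0.48 and 0.49 in S-Rcm 12 h and 24 h, with 3 and 4 positive. Camera called these except in S-Rcm 12 h (adjusted p = 0.131), where the median was 0.30 without S-Rcm 12 h replicate 1 and 0.58, past the threshold, without S-Rcm 12 h replicate 2. With an estimated correlation only R-Scm 24 h passed (adjusted p = 0.039). Selenow (ENSMUSG00000041571, chromosome 7, 15917208 to 15922402) was the DEG among them. It was at 66.9 ± 17.5 CPM in Scm and 163 ± 16.5 CPM in Rcm (SD, n = 3), a log2 fold change of 1.29 (standard error 0.17, adjusted p = 4.35e-04, and 1.14 to 1.51 with each library left out in turn). Adjusted over the list alone 3 genes passed in Rcm, 1 and 2 in R-Scm 12 h and 24 h and 2 in S-Rcm 24 h. The trend on GC content and length is not the cause, since the median was 0.89 after its removal. A difference in selenium between the sera may explain the pattern, and the 0.49 in S-Rcm 24 h is in the direction it needs. Selenium was not measured, the list holds 4 genes, and Gpx4 mRNA itself was not past the thresholds. The full selenoprotein list of 19 tested genes had medians of 0.13, -0.17, -0.093, 0.092 and 0.057 in the 5 comparisons, past no threshold in camera (smallest adjusted p 0.0697) and past it in fry in the first 3 (0.00927, 0.0337 and 0.0214). In camera it passed in Rcm without Scm replicate 2 (0.21) or Rcm replicate 1 (0.17), and in R-Scm 24 h without Rcm replicate 1 (-0.13), where it was -0.049 without Rcm replicate 3. Its medians in S-Rcm 12 h and 24 h were 0.043 without S-Rcm 12 h replicate 1 and 0.023 without Scm replicate 1, and 0.15 and 0.11 without Scm replicate 2.

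Of all genes, 4 were DEGs in all 4 exchange comparisons, a signal outside the genes the paper discusses: Angptl4, Cpt1a, Slc6a4 and Dynap, named after their values were seen (Cpt1a is also in Fig. S3B). Simulated data without change gave 0.15 on average (0 to 2). The number was 19 without R-Scm 24 h replicate 1 and 1 without R-Scm 24 h replicate 3, and 1 of the 60 splits of the libraries that were run gave as many. Angptl4 changed by 2.00 and 1.98 in S-Rcm 12 h and 24 h and by -0.96 and -1.15 in R-Scm 12 h and 24 h. Slc6a4 went the other way, with -0.93 and -1.14 in S-Rcm and 1.27 and 0.88 in R-Scm, and so did Dynap, with -0.74 and -0.63, and 1.27 and 1.23. Angptl4 and Cpt1a are targets of PPAR. Higher PPAR activity in Rcm may explain them: the other 22 tested PPAR targets had a median of -0.17 in R-Scm 24 h (camera, adjusted p = 0.00218, fry 0.0398, with -0.36 without R-Scm 24 h replicate 1 and -0.097 without replicate 3), and of 0.16, -0.27, 0.17 and 0.091 in Rcm, R-Scm 12 h, S-Rcm 12 h and S-Rcm 24 h (camera, adjusted p = 0.0341, 1.46e-04, 0.0248 and 0.118). The call in Rcm was lost without Scm replicate 1 (0.14) or Rcm replicate 3 (0.15), that in S-Rcm 12 h without Scm replicate 1 (0.18) or S-Rcm 12 h replicates 1 (0.17) or 3 (0.19), and S-Rcm 24 h passed without its replicate 1 (0.13). Members with large changes went both ways. In Rcm and S-Rcm 24 h, Fabp4 changed by 1.78 and 1.25, but Plin4 by -0.76 and -1.50 and Fabp3 by -1.28 and -0.57. The list was not tested with an estimated correlation, and higher PPAR activity stays open.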

How the results depend on the processing

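Counts summed by symbol, the exclusion of genes with an overlapping neighbour, the sum of Gpx4 and its pseudogene, and the removal of the trend on GC content and length were chosen only after the results were seen, as was running the heat map list and the lists outside the claims under all choices. Leaving out each library for the PPAR and retinoid targets, the added comparisons, the time points and the parts of both exchanges was chosen then too. Where a value moved without a stated reason, the cause was not tested.

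Numbers of DEGs depended on the processing more than list medians did. Apart from fits without a library, 85 of 120 recomputed numbers stayed within 1.5 times the value and 35 moved further. With an adjusted p under 0.01, which admits fewer genes by construction, the numbers were 170 for Rcm against Scm, 227 and 20 for R-Scm 12 h and 24 h against Rcm, and 45 and 7 for S-Rcm 12 h and 24 h against Scm. They were 322 and 21 for R-Scm 12 h and 24 h against Scm and 3 for S-Rcm 24 h against Rcm, where all libraries and both thresholds gave 676 (477 higher, 199 lower), 91 (78 higher, 13 lower) and 34 (10 higher, 24 lower). The overlap of genes higher in S-Rcm 24 h and lower in R-Scm 24 h fell from 6 to 1, and the genes in all 4 exchange comparisons from 4 to 1. With the adjusted p alone, R-Scm 12 h had 644 against Rcm and 1148 against Scm (672 higher, 476 lower), and S-Rcm 12 h had 109 higher and 84 lower. With at least 10 counts in every library, R-Scm 24 h against Scm had 46, and with a replicate block 59. In edgeR's model of the 2 groups alone, which has fewer libraries to estimate dispersion, the numbers were 237 and 4 for R-Scm 12 h and 24 h against Rcm, 260 and 90 for S-Rcm 12 h and 24 h, and 35 for R-Scm 24 h against Scm. The overlap was 0 there and the number in all 4 comparisons 1. S-Rcm 24 h against Rcm had 8 higher and 38 lower. DESeq2 on 18 libraries gave 163 for R-Scm 24 h (57 of the 58 among them), 254 and 136 for S-Rcm 12 h and 24 h, 182 for R-Scm 24 h against Scm, 102 for S-Rcm 24 h against Rcm, 21 for the overlap and 13 in all 4. DESeq2 on the 2 groups gave 562 for Rcm against Scm, 357 and 224 for S-Rcm 12 h and 24 h (125 of the 132 among the 357), 166 for R-Scm 24 h against Scm, 150 for S-Rcm 24 h against Rcm, 12 for the overlap and 10 in all 4. RLE and upper-quartile scaling, no filter, counts summed by symbol and the exclusion of overlapping neighbours moved no number by more than 1.5 times.

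Leaving out 1 library moved 50 of 78 numbers further than that, in part because fewer libraries were left. The number ran from 178 (without Scm replicate 2) to 574 (without Rcm replicate 3) for Rcm against Scm, from 275 (without R-Scm 12 h replicate 3) to 420 (without R-Scm 12 h replicate 1) for R-Scm 12 h, from 14 (without R-Scm 24 h replicate 3) to 501 (without R-Scm 24 h replicate 1) for R-Scm 24 h, from 36 (without Scm replicate 1) to 76 (without S-Rcm 12 h replicate 1) for S-Rcm 12 h, and from 6 (without Scm replicate 1) to 28 (without S-Rcm 24 h replicate 2) for S-Rcm 24 h. Against Scm it ran from 353 (without R-Scm 12 h replicate 3) to 770 (without R-Scm 12 h replicate 1) for R-Scm 12 h and from 17 (without Scm replicate 3) to 92 (without R-Scm 24 h replicate 3) for R-Scm 24 h. For S-Rcm 24 h against Rcm it ran from 0 (without S-Rcm 24 h replicate 3 or without Rcm replicate 2, with 1151 genes at an unadjusted p under 0.05 in all libraries) to 38 (without S-Rcm 24 h replicate 1). The overlap ran from 1 (without Scm replicate 1) to 43 and the number in all 4 comparisons from 1 (without R-Scm 24 h replicate 3) to 19, both highest without R-Scm 24 h replicate 1. The share of higher genes moved by more than 10 points in R-Scm 24 h without replicate 1 (167 higher, 334 lower) or without replicate 3 (10 higher, 4 lower), and in R-Scm 24 h against Scm without replicate 1 of R-Scm 24 h (54 higher, 23 lower). It also did so in S-Rcm 24 h without Scm replicate 1 (3 higher, 3 lower) or S-Rcm 24 h replicate 2 (22 higher, 6 lower), and in S-Rcm 24 h against Rcm without S-Rcm 24 h replicate 2 (5 higher, 3 lower) or Rcm replicate 3 (9 higher, 13 lower).

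The cholesterol list, the fatty acid list, the SREBP1 target panel and the SREBP targets outside the figures kept their direction and their side of an adjusted p of 0.05 in every alternative run, and with each library left out, in Rcm against Scm, R-Scm 12 h, R-Scm 24 h and S-Rcm 24 h. The cholesterol medians stayed within 0.71 to 0.82, -1.44 to -1.32, -1.07 to -0.60 and 0.49 to 0.65 in these. In S-Rcm 12 h the SREBP1 target panel was past the threshold with no filter (0.13), with the replicate block (0.13) and in the model of the 2 groups (0.12), with an adjusted p over the alternatives of 0.0162 to 0.604, and its median ran from 0.10 to 0.15 with each library left out. The SREBP targets outside the figures went to -0.029 in S-Rcm 12 h with the trend on GC content and length removed. The heat map list in S-Rcm 12 h, at 0.12, was not past the threshold in fry, with an estimated correlation or, at 0.087, with the trend removed, and its median ran from 0.10 (without S-Rcm 12 h replicate 2) to 0.14 (without S-Rcm 12 h replicate 3) with each library left out. With an estimated correlation, the interferon-stimulated list in R-Scm 12 h (0.56) and the selenium-sensitive selenoproteins in Rcm (0.81), R-Scm 12 h (-0.49) and S-Rcm 24 h (0.49) were no longer past it.

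Of the lists outside the claims, several with medians near 0 moved across it. In fry the selenoprotein list passed in Rcm (0.13), R-Scm 12 h (-0.17) and R-Scm 24 h (-0.093). In R-Scm 24 h it also passed with the replicate block (-0.090) and in the model of the 2 groups (-0.093). With no filter, LXR targets passed in R-Scm 24 h (-0.15) and S-Rcm 12 h (0.26), and LXR targets outside the SREBP lists in S-Rcm 12 h (0.43). LXR targets passed in Rcm with the trend on GC content and length removed (0.27). FOXO targets changed sign in S-Rcm 24 h, from 0.0018 to -0.0033 with RLE scaling, -0.0050 with at least 10 counts in every library, -0.022 with the replicate block, -0.0069 in the model of the 2 groups and -0.034 with the trend removed, and in S-Rcm 12 h to 0.031 with no filter. Removing the trend also changed the sign of the ferroptosis regulators in Rcm (-0.013), of the cell cycle list in Rcm (-0.046) and of LXR targets outside the SREBP lists in R-Scm 24 h (0.051). The latter list changed sign in S-Rcm 24 h in the model of the 2 groups (0.026). With each library left out, the selenoprotein median ran from 0.12 to 0.21 (highest without Scm replicate 2) in Rcm and from -0.13 (without Rcm replicate 1) to -0.049 (without Rcm replicate 3) in R-Scm 24 h, and the selenium-sensitive one from 0.30 (without S-Rcm 12 h replicate 1) to 0.58 (without S-Rcm 12 h replicate 2) in S-Rcm 12 h. LXR targets ran from -0.26 to 0.011 in R-Scm 12 h (without R-Scm 12 h replicates 1 and 3), from -0.54 to -0.056 in R-Scm 24 h (without R-Scm 24 h replicates 1 and 2) and from 0.19 to 0.30 in S-Rcm 12 h. Those outside the SREBP lists ran from -0.019 to 0.21 in R-Scm 12 h (without Rcm replicate 3 and R-Scm 12 h replicate 3), from -0.57 to 0.18 in R-Scm 24 h (without R-Scm 24 h replicates 1 and 2), from 0.20 to 0.62 in S-Rcm 12 h (without S-Rcm 12 h replicate 2 and Scm replicate 3) and from -0.11 to 0.082 in S-Rcm 24 h (without Scm replicates 2 and 1). FOXO targets ran from -0.0265 to 0.11 in Rcm (without Scm replicates 1 and 3), from -0.17 to 0.18 in R-Scm 24 h (without R-Scm 24 h replicates 1 and 3) and from -0.079 to 0.033 in S-Rcm 24 h (without Scm replicate 1 and S-Rcm 24 h replicate 2). The cell cycle list ran from -0.13 to 0.032 in R-Scm 12 h (without R-Scm 12 h replicates 1 and 3) and from -0.034 to 0.066 in R-Scm 24 h (without Rcm replicates 1 and 3), and the ferroptosis regulators from -0.095 to 0.0081 in R-Scm 12 h (without Rcm replicate 1 and R-Scm 12 h replicate 3). PPAR targets ran from 0.14 to 0.16 in Rcm, from 0.17 to 0.21 in S-Rcm 12 h and from 0.072 to 0.13 in S-Rcm 24 h, and retinoid targets from -0.13 to 0.13 in R-Scm 12 h (without R-Scm 12 h replicate 2 and Rcm replicate 3).

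With R-Scm 24 h replicates left out, the cholesterol list ran from -0.28 (replicate 1) to 0.15 (replicate 3) against Scm, and its common part at 24 h from -0.20 (replicate 1) to 6.5e-04 (replicate 3). The common part at 24 h ran from -0.17 (replicate 1) to 0.0077 (replicate 2) for the SREBP targets outside the figures and from -0.23 (replicate 1) to 0.23 (replicate 3) for the interferon-stimulated list. In S-Rcm 24 h against Rcm the cholesterol list ran from -0.23 (without S-Rcm 24 h replicate 1, past the threshold) to -0.072 (without replicate 2).

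Among single genes, small changes changed sign. Srebf1 in R-Scm 24 h went from 0.0021 to -0.0025 with upper-quartile scaling, and Gpx4, summed with its pseudogene, to 0.044 in R-Scm 24 h and -0.050 in S-Rcm 12 h. With each library left out, Gpx4 ran from -0.058 to 0.0030 in R-Scm 24 h and from -0.0072 to 0.10 in S-Rcm 12 h, Fasn from -0.017 to 0.090 in Rcm, Srebf1 from -0.061 to 0.13 in R-Scm 24 h, from -0.13 to 0.027 in S-Rcm 12 h and from -0.076 to 0.0016 in S-Rcm 24 h, and Srebf2 from -0.054 to 0.15 in S-Rcm 12 h. Other alternatives changed 22 further calls of single genes, 12 to a weaker and 10 to a stronger one. Leaving out 1 library made 61 calls of single genes weaker and 3 stronger, in part because fewer libraries were left. In R-Scm 24 h against Rcm, where all 3 pairs of libraries with the same number in the titles deviate together, but only 1 of the 2 with the same number in the column labels, the replicate block changed no call among the lists and genes reported apart from that of the selenoprotein list, and gave 68 DEGs.

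The depth limits genes with few counts. No statement is made for Apoh, at 7 counts or fewer per library. With 3 libraries per group, the edgeR model found 74.5% of the changed genes in simulated data, so that a gene short of the thresholds is not shown to be unchanged.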

Differences from the paper's values

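The paper's values for single genes are shown in the volcano plot of Fig. S3A as log2 fold changes of Rcm over R-Scm 12 h and were read by eye. The dashed lines of that plot, which stand for 0.58 and -0.58, appear by eye at about 0.53 and about -0.63 in Fig. S3A, so that the values read may be about 0.05 too low. The signs are given here in that direction. The log2 fold change of Fdps was 1.91, against the paper's value of about 1.8 in Fig. S3A, read by eye. For Nsdhl it was 1.91, against the paper's about 1.7 in Fig. S3A, read by eye, and for Cyp51 1.47, against the paper's about 1.3 in Fig. S3A, read by eye. For these 3 genes none of the 14 alternatives set before the data were examined closed the gap, with ranges of 1.89 to 1.93, 1.88 to 1.94 and 1.44 to 1.49. With the values read moved up by 0.05, a step chosen after seeing the data, these 3 stayed outside the replicate SD, Fdps by less than the plot can be read to. For Scd1 it was 1.01, against the paper's about 0.9 in Fig. S3A, read by eye. That gap of 0.108 is barely more than the replicate SD of 0.106, and with the value moved by 0.05 it was within it, so that no difference is read from Scd1. Of the 14 alternatives set before the data were examined, 10 gave a value for Scd1 within the replicate SD of the paper's: RLE scaling, no filter, at least 10 counts in every library, the replicate block, edgeR on the 2 groups, DESeq2 on 18 libraries and on the 2 groups, and the fits without Rcm replicate 1, without Rcm replicate 2 and without R-Scm 12 h replicate 1. Upper-quartile scaling and the fits without Rcm replicate 3, R-Scm 12 h replicate 2 or R-Scm 12 h replicate 3 did not. Idi1, Lss, Acat2, Hmgcs1, Mvd and Icmt were within the replicate SD of the values read from the plot. Every gene compared lay further from 0 here than in the plot as read. The gap of Mvd was 0.35 with a replicate SD of 0.43, and that of Fdps 0.11 with a replicate SD of 0.037. Fdps, Nsdhl and Cyp51 are thus set apart by their small replicate SD, and are not shown to differ more than the others.

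Fig. 3C lists STAT2 and TCF12 among the transcription factors activated in S-Rcm 24 h. The mRNA of Stat2 and Tcf12 changed by 0.66 and 0.037 there and neither was a DEG. DESeq2 on the 2 groups alone, an alternative set before the data were examined, called Stat2. The factors of Fig. 3C come from their target genes and not from their own mRNA.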

Other observations

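Tests of single genes and of the cholesterol, ferroptosis regulator, FOXO and cell cycle lists were fixed before the data were examined. The other tests in this part were chosen only after the result was seen. So were the fits without a library for the lists outside the claims.

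R-Scm 24 h replicate 1 lay nearer to Rcm than the other R-Scm 24 h libraries, which the heat map of Fig. S3B also shows. Positions of libraries between groups are given as the median over the genes of a set. On a scale where Rcm is 0 and R-Scm 12 h is 1, its position on the cholesterol list was 0.25, against 0.71 and 0.71 for replicates 2 and 3. On the 373 genes called in R-Scm 12 h outside the lists it was 0.31, against 0.62 and 0.59. The tables argue against a library of Rcm with the wrong label. On 63 genes that follow the serum, with Rcm at 0 and Scm at 1, it was at 0.355, against 0.49 and 0.47 for the others and -0.020 to 0.015 for the libraries of Rcm. They also argue against RNA of Rcm cells mixed into the library, since a single share cannot give that value and -0.034 on the interferon-stimulated list, where the others were at 0.50 and 0.57. A low total does not explain it, with 16871619 counts. A slower or incomplete exchange in that culture may explain it. On the 295 genes called in Rcm against Scm outside the lists it was at 0.19, against 0.61 and 0.64. The selenium-sensitive selenoproteins did not set the library apart. Their mean log2 CPM, relative to the mean over all libraries, was -0.23 in it. The group means were -0.23 for R-Scm 24 h and 0.46 for Rcm. With 1 such library a slower or incomplete exchange and other differences between cultures cannot be told apart, because no second culture of the kind was sequenced.

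The other splits of the libraries of each comparison were fitted in the same way. With 3 libraries against 3 there are 10 splits, so that the share is never under 0.1 and a chance split cannot be told apart from the treatment by this count. Among the numbers of DEGs, 1 of the 10 splits, the real one, gave as many in every comparison except R-Scm 24 h against Rcm, and the largest number in another split was 2. For R-Scm 24 h against Rcm, 3 of the 10 splits gave as many, with 119 when Rcm replicate 3 and R-Scm 24 h replicate 1 changed places and 64 when Rcm replicate 3 and R-Scm 24 h replicate 2 did. For the cholesterol list, the SREBP1 target panel, the heat map list and the selenium-sensitive selenoproteins, 1 of the 10 splits gave as large a median in all 5 comparisons. The fatty acid list had 4 of the 10 splits in R-Scm 24 h and 2 of the 10 splits in S-Rcm 12 h, the interferon-stimulated list 3 of the 10 splits in R-Scm 24 h, and the SREBP targets outside the figures 7 of the 10 splits in S-Rcm 12 h. In the remaining comparisons of these lists it was 1 of the 10 splits. The overlap of genes higher in S-Rcm 24 h and lower in R-Scm 24 h was reached in 1 of the 100 splits run, the real one, and the genes in all 4 exchange comparisons in 1 of the 60 splits. That overlap could not arise with any other split of S-Rcm 24 h against Scm, since each of these gave 0 DEGs. The 100 splits are therefore hardly more of a test than the 10, and they do not exclude a chance split.

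At 12 h, 33 genes were DEGs in both exchanges, where 3.61 would be expected and simulated data without change gave 10.15 (4 to 18). Of these, 18 went the same way, 13 up and 5 down, and 15 went opposite ways. At 24 h there were 12, with 0.196 expected, and 11 went opposite ways. Across genes the log2 fold changes of both exchanges correlated with r = 0.099 at 12 h and -0.11 at 24 h, against ranges of -0.070 to 0.11 and -0.064 to 0.056 in simulated data, and genes are not independent replicates. In S-Rcm 12 h, Gsta4, Ptgr1 and Nqo1, named after their values were seen, rose by 1.72, 1.26 and 1.25 (adjusted p = 1.81e-07, 9.53e-05 and 1.91e-05), and in S-Rcm 24 h they changed by 0.080, 0.015 and 0.21. Nqo1 is on the list of 20 ferroptosis regulators, whose median was 0.10 in Rcm, -0.042 and -0.060 in R-Scm 12 h and 24 h and 0.092 and 0.060 in S-Rcm 12 h and 24 h (smallest adjusted p from camera 0.151). FOXO targets had medians of 0.033, -0.26, -0.038, -0.041 and 0.0018 in the same order, and the cell cycle list 0.033, -0.058, 0.013, 0.13 and 0.056. Single libraries decided the sign or size of most of these small medians. The ferroptosis regulators were at 0.023 in Rcm without Rcm replicate 2, at 0.0081 in R-Scm 12 h without R-Scm 12 h replicate 3, at -0.012 in R-Scm 24 h without R-Scm 24 h replicate 3, at 0.057 in S-Rcm 12 h without S-Rcm 12 h replicate 1 and at 0.0050 in S-Rcm 24 h without S-Rcm 24 h replicate 3. FOXO targets were at 0.11 in Rcm without Scm replicate 3, at -0.11 in R-Scm 12 h without Rcm replicate 2, at 0.18 in R-Scm 24 h without R-Scm 24 h replicate 3, at -0.0055 in S-Rcm 12 h without Scm replicate 3 and at -0.079 in S-Rcm 24 h without Scm replicate 1. The cell cycle list was at 0.065 in Rcm without Scm replicate 3, at 0.032 in R-Scm 12 h without R-Scm 12 h replicate 3, at -0.034 in R-Scm 24 h without Rcm replicate 1 and at 0.025 in S-Rcm 24 h without S-Rcm 24 h replicate 3.

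The paper's RT-qPCR of cholesterol biosynthesis genes after the change from Scm to Rcm (Fig. S3D) includes 12 h. In the counts, 17 of the 21 genes were above Scm in S-Rcm 12 h and their median was 0.098, short of the threshold in camera, in fry and with an estimated correlation.

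Stra6 (ENSMUSG00000032327) rose from 0.559 CPM in Scm to 2.93 and 2.62 CPM in S-Rcm 12 h and 24 h, with log2 fold changes of 2.36 (adjusted p = 0.00886) and 2.21 (adjusted p = 0.0223). The latter call was lost in 5 of the 6 fits that each left out 1 library, where the change stayed between 1.95 and 2.41. Higher retinoid activity in Rcm may explain the rise of Stra6. The other 10 tested retinoid targets had medians of 0.35 in S-Rcm 12 h (3 DEGs, all higher, camera, adjusted p = 1.46e-04, fry 1.92e-04) and of 0.12 in S-Rcm 24 h (camera, adjusted p = 0.257), and of 0.31, -0.0053 and 0.18 in Rcm, R-Scm 12 h and R-Scm 24 h, where camera gave an adjusted p of 0.876 or more. Single libraries moved these medians, to 0.59 in S-Rcm 12 h and 0.060 in S-Rcm 24 h without Scm replicate 1, to 0.27 in S-Rcm 24 h without Scm replicate 2, to 0.21, 0.13 and 0.30 in Rcm, R-Scm 12 h and R-Scm 24 h without Rcm replicate 3, to -0.13 in R-Scm 12 h without R-Scm 12 h replicate 2 and to 0.084 in R-Scm 24 h without R-Scm 24 h replicate 3. In R-Scm 12 h 3 of these targets were DEGs as well, 2 higher and 1 lower. Rarres1 and Cyp26b1 rose 12 h after both exchanges, which higher retinoid activity in Rcm would not give. Dhrs3 rose in S-Rcm 12 h and fell in R-Scm 12 h. Higher retinoid activity and a change in Stra6 alone cannot be told apart, because few targets were expressed and they did not move together at 24 h.

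Several properties of the counts limit single genes. Ndor1 rose by 4.40 and Nnt fell by 2.92 from Scm to Rcm. Each symbol has more than 1 identifier, and with the counts of these summed the changes were -3.9e-04 for Ndor1 and 0.096 for Nnt. The large changes are consistent with reads moving between identifiers, and they are not read as changes in expression. Of the genes with a mean count above 0 and up to 3, 241 held exactly 1 count in each of the 18 libraries, 146 of them miRNA and 61 snoRNA genes. Plain tallies of reads with these means would give 2.81e-05 such genes, so that these values are not plain tallies, and no biological explanation was tested. Of 623 pairs of genes that overlap on the same strand, 19 had a correlation below -0.8 across libraries (3.05%), against 0.72% of 5000 random pairs and 0.322% of 1551 pairs on opposite strands. Gapdh had a mean count of 341.5, against 10012 for its pseudogene Gm12070. Among 11020 genes with a mean above 5 CPM, 381 (3.46%) had a within-group SD of log2 CPM above 0.5, among them Scd2.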
